# Nr4a1 and Nr4a3 redundantly control clonal deletion and contribute to an anergy-like transcriptome in auto-reactive thymocytes to impose tolerance in mice

**DOI:** 10.1038/s41467-025-55839-5

**Published:** 2025-01-17

**Authors:** Hailyn V. Nielsen, Letitia Yang, James L. Mueller, Alexander J. Ritter, Ryosuke Hiwa, Irina Proekt, Elze Rackaityte, Dominik Aylard, Mansi Gupta, Christopher D. Scharer, Mark S. Anderson, Byron B. Au-Yeung, Julie Zikherman

**Keywords:** Gene regulation in immune cells, T cells, Central tolerance, Immune cell death

## Abstract

The Nr4a nuclear hormone receptors are transcriptionally upregulated in response to antigen recognition by the T cell receptor (TCR) in the thymus and are implicated in clonal deletion, but the mechanisms by which they operate are not clear. Moreover, their role in central tolerance is obscured by redundancy among the Nr4a family members and by their reported functions in Treg generation and maintenance. Here we take advantage of competitive bone marrow chimeras and the OT-II/RIPmOVA model to show that *Nr4a1* and *Nr4a3* are essential for the upregulation of *Bcl2l11*/BIM and thymic clonal deletion by self-antigen. Importantly, thymocytes lacking *Nr4a1/3* acquire an anergy-like signature after escaping clonal deletion and Treg lineage diversion. We further show that the Nr4a family helps mediate a broad transcriptional program in self-reactive thymocytes that resembles anergy and may operate at the margins of canonical thymic tolerance mechanisms to restrain self-reactive T cells after thymic egress.

## Abstract (web summary)

The Nr4a family of nuclear receptors has been implicated in thymocyte central tolerance via clonal deletion and regulatory T cell induction. Here the authors show, using mouse bone marrow chimeras, that Nr4a1 and Nr4a3 are also redundantly required for Bcl211/BIM induction and contribute to an anergy-like transcriptome in auto-reactive thymocytes.

## Introduction

Deletion of highly self-reactive thymocytes and diversion of others into the regulatory T cell lineage during their development are vital to prevent autoimmune disease. Indeed, mice and humans with defects in these central T cell tolerance mechanisms exhibit a broad range of autoimmune pathology^1–3^. Positive selection by specialized cortical thymic epithelial cells (cTECs) ensures MHC restriction among double positive (DP) thymocytes^4^. Although excessive recognition of self-pMHC in the thymic cortex can trigger deletion of DP thymocytes at this early stage, many important self-antigens are tissue-restricted^4–7^. Only after their migration to the thymic medulla following positive selection are thymocytes tolerized to such tissue-restricted antigens^4,5,7^. Promiscuous gene expression by AIRE-positive medullary thymic epithelial cells (mTECs) along with recently discovered thymic mimetic cells serves to eliminate self-reactivity from the conventional mature T cell repertoire^2,6,8,9^. In contrast to the thymic cortex, medullary self-antigen encounter can drive both Treg diversion and deletion^5^. However, the molecular pathways that direct these fate decisions are incompletely understood. Although the pro-apoptotic BH3-only family member BIM is implicated in the deletion of self-reactive thymocytes^10^, the mechanisms linking it to self-antigen recognition are not clear. In contrast to the discrete fates of death and Treg diversion, TCR affinity for a given self-antigen exists on a spectrum, highlighting the need for a cell-intrinsic restraint on clones with a TCR affinity just below the signaling threshold for death or diversion.

Among the few factors directly implicated in thymic negative selection are the Nr4a family of orphan nuclear hormone receptors. Nur77, Nurr1, and Nor1 (encoded by *Nr4a1, Nr4a2, and Nr4a3 *respectively) are transcriptional regulators with conserved DNA-binding domains and shared binding site motif, but lack well-defined ligands. Rather, *Nr4a1-3* are primary response genes that are rapidly induced by antigen receptor signaling and are thought to be regulated at the level of their dynamic expression. They were first identified as mediators of antigen-induced cell death in T cell hybridomas, and studies of full-length and truncated dominant negative transgenes have suggested roles in thymic negative selection^11–15^. However, the relatively subtle phenotypes of *Nr4a1* and *Nr4a3* single knock-out mice raised the possibility that redundancy among Nr4a family members masks their role in thymic selection^16–20^. Conversely, mice lacking *both Nr4a1* and *Nr4a3* in the germline or T cell lineage exhibit loss of Treg with resultant severe immune dysregulation and death by 4 weeks of age^21–24^. Therefore, dissecting the roles of the Nr4a family during thymic negative selection and the mechanisms by which they operate has been technically challenging.

To overcome this challenge, we recently used a competitive chimera strategy to unmask redundant roles of *Nr4a1* and *Nr4a3* in tolerance, with a normal Treg compartment of WT genetic origin^21^. We found that polyclonal double knockout (DKO) thymocytes lacking both *Nr4a1* and *Nr4a3* exhibit a profound competitive advantage between DP and SP stages of thymic development, suggesting escape from negative selection. However, the anatomical site and developmental stage where Nr4a-dependent deletion occurs, as well as the molecular mechanisms involved, remain unclear. Indeed, both genomic and non-genomic Nr4a-dependent pathways to apoptosis have been proposed, but transcriptional targets that mediate deletion are unknown^25–27^.

Here, we show that self-reactive DKO SP thymocytes fail to upregulate *Bcl2l11* transcript and BIM protein in response to self-antigen recognition and are completely rescued from AIRE-dependent negative selection. We further show that the Nr4a family helps to impose a broad anergy-like transcriptional program in semi-mature thymocytes that depends on reactivity to self-Ag in a TCR Tg model and scales with *Nr4a1* expression in the normal thymic repertoire, reflecting strong TCR signaling. Importantly, it persists among peripheral DKO T cells that escape thymic deletion but is also evident among WT recent thymic emigrants in the polyclonal, self-tolerant repertoire. The Nr4a family, therefore, mediates thymic deletion, Treg diversion, and contributes to a cell-intrinsic tolerance program initiated by self-Ag recognition in the thymus that may serve as a fail-safe mechanism to prevent autoimmunity.

## Results

### TCR signaling upregulates Nr4a family in thymocytes destined for deletion and Treg diversion

*Nr4a* transcripts are rapidly but transiently induced following Ag stimulation^28,29^. *Nr4a1* transcript is much more abundant than *Nr4a2* and *Nr4a3* in the T cell lineage (Supp Fig. 1a**;** Immgen.org). Mass spectrometry confirms that all three family members are rapidly upregulated in mature CD8+ cells by TCR stimulation, yet only Nr4a3 protein persists without decline over 24 hours, implying a longer protein half-life and suggesting levels may accumulate despite low abundance transcript (Supp Fig. 1b; immpres.co.uk). Conversely, although Nr4a1/Nur77 protein is most highly induced, it is rapidly degraded^30–32^.

Reporters of *Nr4a* transcript expression, including Nur77/*Nr4a1*-GFP BAC Tg, revealed sensitivity to affinity, dose, and duration of TCR stimulation and upregulation at signal-dependent checkpoints during thymic development^28,29,33–37^. Nur77-GFP is upregulated in post-selection DP thymocytes concurrently with CD69 induction, increases at the semimature SP stage^38^, and is highest in agonist-selected Treg cells – consistent with their high degree of self-reactivity (Fig. 1a, b, Supp Fig. 1c, d).

**Fig. 1:**
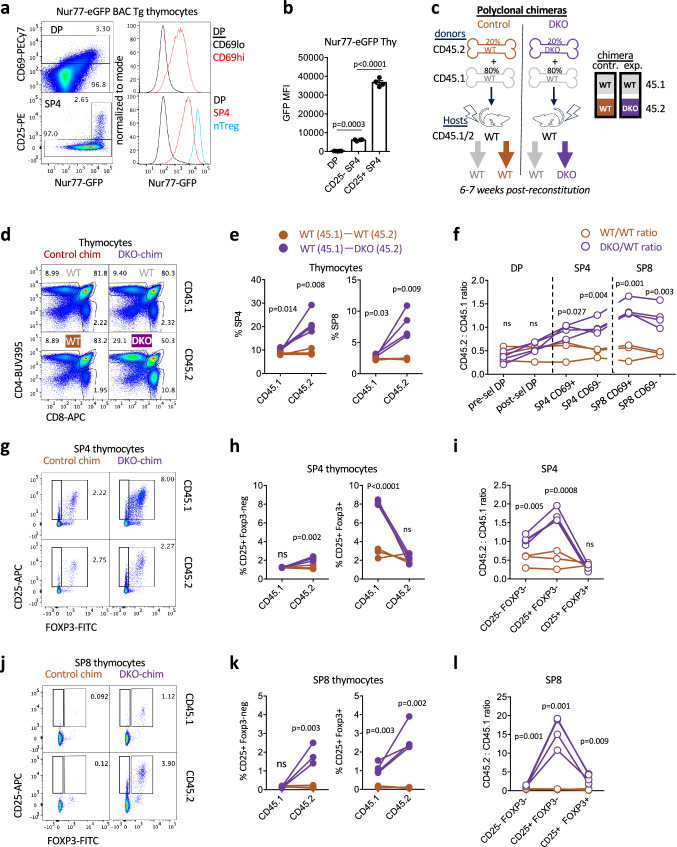
Polyclonal DKO T cells exhibit a competitive advantage during thymic selection. **a**, **b** Nur77-eGFP BAC Tg thymocytes were stained to detect thymic subsets. Lefthand panels depict representative gating to identify CD69hi post-selection DP thymocytes and CD25hi SP4 Treg. Righthand histograms depict GFP expression in gated populations. Data in a are representative of 3 independent experiments. Graph in b depicts GFP MFI quantification of 4 biological replicates +/- SEM. **c** Schematic depicts radiation chimera design. **d** Thymocytes from chimeras were stained to detect congenic markers CD45.1 and 2 as well as CD4/CD8 co-receptors. Representative plots depict thymic subsets of each donor genotype. **e** Graphs depict quantification of gating in (**d**) with lines connecting donor genotypes from individual chimeras. **f** Graph depicts ratio of CD45.2/CD45.1 donor genotypes from individual chimeras within DP and SP populations further sub-gated to define CD69hi and CD69lo compartments. **g**–**l** Representative plots depict SP4 (**g**) or SP8 (**j**) thymocytes of each donor genotype from both experimental and control chimeras (as above) stained to identify CD25 and Foxp3 expression. Graphs in **h**, **k** depict quantification of gating in **g, j** respectively with lines connecting donor genotypes from individual chimeras. Graphs in **i**, **l** depict ratio of CD45.2/CD45.1 donor genotypes from individual chimeras within same SP4 and SP8 subset gates. Statistical tests: **b**. one-way ANOVA with Tukey’s multiple comparison test. **e, f, h, i, k, l** Unpaired t tests, parametric, assume same SD, two-sided. Graphs in **e, f, h, i, k, l** depict N = 3 WT chimeras and N = 4 DKO chimeras (biological replicates). Data in **d**–**i** representative of 3 independent sets of chimeras. Source data are provided as a Source Data file.

*Nr4a1* and *Nr4a3* transcripts are upregulated in thymocytes undergoing negative selection^39,40^. Most recently, a CITEseq atlas of thymic development captured two clusters of thymocytes destined for deletion (Supp Fig. 1e)^41,42^. One of these clusters corresponds to CD69hi DP thymocytes with low *Ccr7* transcript levels and marks an initial wave of deletion triggered by excessive self-pMHC recognition in the cortex prior to CCR7-dependent migration to the medulla^43–45^. The second cluster is closely apposed to Foxp3-expressing Treg and captures CD69hi semimature SP thymocytes with high *Ccr7* transcript levels, likely those undergoing deletion in response to promiscuous expression of tissue-restricted antigens (TRA) in the medulla (Supp Fig. 1e)^6,46,47^. Notably, *Nr4a1* and *Nr4a3* transcripts are highly correlated with both deleting clusters, while *Nr4a2* is detectable in only a sparse number of cells (Supp Fig. 1e).

### Nr4a-deficient thymocytes exhibit a competitive advantage during development

We recently developed a competitive radiation chimera strategy in which donor bone marrow (BM) lacking both *Nr4a1* and *Nr4a3* (DKO) is mixed with an excess of WT BM to reconstitute a normal Treg compartment of WT origin (Fig. 1c)^21^. Chimeras reconstituted with a congenically marked WT:WT donor BM mix with matched input ratio serve as controls.

DKO cells exhibit a large cell-intrinsic advantage relative to WT among SP4 and SP8 thymocytes in the context of normocellular chimeras (Fig. 1d, e, Supp Fig. 2a). A subtle advantage is detected after the positive selection checkpoint at the CD69hiTCRβhi DP stage (Supp Fig. 2b, c, normalized ratios), but the most profound advantage for DKO thymocytes in competitive chimeras occurs at the SP stage (Fig. 1e, f, Supp Fig. 2d, e).

Strikingly, DKO cells exhibited a much larger advantage in the SP8 CD69hi stage than in the SP4 CD69hi stage (Fig. 1f). This may reflect greater escape of SP8 than SP4 DKO from deletion in the medulla. Indeed, we observe progressively reduced Nur77-GFP reporter expression during normal SP8 maturation compared to SP4 maturation (Supp Fig. 1d), which could be consistent with more stringent pruning of self-reactivity from this compartment^48,49^.

### Nr4a1/3 regulate Foxp3+ populations by cell intrinsic and non-cell intrinsic mechanisms

DKO:WT chimeras reconstituted a Treg compartment of mostly WT origin – as previously reported and consistent with a requirement for the Nr4a family in Treg generation and maintenance (Fig. 1g–i, Supp Fig. 2f–h)^21–23,50,51^. However, the total thymic Treg (tTreg) compartment was expanded in DKO:WT chimeras relative to WT:WT chimeras (Supp Fig. 2f). We postulate this cell-extrinsic phenotype may be mediated by enhanced IL-2 production by self-reactive DKO thymocytes^5,52–54^. Indeed, CITEseq data reveals an IL-2/STAT5 signature overlapping with the highly signaled SP cluster (‘neg sel 2’) destined for deletion/diversion (Supp Fig. 1e). CD25+Foxp3- SP4 thymocytes are proposed to represent self-reactive Treg precursors^5,52^. Interestingly, the competitive advantage for SP4 DKO thymocytes was greatest in the CD25+Foxp3- precursor niche but severely abrogated among more mature CD25+Foxp3+ Treg, consistent with a partial block at this transition (Fig. 1g–i).

Unexpectedly, we discovered a novel CD25+ SP8 population in DKO:WT experimental chimeras that was undetectable in WT:WT control chimeras and almost exclusively populated by DKO thymocytes (Fig. 1j–l). We additionally identified a SP8 Foxp3+CD25hi population also exclusive to DKO:WT chimeras and enriched within DKO thymocytes (Fig. 1j–l, Supp Fig. 2i–k). An analogous population of Foxp3+ CD8 T cells have been described among tumor-infiltrating lymphocytes and in GVHD. Strikingly, these peripheral cells are expanded in the absence of BIM suggesting this fate may be normally censored by thymic deletion^55,56^.

### *Nr4a1* and *Nr4a3* are required for negative selection by tissue-specific Ag

We next sought to test the hypothesis that Nr4a family members mediate negative selection by tissue-specific antigen in the medulla. To model thymocyte recognition of self-antigen expressed by mTECs, we took advantage of OT-II TCR Tg that recognizes OVA 323-339 peptide presented by Class II MHC. We generated BM chimeras with either WT hosts or hosts expressing RIPmOVA Tg in which the rat insulin promoter directs expression of a model self-antigen (membrane-tethered ovalbumin) in pancreatic beta islet cells (and in renal proximal tubular cells and testes), as well as in radioresistant mTECs^57,58^.

In these chimeras, congenically marked OT-II mixed with DKO OT-II thymocytes could be tracked through development in the presence of cognate antigen expression by mTECs, enabling us to identify cell-intrinsic and Ag-dependent phenotypes (Fig. 2a). Importantly, to provide an abundant source of normal Treg, we included congenically-marked polyclonal WT donor BM (Fig. 2a). Precursor frequency of OT-II thymocytes in these chimeras is reduced to avoid overwhelming tolerance machinery^59^. Reassuringly, both WT and RIPmOVA hosts reconstitute a normocellular thymus and Treg compartment (Supp Fig. 3a, b).

**Fig. 2:**
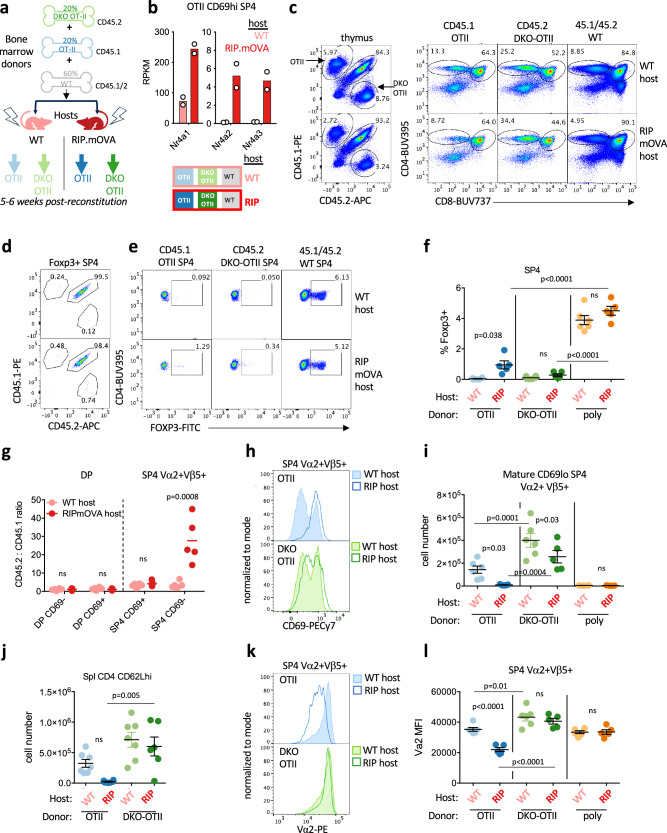
*Nr4a1* and *Nr4a3* mediate negative selection of CD69hi SP thymocytes. **a** Schematic depicts radiation chimera design. **b** Graph depicts rpkm of *Nr4a1-3* transcripts in CD69hi SP4 va2+vb5+ OT-II thymocytes sorted from either WT or RIPmOVA host chimeras in biological replicate (schematic above in a) and subjected to RNAseq (Supplementary Data 1a depicts p value and fdr for WT vs RIPmOVA hosts, GSE235101). **c** representative plots depict thymocytes from chimeras in (**a**) harvested 5-6 weeks post irradiation and BM transfer and stained to detect (left) donor genotype and (right) thymic subsets among each donor genotype from WT host (top) or RIPmOVA host (bottom). **d**–**f** thymocytes from chimeras harvested as above were stained to detect intracellular Foxp3 expression in addition to congenic markers and co-receptors. Representative plots depict (**d**) Foxp3 + SP4 thymocytes stained to detect donor genotype and (**e**) SP4 thymocytes of each donor genotype (as gated in c) stained to detect Foxp3+ cells. Graph (**f**) depicts quantification of gates in (**e**) +/- SEM. **g** Graph depicts ratio +/- SEM of CD45.2/CD45.1 donor genotypes from individual chimeras within DP and SP populations further sub-gated to define CD69hi and CD69lo compartments. **h, i** Representative overlaid histograms depict CD69 expression among SP4 Vβ5 + Vα2+ thymocytes of each OTII donor genotype from WT hosts and RIPmOVA hosts as color-coded in (**a**). Absolute number (**i**) of CD69lo cells (based on bimodal CD69 distribution in top panel of h) are quantified +/- SEM. **j** Graph depicts naïve CD4 splenic T cell count +/- SEM of each donor genotype (OT-II or DKO-OT-II) from WT or RIPmOVA host chimeras (see schematic above in **a**). **k**, **l** Representative overlaid histograms depict surface expression of TCR Vα2 among Vβ5 + Vα2 + SP4 thymocytes of each OT-II donor genotype from WT hosts and RIPmOVA hosts as color-coded in (**a**). Graph depicts quantification of Vα2 MFI in this population +/- SEM. Statistical tests: **f**, **j**, **l** one way ANOVA with Tukey’s multiple hypothesis test. **g** multiple unpaired t-tests with Holm-Sidak correction for multiple comparisons, assume SD across comparisons, two sided. **i** one way ANOVA with pre-specified comparisons corrected for by Sidak test. Graphs in this figure **f**, **g**, **i**, **j**, **l** depict N = 6 WT host and N = 5 RIPmOVA host chimeras – biological replicates. Data in this figure are representative of 2 independent sets of chimeras. Source data are provided as a Source Data file.

We found that all three *Nr4a* transcripts were induced in semi-mature CD69hi OT-II (Vα2+ Vβ5+) SP4 thymocytes from negatively-selecting RIPmOVA hosts, although absolute abundance of *Nr4a1* far exceeded that of *Nr4a2* and *Nr4a3* (Fig. 2b). OT-II thymocytes of either genotype represent a small and comparable proportion of the DP gate, yet they outcompete polyclonal thymocytes into the SP4 compartment of WT hosts (Fig. 2c, Supp Fig. 3c–e). This may reflect more efficient positive selection of OT-II and/or reduced negative selection relative to polyclonal cells. By contrast to OT-II thymocytes, DKO OT-II cells exhibit a marked competitive advantage into the SP4 compartment and are not deleted in response to RIPmOVA expression (Fig. 2c, Supp Fig. 3c–f).

Importantly, only a very small fraction of OT-II is diverted into the Treg compartment (Fig. 2d–f, Supp Fig. 3c), consistent with prior observations that this TCR Tg model favors deletion rather than Treg induction^58^. Instead, Treg in this chimera model predominantly originate from polyclonal WT donor BM irrespective of host genotype.

### *Nr4a1* and *Nr4a3* mediate negative selection of CD69hi semimature SP thymocytes

We next sought to define the stage at which OT-II and DKO OT-II development diverge in these chimeras. CD69 is upregulated at the positive selection checkpoint in DP thymocytes, remains high on semi-mature SP thymocytes and is then downregulated in mature SP thymocytes prior to thymic export (Supp Fig. 1e)^60^. In RIPmOVA hosts, counter-selection of OT-II thymocytes occurs between the SP4 CD69hi and the mature SP4 CD69lo stage (Fig. 2g). This is consistent with CITEseq data showing that *Ccr7*hi SP cluster destined for negative selection in the medulla express high levels of CD69 protein on their surface (Supp Fig. 2e). Indeed, almost no OT-II mature CD69lo SP4 thymocytes survive in RIPmOVA hosts (Fig. 2h, i, Supp Fig. 3f). By contrast, DKO OT-II thymocytes evade counter-selection in RIPmOVA hosts and populate the mature CD69lo SP4 compartment. Importantly, analysis of spleen reveals abundant DKO OT-II but near-complete loss of OT-II CD4 T cells in RIPmOVA hosts (Fig. 2j). Advantage of DKO OT-II thymocytes relative to OT-II even in WT hosts may reflect differential response to endogenous pMHC (Fig. 2c, j, Supp Fig. 3c–f). Importantly, this advantage is dramatically enhanced in RIPmOVA hosts, confirming the dependence of the phenotype on mTEC expression of antigen.

Finally, OT-II SP thymocytes in RIPmOVA hosts exhibit marked downregulation of surface Vα2 + Vβ5 + TCR levels, while DKO OT-II thymocytes retain high surface TCR expression (Fig. 2k, l, Supp Fig. 3g, h) This model enabled us to capture CD69hi SP4 OT-II cells before they are lost to deletion and without diversion towards Treg fate, and therefore served as a unique platform to define the mechanism by which the Nr4a family regulates thymic deletion in the medulla via transcriptional profiling.

### Nr4a3 is completely dispensable for deletion of OTII thymocytes in RIPmOVA hosts

Importantly, analogous chimeras generated with *Nr4a3*-/- OT-II donors in lieu of DKO OT-II BM reveal no substantial escape from deletion, preserved Treg induction, and minimal impact on surface TCR downregulation in RIPmOVA hosts (Supp Fig. 3i–l). This data – together with previously characterized *Nr4a1*-/- OTII/RIPmOVA model with only a subtle impact on deletion^17^ – confirms significant redundancy between Nr4a1 and Nr4a3 in medullary thymic tolerance.

### *Nr4a1* and *Nr4a3* are required for thymic transcriptional upregulation of *Bcl2l11*/BIM by self-antigen recognition

The pro-apoptotic BH3-only domain Bcl2 family member BIM is among the few proteins with a well-defined functional role during thymic negative selection^10,61^. BIM is transcriptionally upregulated by TCR signaling and operates by triggering mitochondrial cytochrome c release and caspase activation^61,62^. T cells from *Bcl2l11/*BIM-deficient mice escape from negative selection by superantigen, peptide injection, and in the HY model of ubiquitous antigen expression^10,19^. In addition, BIM-deficient SP4 thymocytes escape deletion in the InsHEL model in which HEL antigen is expressed in mTECs, similar to RIPmOVA^42,63^. CITEseq data revealed that *Bcl2l11* transcript is highly expressed among deleting thymocytes clusters and correlated with expression patterns of *Nr4a1* and *Nr4a3* (Fig. 3a, Supp Fig. 1e). We found that BIM protein expression is upregulated in post-selection DP and in SP thymocytes in proportion to Nur77-GFP reporter expression (Fig. 3b, c, Supp Fig. 4a). Consistent with prior reports, post-selection DP and SP thymocytes are expanded in the absence of BIM, and Nur77-eGFP reporter expression among those populations is markedly increased corresponding to rescue of strongly signaled thymocytes from deletion (Fig. 3d, e)^35,64^. Taken together, these results suggest that the highest Nr4a1-expressing thymocytes also express BIM levels high enough to bind and sequester anti-apoptotic Bcl2 family members in those cells, thereby tipping the balance in favor of apoptosis.

**Fig. 3:**
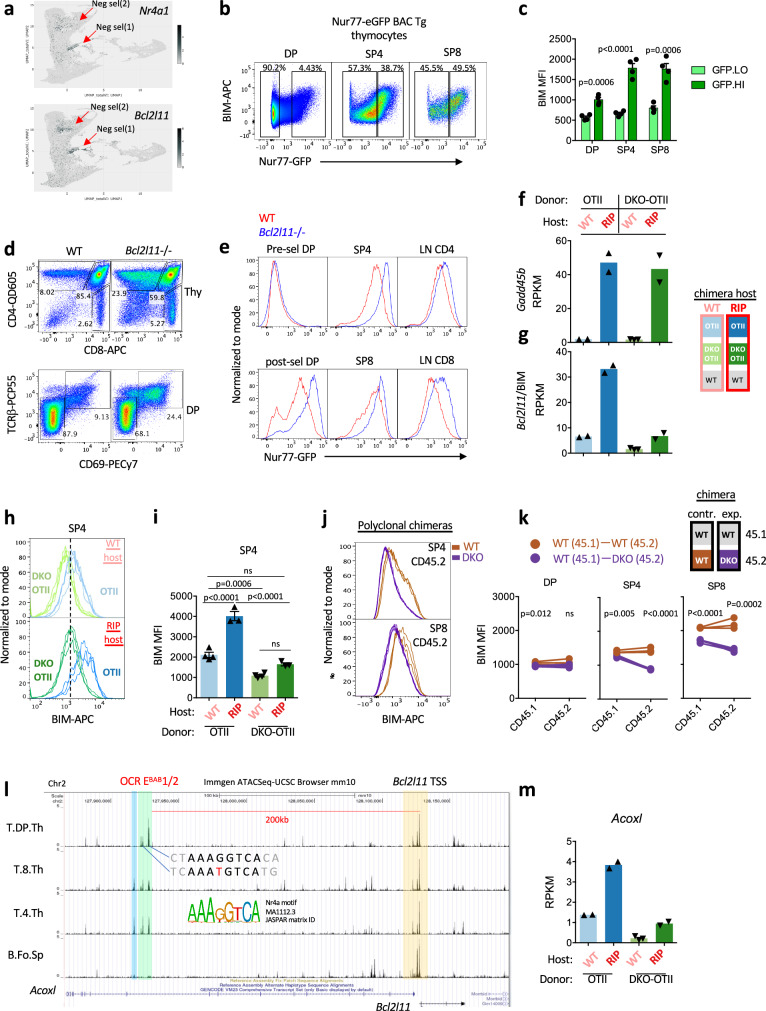
*Nr4a1* and *Nr4a3* are required for upregulation of *Bcl2l11*/BIM in SP thymocytes by self-Ag recognition. **a** *Nr4a1* and *Bcl2l11* transcript UMAP data from publicly available VISION thymus CITEseq interface. Red arrows indicate two clusters of negatively selecting cells, early in cortical DP and late in medullary SP. See also Supp Fig. 1e for additional annotation. **b, c** Nur77-eGFP BAC Tg thymocytes were stained to detect thymic subsets and intra-cellular BIM protein. Representative plots depict correlation between markers and show GFPlo/hi gates. Graph (**c**) depicts MFI of BIM among GFPhi and GFPlo populations as gated in (**b**) +/– SEM from 4 biological replicates. **d, e** Nur77-eGFP BAC Tg was crossed onto the *Bcl2l11*–/– background. Thymocytes from *Bcl2l11* + /+ and –/– reporter mice were stained to detect SP subsets (**d**, top panels) and gating for pre-selection (CD69lo TCRβlo) and post-selection (CD69hiTCRβhi) DP thymocytes (**d**, bottom panels). Histograms depict reporter GFP expression in overlaid genotypes gated as in (**d**) along with peripheral CD4, CD8 LN T cells. Data are representative of 3 biological replicates. **f, g** Graphs depict RPKM for *Gadd45b* (**f**) and *Bcl2l11* (**g**) in CD69hi Va2 + SP4 thymocytes of either WT-OT-II or DKO-OT-II donor genotypes from chimeras depicted in 3a. RNAseq was performed on biological replicates (Supplementary Data 1a depicts p value and fdr for all pairwise comparisons across sample types, GSE235101). **h, i** Overlaid histograms depict intracellular BIM protein expression in SP4 OT-II and DKO-OT-II thymocytes from N = 4 WT host and N = 3 RIPmOVA host chimeras – biological replicates (as schematized in 3a). Graph (i) depicts BIM MFI + /- SEM from these samples. **j, k** Overlaid histograms depict intracellular BIM protein expression in CD45.2 donor genotypes in SP4 (top) and SP8 (bottom) thymocytes from N = 3 control WT:WT chimeras and N = 4 experimental DKO:WT polyclonal chimeras – biological replicates (as schematized in 1**c**). Graphs (**k**) depict BIM MFI across thymic subsets in both CD45.2 and CD45.1 donor genotypes from both types of chimeras. Lines connect samples from the same chimera. **l** UCSC browser tracks depict ATACseq peaks from public immgen.org data across thymic subsets and Follicular splenic B cells for reference at the *Acoxl/Bcl2l11* locus. 200 kb upstream of the TSS of *Bcl2l11* are green-tinted ATAC peaks with consensus Nr4a sites that correspond to EBAB enhancer identified in Hojo et al. (PMID 31197149). Blue tint identifies an adjacent peak with striking cell type specificity but only an imperfect Nr4a site. See also Supplementary Data 1b. **m** Graph depicts RPKM for *Acoxl* as in **f**, **g**, statistical analyses in Supplementary Data-Table 1a. Statistical tests: **c**, **k** unpaired parametric two-tailed t-test, assume equal SD. **i** one way ANOVA with Tukey’s multiple hypothesis test. Source data are provided as a Source Data file.

To test whether Nr4a family regulates *Bcl2l11* transcription, we sorted semimature CD69hi SP4 Vα2+ Vβ5+ OT-II thymocytes of each donor genotype from either WT or RIPmOVA hosts (as in schematic Fig. 2a) and compared their transcriptomes. RNAseq analysis of OT-II and DKO OT-II semimature thymocytes shows comparable and robust induction of *Gadd45b* (Fig. 3f, Supplementary Data 1a), a previously identified transcriptional marker of negative selection that is also correlated with *Bcl2l11* transcript in clusters of deleting thymocytes in CITEseq atlas (Supp Fig. 4b)^65,66^. This indicates that both OT-II and DKO OT-II sense self-antigen in RIPmOVA hosts, and we successfully captured OT-II thymocytes prior to their deletion. By contrast, *Bcl2l11* transcript and BIM protein was induced in OT-II but not in DKO OT-II from RIPmOVA hosts (Fig. 3g–i). Importantly, BIM expression was normally induced in *Nr4a3-/-* SKO OT-II thymocytes from RIPmOVA host chimeras - consistent with intact deletion of those cells - demonstrating redundancy between Nr4a1 and Nr4a3 (Supp Fig. 4c, d).

As in the RIPmOVA model, polyclonal DKO thymocytes also exhibited a large reduction in BIM expression, predominantly in SP thymocytes (Fig. 3j, k). Importantly, in vitro induction of BIM with anti-CD3ε stimulation was almost entirely abolished in DKO SP4 thymocytes, suggesting Nr4a1 and Nr4a3 are required for Ag-dependent BIM induction to mediate deletion (Supp Fig. 4e, f).

Because BIM and other BH3-only family members function through stoichiometric sequestration of anti-apoptotic partners, we next assessed transcript abundance of Bcl2 family “executioners” Bax and Bak, their activators (BH3-only pro-apoptotic family members), and their anti-apoptotic inhibitors in our dataset (Supp Fig. 4g, Supplementary Data 1a). Among pro-apoptotic members, *Bax* is constitutively expressed and *Bcl2l11*/BIM is induced by RIPmOVA in an Nr4a-dependent manner, but all others are minimally expressed including *Bbc3*/PUMA (despite its genetic implication in this pathway) and *Pmaip1*/NOXA^67^. Of the anti-apoptotic Bcl-2 family members, *Mcl* and *Bcl2* are the most abundant in our dataset but were not induced by antigen stimulation in SP4. The pro-apoptotic members *Bcl2a1* and *Bcl2b1* were induced by antigen and correlated to negatively selecting clusters in CITEseq but were Nr4a-independent (Supp Fig. 4b, g). Of note, *Bcl2* levels are slightly lower in DKO OT-II than OT-II from RIPmOVA hosts (log2FC = −1.172) but much less reduced than *Bcl2l11* (log2FC =−2.533) (Supplementary Data 1a, Supp Fig. 4g). This suggests that the stoichiometric balance between pro- and anti-apoptotic family members in DKO thymocytes is shifted to favor survival.

### Conserved Nr4a motifs in a thymic enhancer of *Bcl2l11* transcription

We next sought to determine how Nr4a factors induce *Bcl2l11* transcription. We searched publicly available ATACseq data (Immgen.org) to identify well-defined Nr4a consensus DNA binding motifs in putative cis-regulatory elements near *Bcl2l11*. Peaks at regions of open chromatin (OCR) corresponding to the TSS (transcriptional start site) of *Bcl2l11* did not contain Nr4a consensus motifs. However, we identified a limited number of OCRs within several hundred kb of *Bcl2l11* TSS with highly conserved Nr4a motifs (Supplementary Data 1b). Among these, a pair of peaks within approximately 5 kb of one another and 200 kb upstream of Bcl2l11 TSS (located within intron 9 of the adjacent gene *Acoxl*) showed uniquely high accessibility in thymocytes and T cell lineage populations but were undetectable in B cells (Fig. 3l, Supp Fig. 4h). Moreover, these corresponded to a putative enhancer (termed *E*^*BAB*^) identified on the basis of independent genomic data sets (H3K27ac CHIPseq and DHS)^68^. CRISPR-Cas9 deletion of this *E*^*BAB*^ cis-regulatory element previously revealed that it is required for thymic induction of *Bcl2l11* transcript and negative selection^68^. We have therefore termed these two OCRs *E*^*BAB1*^ and *E*^*BAB2*^ and propose that TCR-induced Nr4a family members bind directly to these enhancers to induce *Bcl2l11* transcription and drive negative selection. Indeed, we identified an *Nr4a1*/Nur77 ChIPseq peak at the Nr4a motif in *E*^*BAB1*^(GSE102393, Supp Fig. 4h)^69^. Strikingly, we found that the adjacent *Acoxl* gene (within which *E*^*BAB*^ sits) similarly exhibited impaired induction in DKO thymocytes suggesting it may be co-regulated with *Bcl2l11* by the Nr4a family via this cis regulatory element (Fig. 3m).

### Self-antigen encounter in the medulla induces a transcriptional program associated with negative selection

We next took advantage of our model to define the global transcriptional response of SP thymocytes encountering model self-antigen expressed in mTECs (chimera schematic Fig. 2a). 350 transcripts are differentially expressed in WT OT-II semimature SP4 thymocytes sorted from WT and RIPmOVA hosts ( | log2FC | >1, FDR < 0.05; Fig. 4a**;** Supplementary Data 1a). Of these, the majority are upregulated, and only a small number of genes are downregulated. This program is highly conserved (82/350 transcripts) across the related model system in which model antigen hen egg lysozyme (HEL) is expressed under the control of the insulin promoter (InsHEL) together with the 3A9 HEL-specific TCR Tg, but minimally shared with the HY-CD4 model in which ubiquitous self-antigen deletes cognate TCR Tg cells early at the DP stage in the cortex (Supp Fig. 5a, b, Supplementary Data 2a, b)^39,66^. Notably, *Nr4a1, Nr4a3*, and *Bcl2l11* are among the limited set of shared genes induced in each of these models.

**Fig. 4:**
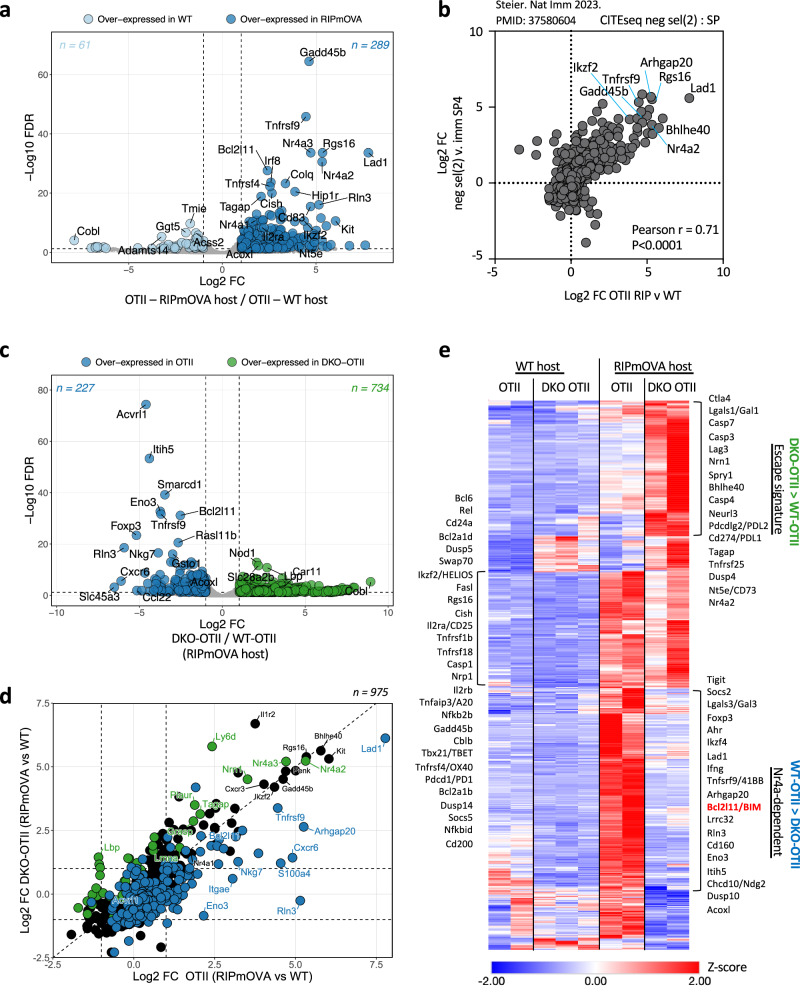
*Nr4a1* and *Nr4a3* mediate a broad transcriptional program induced by antigen recognition in the thymus. **a** Bulk RNA sequencing was performed on CD69hi Vα2 + SP4 thymocytes of WT OT-II and DKO OT-II donor genotypes sorted from both WT and RIPmOVA hosts, as depicted in 2a. Differential gene expression analysis was undertaken for all pairwise comparisons; |log2FC | ≥ 1 and fdr <0.05 was considered significant. See also Supplementary Data 1a, GSE235101. Volcano plot depicts comparison between WT OT-II thymocytes sorted from RIPmOVA vs WT hosts. Colored points identify genes that meet significance threshold above. **b**. FC FC plot compares gene expression changes between WT OT-II thymocytes from RIPmOVA hosts vs WT hosts (see also panel a, above) with gene expression changes between “neg sel 2” cluster vs “immature SP4” cluster as determined by single cell methods and VISION analysis (Steier et al., 2023). Pearson correlation coefficient is quantified. See also Supplementary Data 2c. **c** As in (**a**) except volcano plot depicts DEG (colored points) in DKO OT-II vs WT OT-II thymocytes sorted from RIPmOVA hosts. **d** FC FC plot compares gene expression changes in WT OT-II thymocytes (RIPmOVA compared to WT hosts) to those in DKO OT-II thymocytes (RIPmOVA compared to WT hosts). Genes with RPKM > 5 for all samples in at least one experimental group and FDR < 0.05 in any pairwise comparison (see a) are plotted. Genes with log2FC ≥ 1 and FDR < 0.05 in DKO OT-II vs WT OT-II (in RIPmOVA hosts) are colored green; genes with log2FC ≤ 1 and FDR < 0.05 in DKO OT-II vs WT OT-II (in RIPmOVA hosts) are colored blue. Select gene names are included. **e** Heatmap depicts normalized gene expression changes (z-score) across WT OT-II and DKO OT-II biologic replicate samples sorted from WT and RIPmOVA hosts. Shown are genes with |log2FC | ≥ 1 and fdr <0.05 in any of the four pairwise comparisons (described in a) that are also upregulated by thymic antigen encounter (log2FC > 0 in WT OT-II thymocytes from RIPmOVA compared to WT hosts; N = 551; Supplementary Data 1a). Annotated modules depict selected genes that are upregulated, downregulated, or comparably expressed in DKO OT-II compared to WT OT-II thymocytes sorted from RIPmOVA hosts.

We next compared antigen-induced transcripts in our bulk RNAseq data with the set of transcripts enriched in *Bcl2l11*+ CITEseq clusters fated for negative selection (Fig. 3a). As noted earlier, two deleting clusters are identified, one corresponding to CCR7- CD69+ DP thymocytes likely in the cortex, and the second corresponding to CCR7+ CD69hi semimature SP thymocytes likely encountering Ag in the medulla (Supp Fig. 1e). Correlation between our OT-II/RIPmOVA data and the medullary deleting cluster is remarkably high, again suggesting a highly conserved transcriptional program is triggered by self-antigen recognition in the medulla (Fig. 4b, Supplementary Data 2c). By contrast, the transcriptional programs in cortical DP thymocytes and in medullary SP thymocytes undergoing negative selection diverge; only a limited number of DEG are shared between TCR Tg models and both deleting clusters, including the *Nr4a* genes and *Bcl2l11*/BIM (Supp Fig. 5c, d, Supplementary Data 2d).

The cluster of medullary thymocytes undergoing negative selection are adjacent to tTreg on the CITEseq UMAP, highlighting their transcriptional similarity to one another (Supp Fig. 5e–g, Supplementary Data 2d). While *Bcl2l11* and *Gadd45b* are higher in cells fated for deletion than in Treg, several transcripts upregulated in response to RIPmOVA mark both of these populations, such as the transcription factor *Ikzf2*/HELIOS, the co-stimulatory receptors *Tnfrsf4*/OX40, *Tnfrsf*/41BB, as well as *Nr4a1* and *Nr4a3* themselves (Supp Fig. 5e, f). This is consistent with establishment of a common precursor pool of self-reactive thymocytes^52^. Importantly, our sorted OT-II samples express virtually no detectable *Foxp3* transcript and also have low *Il2ra* levels suggesting that profiled thymocytes were captured ***before*** commitment to either deletion or diversion and are distinct from CD25hi pre-Treg^52^ (Supp Fig. 5g).

### Nr4a1 and Nr4a3 are required to enforce a broad SP thymocyte transcriptional program in response to self-antigen recognition in the medulla

We next sought to determine how the large and conserved transcriptional program induced by antigen recognition in the thymus was regulated by the Nr4a family. Principal component analysis revealed that DKO OT-II and WT OT-II thymocytes diverged markedly in RIPmOVA (but not WT) hosts, suggesting the Nr4a family plays a selective role in self-reactive thymocytes (Supp Fig. 6a, b, Fig. 4c). We identified genes that were differentially expressed in Nr4a-sufficient and Nr4a-deficient OT-II thymocytes from RIPmOVA hosts (Fig. 4c, d). To visualize this program across both donor and host, we identified transcripts differentially expressed between any pairwise comparison of the four sorted thymocytes populations (schematic Fig. 2a, fdr <0.05, |log2FC | ≥ 1), and generated a heatmap focused on genes that are upregulated by antigen recognition (log2FC > 0 OT-II-RIP/OT-II-WT, N = 551) (Fig. 4e, Supplementary Data 1a). A set of RIPmOVA-induced transcripts is shared between WT OT-II and DKO OT-II thymocytes (Fig. 4a, d, e, Supp Fig. 6c). These include *Gadd45b* (as noted earlier), *Ikzf2*/HELIOS as well as inhibitory receptors *Pdcd1*/PD1, *Cd200*, co-stimulatory receptor *Tnfrsf4*/OX40, and the ubiquitin ligases *Cblb* and *Tnfaip3*/A20. These data confirm that there is no global defect in antigen sensing or TCR signaling in DKO thymocytes.

Notably, over half of the RIPmOVA-induced transcriptome is almost entirely lost in the absence of Nr4a1/3 (Fig. 4e). This was similar to a broad - but not global - transcriptional defect previously described in the autoimmune-prone NOD genetic background that was also associated with impaired *Bcl2l11* induction and defective negative selection (Supp Fig. 6d, Supplementary Data 2a)^40,66^. The Nr4a-dependent program we identify encompasses Treg-associated transcripts (e.g. *Foxp3* itself despite minimal reads, *Ikzf4, Ahr, Lrrc32*/GARP), and negative selection-associated transcripts *Lad1, Arhgap20*, as well as *Bcl2l11*/BIM itself (Fig. 4c, d, e). We also identified Nr4a-dependent transcripts *Rln3, Eno3, Itih5* and *Tnfrsf9*/41BB previously reported in thymocytes and peripheral T cells, including *Acvrl* which is adjacent to *Nr4a1* in the mouse genome (Fig. 4c–e, Supp Fig. 6b, e, f, Supp Fig. 7a, b, Supplementary Data-Tables 2e–h)^17,50^. We also confirmed Nr4a-dependence of *Ndg2/Chchd10* – a Nur77-induced transcript with pro-apoptotic functions identified by Winoto and colleagues, but we find that other putative Nur77 targets reported in that study are Nr4a-independent (*Fasl, Pdcd1/*PD1, TRAIL/*Tnfsf10*, *Ctla4*, and Ndg1/*Khdc1*)^25^.

### Deletion-associated transcriptome correlates with Nur77/Nr4a1-GFP reporter expression in the normal SP4 thymocyte repertoire

We showed that “self-reactive” OT-II SP4 thymocytes destined for deletion in RIPmOVA hosts express a conserved and partially Nr4a-dependent transcriptional program. We next sought to determine whether this program correlated with Ag-recognition and Nr4a expression in the normal thymic repertoire. 

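The data behind this comparison were bulk RNA-seq profiles of SP4 thymocytes from Nur77/Nr4a1-GFP reporter mice, in which a transgene reports Nr4a1 transcription as GFP. Cells from the low, medium and high 10% of the GFP distribution (GFPlo, GFPmed and GFPhi) were sorted in biological triplicate, 3 samples per group and 9 in all. The main text gives the sort gate as CD24lo, while the methods and the legend of Supp Fig. 8 give it as CD24hi. RNA from 2000 cell equivalents was amplified by SMART-seq, and 200 pg of cDNA entered each library. The authors trimmed and aligned the reads with STAR to GRCm38, removed identical duplicates, counted reads per gene and converted the counts to TPM. The deposited table lists 41978 genes with the TPM of each sample, the authors' mean normalized counts of each group, and their fold changes and adjusted p-values. The TPM and the group means together determined the whole number of reads of each sample for 41578 of the genes. By these numbers the 3 GFPlo samples had 7545460, 9426281 and 8702185 reads on genes, the GFPmed samples 14943774, 9040358 and 7465552, and the GFPhi samples 11627359, 10973797 and 9538844. The length behind the TPM equalled the mean genomic span of a gene's transcripts, introns included, for 97.0% of 20121 protein-coding genes, so TPM of different genes are not on the scale of exonic length, while the samples of one gene share the same divisor. From there, log2(TPM + 1) was tested with limma over all 9 samples, for the 30693 genes with a TPM of at least 1 in at least 3 samples. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. The divisor, introns included, therefore affects which genes pass the filter and how far the added 1 shrinks a fold change. With TPM recomputed on exonic length, 35962 genes passed the filter. A gene counted as a DEG at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05. The groups share replicate numbers, but whether same-numbered samples came from the same mice is not stated in the paper's text, so results are also reported with the replicate number as a block. Deviations from the group means correlated at a mean of 0.061 between same-numbered samples of different groups (9 pairs, from 0.0122 to 0.2245). Between differently numbered ones the mean was -0.0305 (18 pairs). Deviations cancel within each group, so the second mean largely follows from the first and is no separate evidence on pairing. Within groups, the correlation of samples across genes ranged from 0.857 to 0.909, and between groups from 0.834 to 0.907. Olfactory and vomeronasal receptor genes, 1403 in number and not expected in thymocytes, received between 2153 and 4634 RPM (reads scaled to the total of the sample), with replicate 1 highest in each group.

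**Figure D1:**
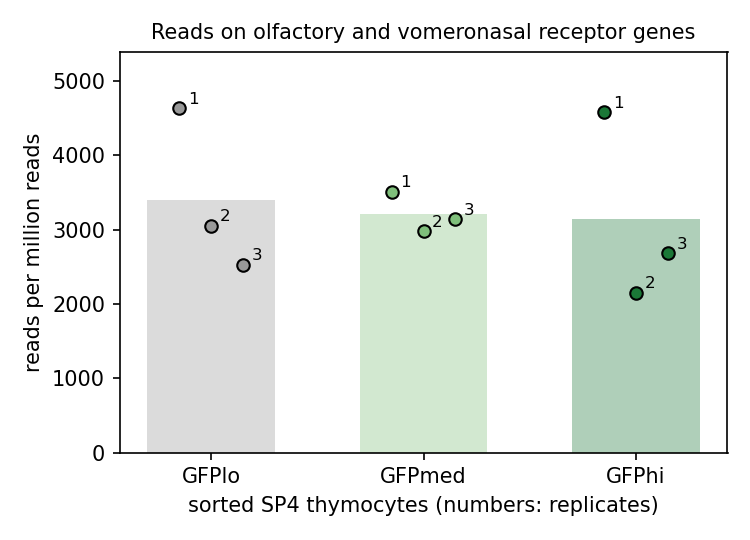
Reads on the 1403 olfactory and vomeronasal receptor genes as RPM (y axis) in each sorted sample (points, numbered by replicate), with the group mean as a bar. Replicate 1 is the highest sample in all 3 groups, from 3512 in GFPmed to 4634 in GFPlo.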

To that end, we analyzed the transcriptome of semimature SP4 thymocytes (CD25-CD69hiCD24lo) sorted from Nur77/Nr4a1-GFP reporter mice according to GFP expression (Fig. 5a, b, Supp Fig. 8a). Sorted populations faithfully captured low, medium, and high levels of *Gfp* and *Nr4a* transcripts (Fig. 5c). 

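Nr4a1, on chromosome 15 of GRCm38 from 101254269 to 101274795, had 217 ± 32.1 TPM (SD, n = 3) in GFPlo, 374 ± 28.6 TPM in GFPmed and 840 ± 75.0 TPM in GFPhi samples, which is 3.87-fold higher in GFPhi than in GFPlo. Its log2 fold change between GFPhi and GFPlo was 1.95 (standard error 0.12, adjusted p = 0.000188 from limma, and 0.0019 with the replicate block). Nr4a3, on chromosome 4 from 48045153 to 48086447, had 3.57 ± 0.355 TPM in GFPlo, 6.62 ± 0.826 TPM in GFPmed and 17.0 ± 2.58 TPM in GFPhi samples. Its log2 fold change was 1.97 (standard error 0.17, adjusted p = 0.000962 from limma, and 0.00596 with the block). For both genes every GFPhi sample lay above every GFPmed sample, and every GFPmed sample above every GFPlo sample. The ordered trend from GFPlo over GFPmed to GFPhi had an exact permutation p of 0.00119 for each (two-sided), the smallest this design allows, and 0.00926 when arrangements were kept within replicate blocks. Because the groups were sorted by a reporter of Nr4a1 transcription, the order of Nr4a1 checks the sort and is no independent result. Nr4a2, on chromosome 2 from 57106830 to 57124003, had 4.01 ± 1.02 TPM in GFPlo, 7.65 ± 0.233 TPM in GFPmed and 9.85 ± 2.72 TPM in GFPhi samples. Its trend had an exact permutation p of 0.00357, or 0.0185 within blocks, and GFPhi could not be separated from GFPmed (exact permutation p = 0.3, two-sided, with 0.1 the smallest for 3 samples against 3). The adjusted p of Nr4a2 between GFPhi and GFPlo was 0.0438 from limma and 0.0863 with the replicate block. A row for Gfp is not analysed here.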

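Between GFPhi and GFPlo samples, 387 genes were higher and 124 lower in GFPhi. With the replicate number as a block, 346 genes were higher and 124 lower, of which 328 and 97 were shared with the fit without it. Every one of these 511 DEG had no overlap between the 3 GFPhi and the 3 GFPlo samples, as 18.2% of all genes tested did against 10% by chance. Without the limit on the fold change, the numbers rose to 730 higher and 464 lower genes. The authors' deposited table, made from read counts, calls 610 genes higher and 127 lower, and 351 and 86 of them were called here. All 577 of the authors' higher genes and all 119 lower genes that entered the test changed in the same direction. Both sets of calls come from the same samples, so this shared direction is no independent evidence. The largest rise without overlap was that of Lad1, on chromosome 1 from 135818598 to 135833342, from 1.20 ± 0.323 TPM (SD, n = 3) in GFPlo to 204 ± 16.6 TPM in GFPhi (log2 fold change 6.55, standard error 0.22, adjusted p = 1.1e-05 from limma). It was followed by Tnfrsf9, with a log2 fold change of 5.96, 1110032F04Rik with 5.21, Arhgap20 with 4.77 and Bcl3 with 4.74. Of the 5 largest falls without overlap, Ighv1-77, an immunoglobulin variable segment with near-identical relatives among which reads could be split, fell by 3.16 (adjusted p = 0.0027 from limma). The other 4 were the short noncoding genes Gm27849, Gm26026, Gm24678 and Gm22305, which had no reads in any GFPhi sample and between 1 and 5 reads in each GFPlo sample. With the replicate block, Gm27849 and Gm22305 did not pass (adjusted p = 0.106 and 0.0724 from limma).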

We identified DEG between GFPlo and GFPhi thymocytes (Supplementary Data 3a, Fig. 5d, e, |Log2FC | ≥ 1 and padj <0.05). The majority of DEG were upregulated rather than downregulated in GFPhi thymocytes, while GFPmed thymocytes largely exhibited intermediate gene expression between GFPlo and GFPhi populations (Fig. 5b, d, Supplementary Data 3a). This suggests that we captured a gradient of self-reactivity and Ag-dependent transcription programs. 

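Of the 511 DEG between GFPhi and GFPlo, 75.7% were higher in GFPhi, and 73.6% with the replicate block. The GFPmed mean of log2(TPM + 1) lay strictly between the GFPlo and GFPhi means for 466 of them (91.2%), for 349 of the 387 higher and 117 of the 124 lower genes. GFPmed was not midway between the other groups. The median DEG had completed 0.303 of its change from GFPlo to GFPhi in GFPmed (interquartile range 0.18 to 0.441), and 428 DEG (83.8%) were closer to GFPlo.

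**Figure D2:**
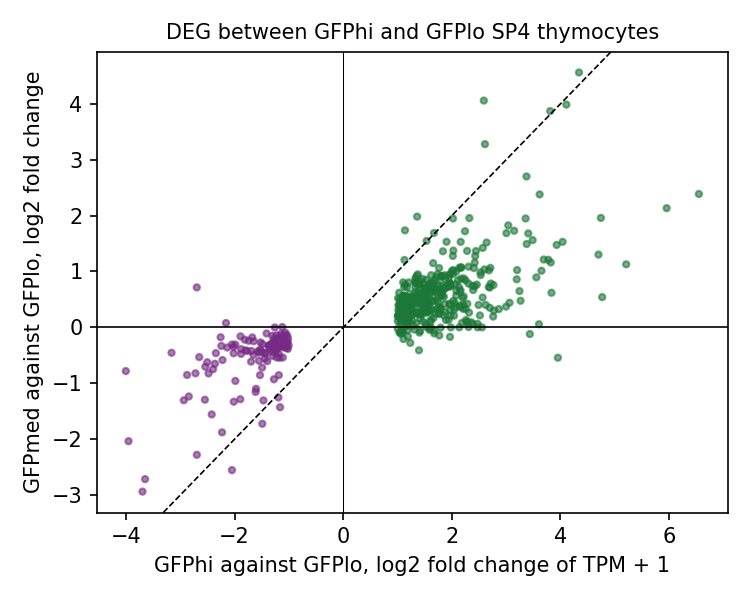
Each point is a DEG between GFPhi and GFPlo, with its log2 fold change between GFPhi and GFPlo on the x axis and between GFPmed and GFPlo on the y axis (green, higher in GFPhi; purple, lower). Points between the horizontal line and the dashed line of equal change have GFPmed in between, as 466 of the 511 do.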

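Neighbouring groups differed in fewer genes than GFPhi and GFPlo. Between GFPmed and GFPlo, 17 genes were higher and 1 lower in GFPmed, and 5 and 0 with the replicate block. At an unadjusted p of under 0.05, 593 genes were lower in GFPmed without the block and 800 with it. Without the block, 1432 of 30693 genes passed this limit in either direction, no more than chance alone would give. These counts are therefore no evidence of further falls. Between GFPhi and GFPmed, 166 genes were higher and 46 lower in GFPhi, and 126 and 34 with the block. In a principal component analysis of log2(TPM + 1) of the 500 most variable genes, the first component held 19.9% of the variance and the second 14.3%. Along this first component the 3 groups overlapped, and replicate 1 was highest in each (34.6 in GFPlo, 13.2 in GFPmed and 21.8 in GFPhi). Replicate 1 also had the highest RPM on the olfactory and vomeronasal receptor genes in each group. With variance-stabilised reads, chosen after seeing the data and closer to the paper's method, the first component held 61.3% and ordered all samples as GFPlo, GFPmed and GFPhi with no overlap. With limma-voom on the solved reads, the groups overlapped with library totals, and with the authors' size factors only GFPlo and GFPmed did. From the number of genes raised in GFPhi and the intermediate position of GFPmed, the paper proposes that the sorted populations span a gradient of self-reactivity.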

We next compared these DEG to the transcriptome induced in OT-II thymocytes by RIPmOVA recognition. 

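The paper's list of genes induced in OT-II thymocytes, whose transgenic receptor recognises ovalbumin, when they develop in RIPmOVA hosts that express ovalbumin (log2FC of at least 1, fdr under 0.05) holds 288 genes when drawn from Supplementary Data 1a, where the legend of Fig. 5h gives 286. Of the 288, 242 could be tested between GFPhi and GFPlo. Of these, 109 were higher in GFPhi, which is 45.0% of those tested and 37.9% of the list, against 0.913% of the other genes (Fisher's exact test, one-sided, p = 1.77e-144). With the replicate block, 98 were higher. Adjusted over this list alone, 122 genes passed the thresholds. In all, 206 of the 242 genes had a positive log2 fold change, with a median of 1.00 against -0.09 for the other genes. On genes ranked by limma's statistic, the list had an enrichment score of 0.891 and a normalized score of 3.59, with a permutation p of 0.0001, the smallest that 10000 random gene sets can give. The score was 0.882 with the replicate block. limma's camera, which allows for a correlation of 0.01 between genes, gave p = 9.05e-71, and 8.96e-61 with the block. Across the 288 tested genes of the full OT-II list, lower genes included, the log2 fold changes of both experiments had a Pearson's r of 0.456 and a Spearman's rho of 0.422; genes are not independent replicates. Among 46 tested genes lower in RIPmOVA hosts, 0 were lower in GFPhi (6 at an unadjusted p under 0.05) and 4 were higher, which is 8.70% against 1.25% of the other genes (Fisher's exact test, one-sided, p = 0.00267). With the block, 1 was lower and 3 were higher. The test for a rise of these genes was not among the planned ones and rests on Slc28a2b, Rgs11, Ms4a4b and Ms4a6b. Of the 46 genes, 29 had a negative log2 fold change, with a median of -0.06 over the 46.

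**Figure D3:**
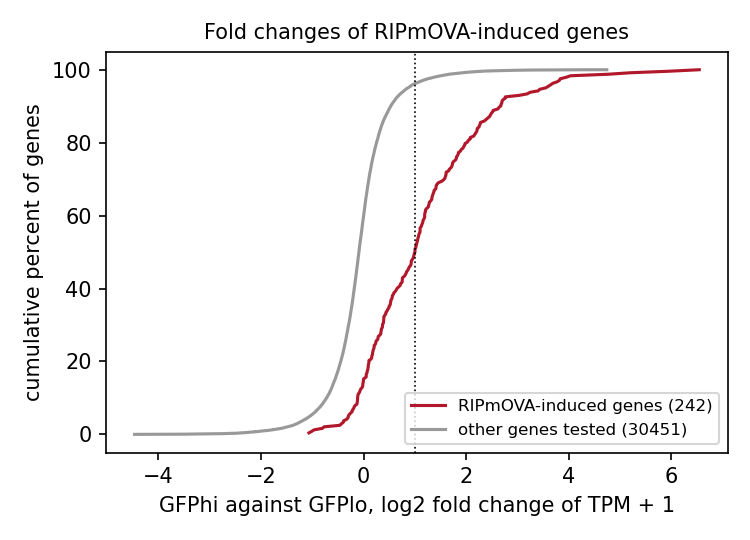
Cumulative percent of genes (y axis) by log2 fold change between GFPhi and GFPlo (x axis) for the 242 RIPmOVA-induced genes and for the other 30451 genes tested. The dotted line marks a log2 fold change of 1, and the RIPmOVA-induced genes lie to the right of the other genes, with medians of 1.00 and -0.09.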

Half of the OT-II/RIPmOVA transcriptome was shared with GFP-HI SP4, constituting a common program (Fig. 5f, g, Supplementary Data 3b). 

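Of the 109 RIPmOVA-induced genes that were higher in GFPhi than in GFPlo, 44 (40.4%) are Nr4a-dependent by the paper's list, that is, lower in DKO OT-II than in OT-II thymocytes from RIPmOVA hosts (log2FC of at most -1, fdr under 0.05). With the replicate block, they were 39 of 98. Among the tested RIPmOVA-induced genes, 55.7% of the 79 Nr4a-dependent genes and 39.9% of the 163 others passed in GFPhi (Fisher's exact test, two-sided, odds ratio 1.89, p = 0.0272). With the replicate block the shares were 49.4% and 36.2%, a difference that no longer passed 0.05 (Fisher's exact test, p = 0.0691). With any fall in DKO OT-II counted as Nr4a dependence (fdr under 0.05), without the block, they were 53 of 109, and the shares were 56.4% and 37.8% (Fisher's exact test, odds ratio 2.12, p = 0.00545). The median log2 fold change between GFPhi and GFPlo was 1.15 for the Nr4a-dependent genes and 0.86 for the others.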

Of note, over a third of these shared DEG required Nr4a1/3 for their induction, implying Nr4a dose-dependent control of their expression (Supplementary Data 3a, b).

**Fig. 5:**
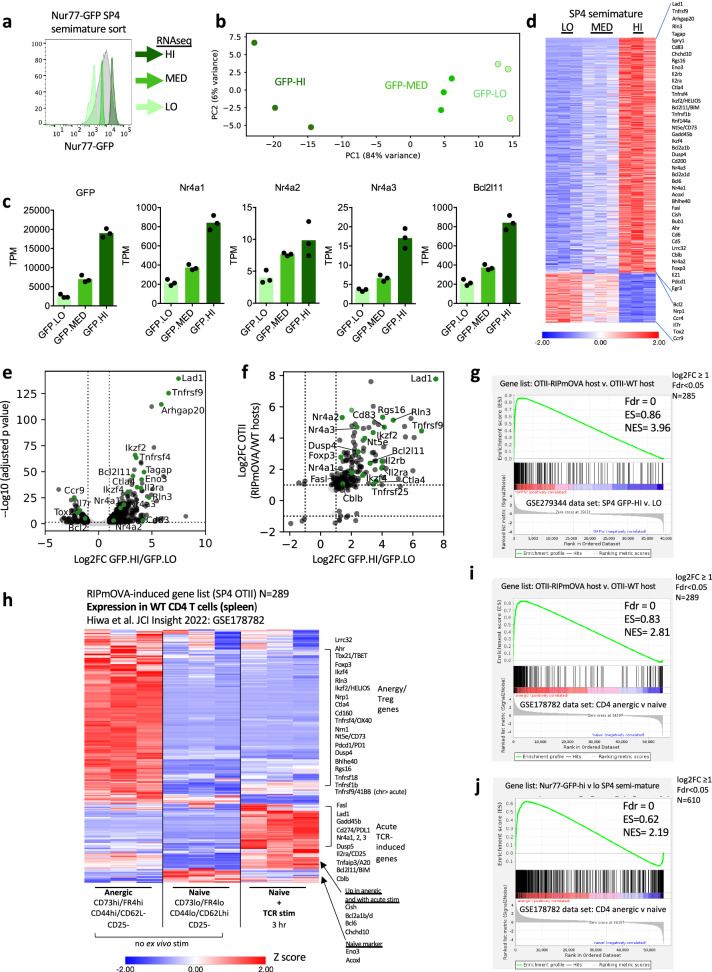
Transcriptional program induced in thymocytes fated for deletion is conserved in normal thymic repertoire and enriched for anergy-associated gene. **a** Post-sort semimature CD25- SP4 thymocytes from Nur77-eGFP reporter gated as in Supp Fig. 8a and sorted according to lo, med, hi GFP expression, overlaid on pre-sort population. Biological triplicate samples subjected to bulk RNAseq analysis (GSE279344 and Supplementary Data 3a). **b** PCA plot of RNAseq analysis for samples in (**a**). **c** TPM values from GFPlo, med, hi SP4 samples sequenced as in (**a**) are plotted for GFP, Nr4a1-3, and Bcl2l11. These data represent biological triplicate samples subjected to bulk RNAseq analysis. Statistical analysis in Supplementary Data 3a. **d** Heatmap depicts normalized expression (z-score) of all genes with significant differential expression ( | log2FC | ≥ 1, adj p value/FDR ≤ 0.05) in any pairwise comparison. Genes are ordered by log2FC. **e** Volcano plot depicts significantly differentially expressed genes ( | log2FC | ≥ 1, FDR ≤ 0.05) between Nur77-GFPhi and -GFPlo CD4 T cells in black, while genes not passing significance thresholds are shown in light gray. Genes of interest are highlighted in green and annotated with their gene symbol. (GSE279344 and Supplementary Data 3a show Deseq2 analysis). **f** Gene sets from two differential expression analyses — OT-II from RIPmOVA hosts vs. WT hosts, and CD4 T cell Nur77-GFPhi vs. GFPlo — were each filtered for FDR ≤ 0.05 and for genes appearing in both sets. FC FC plot depicts genes with |log2FC | ≥ 1 in at least one gene set in black, while genes with |log2FC | ≤ 1 in both gene sets are shown in light gray. Genes of interest are highlighted in green and annotated with their gene symbol. See also Supplementary Data 3b. **g** Gene set enrichment analysis (GSEA) was undertaken to compare the list of genes upregulated in OT-II thymocytes from RIPmOVA hosts relative to WT hosts (log2Fc ≥ 1, fdr <0.05) to the genome-wide data set of TPM in Nur77-eGFP-hi and lo semimature SP4 as in (**a**) above (GSE279344). **h** Heatmap depicts dataset GSE178782 encompassing transcriptome of naïve (CD62Lhi CD44lo FR4lo CD73lo CD25-) CD4 T cells of WT polyclonal genotype +/- 3 hr anti-CD3 stimulation as well as ex vivo naturally occurring anergic CD4 T cells (CD62Llo CD44hi FR4hi CD73hi CD25-). Genes included in the heatmap are those identified in our data set (Fig. 5a) that are DEG in OT-II thymocytes in RIPmOVA hosts relative to WT hosts (log2FC ≥ 1, fdr<0.05, N = 286). Modules depict selected genes that are either primary response genes, anergy-associated genes, or naïve markers. See also Supplementary Data 4a. **i, j** GSEA was undertaken to compare either (**i**) genes upregulated in OT-II from RIPmOVA hosts (as in g above), or (**j**) genes upregulated in Nur77-eGFP-hi vs. -lo SP4 (log2FC ≥ 1, padj> 0.05 against genome-wide data set of TPM in naive and anergic WT CD4 T cells as in (**h**) above, (GSE178782).

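Bcl2l11, which encodes BIM, lies on chromosome 2 of GRCm38 from 128126038 to 128162547. It had 15.5 ± 1.36 TPM (SD, n = 3) in GFPlo, 57.3 ± 5.20 TPM in GFPmed and 135 ± 18.3 TPM in GFPhi samples. The 3 groups did not overlap, and the mean rose 3.71-fold from GFPlo to GFPmed and 8.72-fold from GFPlo to GFPhi. Between 403 and 460 reads were behind each GFPlo value and between 4373 and 4953 behind each GFPhi value. The ordered trend over the 3 groups had an exact permutation p of 0.00119 (two-sided), and 0.00926 within replicate blocks. Its log2 fold change was 3.04 between GFPhi and GFPlo (standard error 0.12, adjusted p = 3.16e-05 from limma) and 1.83 between GFPmed and GFPlo (adjusted p = 0.00559).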

### Self-antigen encounter in the medulla induces an anergy-like transcriptional program that is partially dependent on Nr4a1/3

We next sought to understand the functional significance of this Ag-dependent thymic transcriptional program identified in both the OTII-RIPmOVA model and in the natural thymic repertoire. When we compare these genes to TCR-dependent transcripts in peripheral T cells, we noted that only a minority represent rapidly induced primary/early response genes, while the bulk of the self-antigen-induced transcriptome in medullary SP thymocytes strongly resembles that of naturally occurring anergic T cells (Fig. 5h, Supplementary Data 4a). Importantly, this is confirmed by formal gene set enrichment analysis (Fig. 5i, j).

Anergic gene expression is induced when T cells encounter signal 1 (TCR) in the absence of signal 2 (CD28 co-stimulation). Consistent with this, RIPmOVA-induced thymic transcripts overlap with a CD4 T cell tolerance program induced in vitro by TCR stimulation without co-stimulation (Supplementary Data 4b)^70^. Signal 1 in the absence of Signal 2 produces NFAT nuclear translocation in the absence of AP-1 and NF-kB^71^. Anjana Rao and colleagues showed that a constitutively active form of NFAT that cannot cooperate with AP-1 (CA-NFAT-RIT) drives an anergic transcriptional program^72^. Here again we identified a set of NFAT-responsive genes that overlapped with our data set (Supplementary Data 4c) and account for some of the anergy and exhaustion programs discovered in peripheral T cells such as *Nr4a2/3, Tnfrsf4* and *9*, as well as *Cblb* and *Bhlhe40* among others. Similarly, markers of bona fide CD8 T cell exhaustion are shared with OT-II thymocytes from RIPmOVA hosts (Supplementary Data 4d)^73^.

Importantly, many anergy-associated genes induced by RIPmOVA required Nr4a for their induction (Fig. 4e). We discovered negative regulators of TCR and cytokine signaling in this module, including cell surface molecules *Tigit, Cd160, Lgals3*/Galectin-3, as well as intracellular suppressor of cytokine signaling *Socs2* and MAPK PTPase *Dusp10*. Reducing stringency of filtering (p < 0.01) to increase discovery of RIPmOVA-induced genes also identifies *Cd5, Dusp5, Dusp1, Tox2*, and *Cish* as negative regulators modulated by the Nr4a family (Supplementary Data 1a, GSE235101).

### Nur77-eGFP reporter marks population of naïve CD4 T cells with an “anergic” phenotype that are enriched for recent thymic emigrants

We recently described a population of naturally occurring Nur77/Nr4a1-eGFP-hi naïve CD4 T cells (CD62Lhi CD44lo CD25- Foxp3-) characterized by low Ly6C expression (Fig. 6a). By contrast to other naïve CD4 T cells, these Nur77-GFPhi Ly6Clo cells (previously termed population “D”) express inhibitory molecules, exhibit impaired response to TCR stimulation, and preferentially differentiate into Treg^74,75^. In the thymus, SP4 cells predominantly express low levels of Ly6C^76^ and there is relative enrichment for Nur77-GFPhi cells that have a phenotype that resembles a population “D” phenotype in peripheral CD4 T cells (Fig. 6b). This finding raised the possibility that recent thymic emigrants (RTE) could contribute to the composition of this previously described peripheral population “D”.

**Fig. 6:**
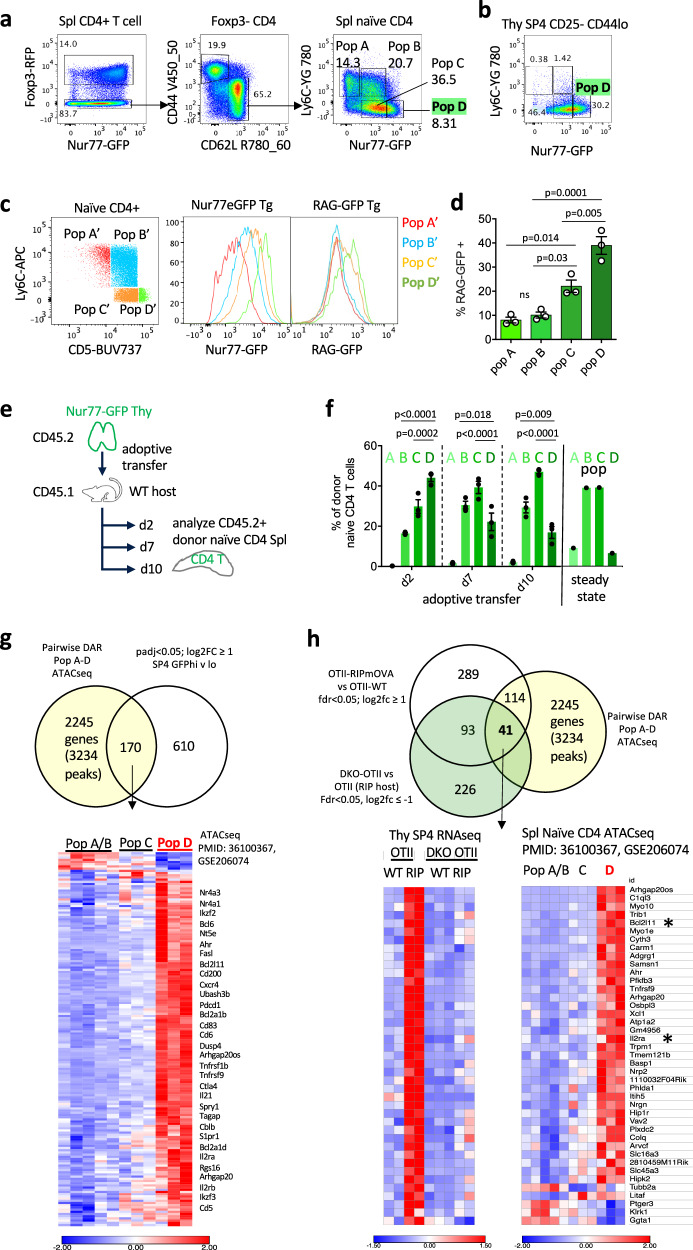
Epigenetic imprint of thymic antigen encounter persists in recent thymic emigrants with “anergic” phenotype. **a, b** Gating scheme to identify Pop A - D among naïve CD4 splenic T cells (**a**) from mice harboring both Foxp3-RFP reporter and Nur77-eGFP reporter or CD25- SP4 thymocytes from Nur77-eGFP reporter on basis of Ly6C and GFP (**b**). Sequential gating in (**a**) excludes Foxp3+ Treg and defines Pop A-D among naïve CD62Lhi CD44lo T cells. **c** Gating scheme to identify analogous Pop A’-D’ on basis of Ly6C and proxy marker CD5. Histograms depict GFP expression in PopA’-D’ as gated in lefthand plot in either Nur77-GFP reporter (middle histograms) or RAG-GFP reporter (righthand histograms). **d** quantification of RAG-GFP+ fraction +/- SEM of Pop A’-D’ (as gated in **c**) from N = 3 biological replicate RAG-GFP animals. **e, f** schematic (**e**) depicts experimental design with adoptive transfer of thymocytes from Nur77-eGFP reporter mice into congenically marked CD45.1+ hosts. At sequential time points after transfer, recipient splenocytes were harvested. Following enrichment for CD4+ cells by bench-top negative selection, splenocytes were stained to detect cells of donor origin among CD25- naive CD4 T cell in Pop A-D (gating as in Supp Fig. 8b). Graph (**f**) depicts quantification of distribution across pop A-D of donor cells at sequential time points for N = 3 biological replicates +/- SEM. **g** Venn diagram depicts overlap between genes differentially expressed in Nur77/Nr4a1-hi vs. Lo SP4 semimature thymocytes (see Fig. 5a, GSE279344) and genes near differentially accessible regions (DAR) in the genome across Pops A-D (PMID: 36100367; GSE206074). To do so, DAR were collapsed by nearest gene. Heatmap depicts rpm in Pops A-D for most differentially accessible OCR near these genes (see also Supplementary Data 4e). **h** Venn diagram as in (**e**) but further filtered to identify Nr4a-dependent gene set. Heatmap depicts expression of those genes in our thymic RNAseq data set aligned against accessibility in Pop A-D ATACseq (PMID: 36100367; GSE206074; see also Supplementary Data 4f). Statistical analysis: **d** One-way Anova with Tukey’s multiple comparison correction. data in **a**–**d** are representative of at least N = 4 biological replicates. **f** Two-way Anova with Holm-Sidak multiple comparison correction. Source data are provided as a Source Data file.

To determine the relationship between RTE and population “D” cells, we used the RAG-GFP reporter, which faithfully identifies bona fide RTE^77^. To identify population “D”-like cells without the Nur77-eGFP reporter, we used CD5 in place of Nur77-eGFP, because the intensities of both markers are positively correlated^75^. Using the combination of CD5 and Ly6C, we identified populations A’-D’ where Nur77-GFP MFI increased from A’ to D’, as expected (Fig. 6c). In RAG-GFP reporter animals, population D’ was enriched for cells with the highest GFP MFI, indicating an enrichment for RTE (Fig. 6c, d).

In addition, we adoptively transferred Nur77/Nr4a1-GFP reporter thymocytes into WT hosts and tracked their phenotype in the naïve CD4 compartment over time (Fig. 6e). Indeed, most adoptively transferred thymocytes initially exhibit a Pop D phenotype (Ly6Clo, Nur77/Nr4a1-GFP hi). The Pop D proportion of transferred cells progressively waned over 10 days – likely due to both attrition and a changing phenotype – approaching a steady state distribution of naïve CD4 T cells across Pop A-D (Fig. 6f, Supp Fig. 8b, c)^74^. These data collectively support the conclusion that Pop D is highly enriched for bona fide RTE, and this feature correlates with their tolerogenic properties^74,75^.

### CD4+ recent thymic emigrants exhibit epigenetic imprint corresponding to thymic Ag encounter

ATACseq analysis revealed a marked increase in chromatin accessibility across a set of approximately 2000 genes in Nur77-eGFPhi population D relative to other naïve CD4 T cells and this signature correlated with RTE enrichment, suggesting that it might reflect recent thymic Ag recognition (GSE206074, Fig. 6g)^74^. We found that DEG upregulated in Nur77-GFPhi thymocytes overlapped markedly with DAR in Pop D cells (Fig. 6g, Supplementary Data 4e). These include genes associated with anergy and exhaustion. Similarly, DEG upregulated in OT-II thymocytes from RIPmOVA hosts were strikingly enriched in Pop D DAR; almost half of all RIP-induced genes exhibited greater chromatin accessibility in Pop D/RTEs (Fig. 6h, Supplementary Data 4f. Moreover, among the overlapping genes, nearly half require Nr4a1/3 for their induction (41/114). 

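Supplementary Data 4e lists 164 genes that the authors call higher in GFPhi and 26 that they call lower near regions of differential accessibility in Pop D cells. Of the higher genes, 153 entered the test between GFPhi and GFPlo thymocytes and all 153 had a positive log2 fold change. The thresholds were passed by 98 of them, and by 88 with the replicate block. Adjusted over these genes alone, 107 passed; because the list is made of the authors' own calls on the same samples, this number shows no stability. Of the 98, the paper's table places 94 near regions more accessible in Pop D and 4 near regions less accessible. Among the lower genes, 24 were tested and 16 passed downward, 13 of them near more accessible regions.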

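Ctla4 rose from 1.18 ± 0.2997 TPM (SD, n = 3) in GFPlo to 13.2 ± 1.17 TPM in GFPhi, a log2 fold change of 2.72 (standard error 0.20, adjusted p = 0.000462 from limma, and 0.00345 with the replicate block). Nt5e, which encodes CD73, had a log2 fold change of 1.85 (adjusted p = 0.00647), Cd200 of 2.20 (adjusted p = 0.00024) and Cblb of 1.16 (adjusted p = 0.00821). Pdcd1, which encodes PD1, had a log2 fold change of 1.00 (standard error 0.12, adjusted p = 0.00469), at the limit used to call a gene. Fasl and Ubash3b had log2 fold changes of 1.31 and 0.69 and did not pass (adjusted p = 0.0534 and 0.161 from limma). Not every such gene rose. Of the negative regulators that the paper finds at a less stringent filter, Cd5 and Cish rose, with log2 fold changes of 1.61 and 1.81. Tox2, from the same group, fell by 1.10 (adjusted p = 0.0122 from limma, and 0.038 with the replicate block).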

Together, these findings led us to postulate recent antigen-encounter in the thymus left an epigenetic imprint (partially mediated by the Nr4a family) on RTE in Pop D that confers an “anergy”-like state in the periphery. Importantly, this is a feature of the natural thymic and naïve CD4 T cell repertoire (as marked by Nur77-eGFP reporter expression), and not merely restricted to OT-II-RIPmOVA thymocytes destined for deletion.

### Nr4a-deficient thymocytes exhibit a transcriptional escape signature

In addition to identifying genes that depend on the Nr4a family for their induction in self-reactive OTII thymocytes from RIPmOVA hosts, we observed a module of antigen-induced transcripts that were over-expressed in the absence of Nr4a1/3 (Fig. 4e). We hypothesize that these genes largely represent an “escape signature” in DKO SP4 thymocytes that were destined for – but evaded –- deletion; over-induced genes include those that are upregulated by strong TCR signaling but do not require Nr4a1/3 for their induction.

Indeed, a similar “escape signature” was described among thymocytes evading negative selection in *E*^*BAB*^ KO mice with a deletion of the thymic *Bcl2l11*/BIM enhancer (Supp Fig. 8d, e, Supplementary Data 4g)^68^. Strikingly, some (N = 33) of this TCR-dependent escape signature was Nr4a-dependent including *Arhgap20, Lad1, Tnfrsf9, Eno3* among others. This is consistent with our model that the Nr4a family is upstream of the *E*^*BAB*^ enhancer to induce *Bcl2l11*.

By contrast, the escape signature in DKO thymocytes represent TCR-dependent genes that do not require Nr4a1/3 for their induction (Supp Fig. 8e, schematic model), and includes many anergy-associated inhibitory cell surface molecules: *Ctla4, Lgals1*/Galectin-1, genes encoding both PDL1 (*Cd274*) and PDL2 (*Pdcdlg2*), and *Lag3* as well as the anergy-associated marker *Nt5e*/CD73 which is expressed on naturally-occurring anergic populations (Fig. 4e)^78^. Additional negative regulators and anergy-associated genes in this module included *Dusp4*, the E3 ubiquitin ligase *Neurl3*, the MAPK negative regulator *Spry1*, the NFAT-induced TF *Bhlhe40*, as well as caspases *Casp3/4/7* (Fig. 4e).

### HELIOS and CD73 identify Nr4a-deficient thymocytes that escape antigen-dependent deletion

We next sought to identify DKO thymocytes fated for – but rescued from – negative selection by flow cytometry. We focused on RIPmOVA-induced transcripts that do not require Nr4a1/3 for their induction and therefore could mark strongly signaled thymocytes escaping deletion (Fig. 7a-d). HELIOS is encoded by *Ikzf2*, is highly expressed in Treg, and was previously identified as a marker of Foxp3-negative thymocytes escaping negative selection^42^. Indeed, as noted earlier, *Ikzf2* transcript is upregulated by RIPmOVA in our bulk data set, and it is also highly expressed in both negatively selecting clusters in CITEseq data (Fig. 7a, b). HELIOS protein expression is high (comparable to Treg) in OT-II thymocytes from RIPmOVA hosts but virtually undetectable in WT hosts (Fig. 7e, f). Flow cytometric analysis of protein expression reveals a larger fraction and much larger total number of DKO OT-II SP4 thymocytes are HELIOS positive (Fig. 7e–g). We propose these Foxp3-negative cells represent DKO thymocytes that have escaped negative selection.

**Fig. 7:**
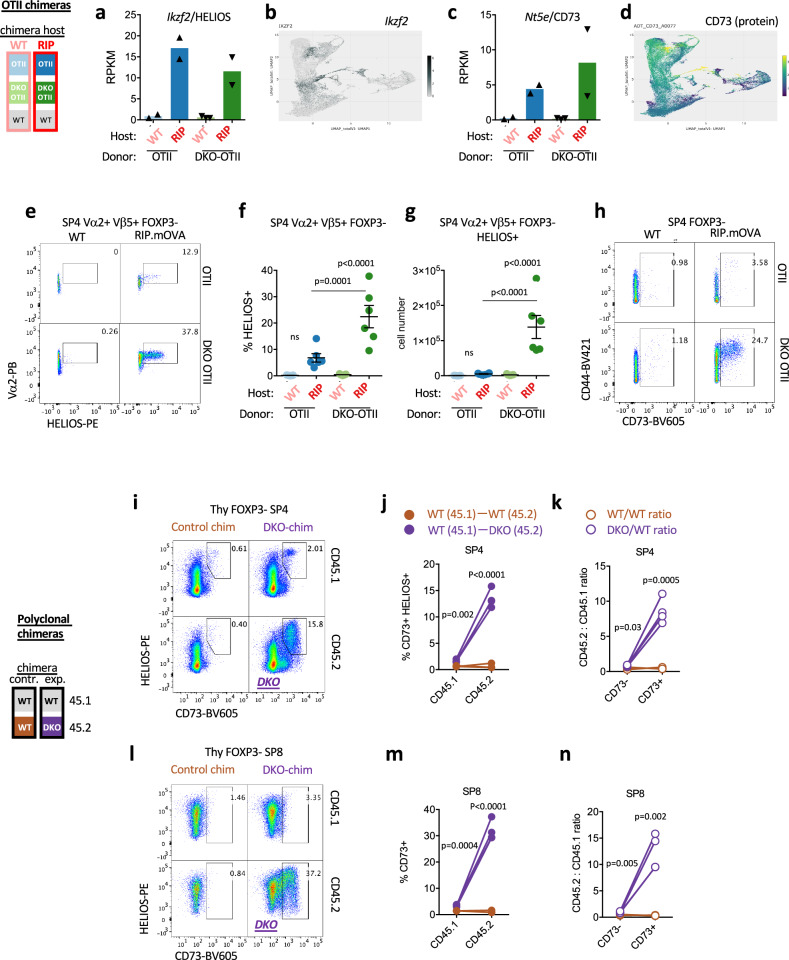
Nr4a-deficient thymocytes escaping deletion acquire an Ag-dependent anergic program in the thymus. **a-d** Panels depict *Ikzf*(a, b) and *Nt5e*/CD73 (c, d) expression in our RNAseq data (a, c) and VISION CITEseq (b, d) data as described earlier. RPKM graphs a, c show transcript abundance in CD69hi Va2 + SP4 thymocytes of either WT OT-II or DKO OT-II donor genotypes from chimeras depicted in 3a. (Supplementary Data 1a depicts p value and fdr for all pairwise comparisons across sample types, GSE235101). UMAP data (b, d) from publicly available VISION thymus CITEseq interface. **e**–**g** Representative plots (**e**) depict gating to identify HELIOS+ cells among SP4 Foxp3- OT-II thymocytes of each genotype from RIPmOVA and WT host chimeras (see 3a schematic). Graphs depict % (**f**) and absolute number (**g**) of HELIOS+ cells as gated in (**e**) +/- SEM. **h**. Representative plots depict gating to identify CD73+ cells among SP4 Foxp3- OT-II thymocytes of each genotype from RIPmOVA and WT host chimeras (see 3a schematic). Quantification is shown in Supp Fig 9a, b. **i**–**n** Representative plots depict gating among SP4 (**i**), and SP8 (**l**) subsets to identify HELIOS + CD73+ cells of each donor genotype from experimental DKO:WT polyclonal chimeras and from control WT:WT polyclonal chimeras (see 1c schematic). **j, m** Quantification of % CD73/HELIOS gates from each donor genotype as shown in (**i, l)**. Lines connect donors in the same chimera. **k, n** Quantification of ratio of donor genotypes CD45.2/CD45.1 from each chimera among CD73/HELIOS in panels **i**, **l** Statistical tests: **f** one way ANOVA with pre-specified comparisons corrected for by Sidak test. **g** one way ANOVA with Tukey’s multiple hypothesis test. **j, k, m, n**, unpaired, parametric, two-tailed t-test, assume equal SD. Graphs in **f, g**, depict N = 7 WT host and N = 6 RIPmOVA host chimeras – biological replicates. Graphs in **j, k, m, n** depict N = 3 WT:WT control chimeras and N = 4 DKO:WT chimeras – biological replicates and are representative of 3 independent sets of chimeras. Source data are provided as a Source Data file.

Among transcripts enriched in DKO OT-II cells relative to WT OT-II from RIPmOVA hosts (so-called “escape signature” as described above) is *Nt5e* which encodes CD73 (Fig. 7c). CD73 is a marker of naturally occurring CD4 anergic cells together with FR4^78^. As with HELIOS, CD73 is induced in a large subpopulation ( > 20%) of DKO OT-II SP4 (Foxp3-neg) only in RIPmOVA but not WT hosts (Fig. 7h, Supp Fig 9a, b). By contrast, the analogous WT OT-II cell population in RIPmOVA hosts is largely absent, consistent with their deletion.

Similar to RIPmOVA model, polyclonal Foxp3-neg DKO SP4 also harbor a large ( > 20%) CD73hi population that are also HELIOS+ (Fig. 7i-k). This compartment far exceeds the size of a WT tTreg population and is apparent despite a diverse repertoire of T cell clones and endogenous antigens. We postulate that the appearance of this population reflects escape of DKO cells from negative selection by endogenous antigen recognition. Strikingly, among polyclonal DKO SP8 thymocytes, CD73hi population was also uniquely expanded and constituted nearly half of all SP8s (Fig. 7l-n). This suggested that a larger fraction of SP8 than SP4 are rescued from deletion, consistent with a more stringent threshold for deletion in that lineage^48,49^. This moreover suggests that altered SP4/SP8 ratio in DKO reflects differential threshold for deletion rather than altered lineage specification. Importantly, both OT-II and polyclonal DKO CD73hi cells express CD24 and CD62L demonstrating that they are indeed bona fide thymocytes rather than recirculating mature T cells^45,77^.

### DKO thymocytes exhibit an anergic imprint that persists in the periphery

WT OT-II CD4 splenic T cells are almost entirely lost in RIPmOVA hosts (Fig. 2j Supp Fig 9c). Strikingly, not only do DKO OT-II cells escape deletion in the thymus and populate the periphery, but they harbor a large CD73hi sub-population that is evident in the spleen early after reconstitution (Fig. 8a-c) This corresponds to a similar population concurrently detected among DKO OT-II SP4 thymocytes (Fig. 7e-h, Supp Fig 9a, b), suggesting they may represent the same cells captured after thymic egress. Because this phenotype is evident in splenic naïve T cells while RIPmOVA is tissue-restricted, we hypothesize that this reflects thymic rather than peripheral self-antigen encounter.

**Fig. 8:**
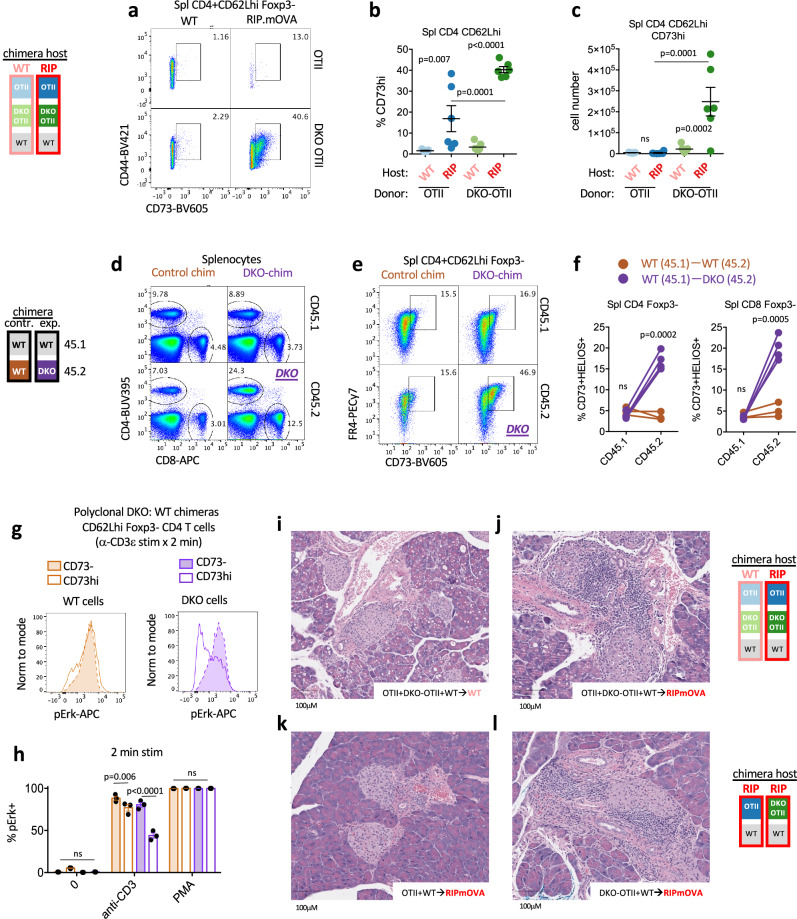
DKO T cells acquire an anergic imprint in the thymus that persists in the periphery, but break tolerance. **a**–**c** Representative plots depict gating to identify CD73+ cells among Foxp3- CD4 naïve T cells of each donor genotype (OT-II or DKO OT-II) from RIPmOVA and WT host chimeras (see 2a schematic). Graphs depict % (**b**) and absolute number (**c**) of CD73+ cells as gated in (**a**) +/- SEM. **d** Representative plots depict gating to identify splenic CD4 and CD8 T cells of each donor genotype from polyclonal chimeras (see Fig. 1c schematic). See supp Fig 9g for quantification. **e** Representative plots depict gating to identify CD73+ cells among Foxp3- CD4 naïve T cells of each donor genotype from polyclonal chimeras (see Fig. 1c schematic). **f** Graphs depict % CD73 + /HELIOS+ cells as gated in Supp fig 9f. from each donor genotype in polyclonal chimeras (see Fig. 1c schematic). Lines depict donor genotypes from the same chimera. **g, h** Splenocytes from polyclonal DKO:WT chimeras (as in schematic Fig. 1c except 14 week reconstitution) were stimulated with anti-CD3/cross-linking Ab for 2 minutes, followed by fixation, permeabilization and staining to identify intracellular pErk as well as congenic markers CD45.2/CD45.1, Foxp3, CD44, CD62Lhi, CD4, and CD73/FR4 to identify naïve Foxp3- CD4 T cells with either high or low CD73 expression of each donor genotype. Representative overlaid histograms depict pErk in these population from either CD45.1 WT (brown) or CD45.2 DKO (purple) cells. Graph depicts quantification of pErk+ gate across these populations from N = 3 biological replicates +/- SEM. **i**, **j** representative histology from WT (**i**) or RIPmOVA (**j**) host chimeras containing donor WT OT-II and DKO OT-II and polyclonal WT BM as schematized (see also Fig. 2a chimera design) at 6 weeks following irradiation/BM transfer. **k**, **l** representative H&E pancreas histology from RIPmOVA host chimeras containing either OT-II:WT-polyclonal or DKO OT-II:WT-polyclonal donor BM as schematized (see Supp Fig 10a chimera design) at 10.5 weeks following irradiation/BM transfer. Statistical tests: **b**, **c** one way ANOVA with Tukey’s multiple hypothesis test. Graphs in b, c, depict N = 7 WT host and N = 6 RIPmOVA host chimeras. **f** unpaired parametric two-tailed t-test, assume equal SD. Graphs in **f** depict N = 3 WT:WT control chimeras and N = 4 DKO:WT chimeras. representative of at least 3 independent sets of chimeras. **h** ordinary two-way ANOVA with Tukey’s multiple comparisons test. Data in **i**, **j** are representative of 7, 6 biological replicates respectively. Data in **k**, **l** are representative of 3 biological replicates each. Source data are provided as a Source Data file.

DKO T cells from polyclonal chimeras also accumulate relative to WT in the periphery of competitive chimeras and express anergy-associated phenotypic markers at an early time point in similar proportion to DKO thymocytes (Fig. 8d–f, Fig. 7i–n, Supp Fig 9d–i). These polyclonal T cells are CD73hi, co-express FR4, and a subset are also HELIOS+ (Fig. 8e, f, Supp Fig 9f, h). Importantly, DKO CD73hi HELIOS+ T cells from both polyclonal and OT-II chimeras are Foxp3-negative and exhibit a naïve CD62Lhi CD44lo surface phenotype (Supp Fig 9c–e), similar to PopD (see Fig. 6)^74,75^ but distinct from a previously described CD44hi CD73hi FR4hi anergic population ^78^. Moreover, these CD73hi naïve CD4 T cells are also functionally anergic – as evidenced by impaired induction of pErk following in vitro TCR stimulation (Fig. 8g, h). We propose that this cell-intrinsic, anergy-like state among peripheral naïve T cells is induced in the thymus, marked by CD73 and HELIOS expression, and represents an alternate or fail-safe fate for highly self-reactive DKO thymocytes that evade deletion and diversion. Interestingly, the most self-reactive WT T cells with high CD73 expression have a modest version of the same phenotype, Fig. 8g, h; p = 0.006).

### Nr4a required to maintain tolerance to TSA

RIPmOVA – but not WT – host chimeras harboring both OT-II and DKO OT-II donors (schematic Fig. 2a) develop elevated blood sugar consistent with diabetes (Supp Fig 9j). Indeed, representative pancreatic sections reveal islet immune infiltration and, in some cases, frank destruction (Fig. 8i, j). Because WT OT-II T cells are efficiently deleted in RIPmOVA hosts while DKO OT-II T cells escape to the periphery (Fig. 2j), we hypothesize that DKO OT-II peripheral T cells promote disease in these chimeras. Importantly, the majority of peripheral Treg in these chimeras – normally reconstituted – are of polyclonal donor origin as seen during thymic development (Fig. 2e, f, Supp Fig 9c), while DKO OTII T cells in the periphery of RIPmOVA hosts are Foxp3-. To isolate contribution of WT OT-II and DKO OT-II cells in disease pathogenesis, we sought to track these genotypes in separate RIPmOVA hosts. To this end, we generated a distinct set of chimeras in which either WT OT-II or DKO OT-II donors were mixed with excess of polyclonal BM. This mixture was transferred into two distinct set of irradiated RIPmOVA hosts (see schematic, Supp Figure 10a). Similar to competitive OT-II chimeras described earlier (Fig. 2), WT OT-II cells in RIPmOVA recipients were counter-selected relative to polyclonal T cells and the few remaining cells were largely diverted into the Treg compartment, while DKO OT-II were neither deleted nor diverted, and evaded TCR downregulation as well (Supp Fig 10b–k). We identified islet inflammation in RIPmOVA recipients of DKO OT-II but not WT OT-II cells (consistent with lack of disease in prior reports^58^), suggesting Nr4a1/3 are essential to maintain immune tolerance to the model TRA RIPmOVA (Fig. 8k, l, Supp Fig 10h).

## Discussion

Deletion of self-reactive thymocytes is a vital central T cell tolerance mechanism, yet the molecular pathways that impose this fate have been elusive. Here we identify Nr4a1 and Nr4a3 as essential factors that link self-antigen recognition to a transcriptional program that imposes not only clonal deletion and Treg diversion but also a cell-intrinsic anergy-like tolerance program in developing thymocytes.

Although *Nr4a1* and *Nr4a3* exhibit functional redundancy, their regulation and expression diverge in critical ways. Prior studies suggest that the half-life of Nr4a1/Nur77 protein is shorter than that of Nr4a3/Nor1^28,79^(immpres.co.uk; Supp Fig. 1b). This may help explain functional redundancy with *Nr4a1* despite low *Nr4a3* transcript abundance. The rapid turnover of *Nr4a1*/Nur77 protein^28,31,32^ may prevent substantial accumulation of *Nr4a1*/Nur77 protein following the brief, intermittent TCR signals during positive selection. However, *Nr4a1* accumulation is more likely following sustained TCR-APC contacts ( > 3 hrs) shown to be required for deletion^35,80^. Induction of *Nr4a2* and *Nr4a3* is exclusively dependent on NFAT and exhibits a higher TCR signaling threshold compared to *Nr4a1*^81^. Expression of *Nr4a3* in addition to *Nr4a1* may tip the balance towards deletion in response to strong TCR signaling. We postulate that the Nr4a family may function as a high pass filter to translate only sustained, high affinity pMHC interactions into tolerogenic fates.

The Nr4a family has long been implicated in Ag-induced death of lymphocytes, but the mechanism remains controversial. In a proposed post-translational mechanism, Nur77/Nr4a1 induces a conformational change in Bcl2 that exposes its BH3-only domain, thereby transforming this anti-apoptotic factor to a “killer”^26^. This shifts the balance between pro- and anti-apoptotic Bcl2 family members, triggering caspase-induced apoptosis. However, evidence for this pathway during thymic negative selection is circumstantial and limited to DP thymocytes^27,82^. A transcriptional mechanism was alternatively proposed because truncated Nr4a1 constructs that retain their DNA-binding domain rescue deletion and suppress transcription by other Nr4a family members in a dominant negative manner^11,15,83^. Here we show that the Nr4a family function definitively in a transcriptional (“genomic”) capacity to regulate *Bcl2l11*/BIM in self-reactive SP thymocytes^62^.

*Bcl2l11*/BIM and *Nr4a1*/Nur77 are coordinately upregulated in strongly signaled post-selection DP thymocytes in proportion to self pMHC reactivity. BIM has been implicated in an early wave of deletion at this stage, although this role varies according to model system^10,63,67^. Dominant negative *Nr4a1*/Nur77 Tg constructs were reported to interfere with deletion driven by superantigen and ubiquitous model Ag^14,83^. We observe only a subtle selective advantage for polyclonal DKO thymocytes in the post-selection DP compartment, in contrast to *Bcl2l11*/BIM-/- phenotype^64^, suggesting a selective role for Nr4a1/3 in late deletion.

Expression of *Nr4a* genes and *Bcl2l11*/BIM are also induced during a second wave of negative selection triggered by self-Ag recognition in medullary SP thymocytes. BIM (along with PUMA) is essential for TRA-induced deletion in the medulla^10,42,63,67^. We identify Nr4a consensus motifs and an Nr4a1/Nur77 ChIPseq peak in an enhancer required for *Bcl2l11* induction in the thymus whose deletion phenocopies *Bcl2l11*/BIM-/- and rescues negative selection^68^. We also identify a profound competitive advantage for *Nr4a1/3* DKO OT-II and polyclonal thymocytes at the SP stage that coincides with a complete failure of DKO thymocytes to upregulate *Bcl2l11*/BIM in response to endogenous self-Ag and in vitro TCR stimulation. In contrast, *Nr4a1* SKO OT-II thymocytes express subtly and non-significantly reduced levels of *Bcl2l11* transcript^17^, while *Nr4a1* SKO OT-I thymocytes show no difference in either BIM protein expression or deletion^20^. In addition, we show here that *Nr4a3* SKO OT-II thymocytes exhibit no defect in robust BIM induction in RIPmOVA hosts. Together, these results reveal for the first time nearly complete functional redundancy between *Nr4a1* and *Nr4a3* in BIM induction and negative selection of SP thymocytes that is uniquely unmasked by deletion of both family members. Taken together, our data are consistent with a model where strong TCR signaling in the medulla induces coordinate upregulation of Nr4a1 and Nr4a3, which trigger negative selection through transcriptional upregulation of *Bcl2l11*/BIM.

An extensive literature demonstrates that Treg fate is agonist-selected by TRAs expressed in the medulla and can emerge at the boundary of the TCR signaling threshold for clonal deletion^5^. A recently published single cell thymocyte atlas (Steier et al.) reveals that Treg and medullary SP thymocytes fated for negative selection occupy adjacent clusters with similar transcriptomes^41^. For example, *Nr4a1, Nr4a3*, and *Ikzf2*/HELIOS are expressed in both populations, suggesting they mark a common progenitor population of strongly “signaled” SP thymocytes. The fate decision between diversion to Treg and deletion is further influenced by additional signals, such as co-stimulation and IL-2^5^. Indeed, IL-2 supply has long been appreciated as a key and limiting requirement for Treg survival and fate in the thymus, and Steier et al. reveal an IL2/STAT5 module marking this precursor population across a gradient. In addition to the cell-intrinsic requirement for the Nr4a family to promote transition between CD25hi pre-Treg to CD25hi Foxp3+ Treg (evidenced by a partial block at this transition for DKO SP4 thymocytes)^50^, we also observed a cell-extrinsic impact of Nr4a-deficiency on Treg fate. Rudensky and colleagues as well as others have suggested strongly-signaled thymocytes are the main source of IL-2 to promote Treg fate^52,54^; we postulate that DKO self-reactive clones that have escaped deletion are a source of excess IL-2 that promotes Treg fate among donor thymocytes of WT origin in the same chimeric thymus. In addition, Nr4a-deficient T cells have been shown by us and others to over-produce IL-2^21,70^.

Unexpectedly, in polyclonal DKO chimeras we describe emergence of a unique Foxp3+ SP8 population (as well as SP8 CD25hi Foxp3-neg putative precursors) that are absent in WT chimeras. Foxp3+ SP8 is both a cell-intrinsic and cell-extrinsic phenotype in DKO chimeras, raising the possibility that both escape of DKO self-reactive SP8 from deletion and excessive IL-2 production may contribute to this fate. This may relate to mechanisms driving a Foxp3+ CD8+ peripheral population identified among tumor-infiltrating T cells, as well as in alloreactive T cells from GVHD models where it is constrained by high BIM expression^55,56^. Indeed, we show that semimature SP8 thymocytes express higher levels of both Nur77-GFP and BIM, and are more stringently censored by deletion than SP4 thymocytes^48,49^. Strikingly, in addition to cell-intrinsic Nr4a-dependent BIM regulation, BIM expression is also suppressed in a cell-extrinsic manner among WT SP8 thymocytes in DKO but not control chimeras. We hypothesize that excess IL-2 produced by DKO thymocytes may suppress *Bcl2l11*/BIM in WT cells; indeed IL-2 has been reported to prevent deletion of Foxp3+ T cells, and their survival in *Il2*-/- animals is abrogated by deletion of *Bcl2l11*^53,84^. Taken together, this leads us to propose that Nr4a and IL-2 signals converge to censor a latent Foxp3+ SP8 fate in the thymus.

Importantly, in RIPmOVA hosts, WT OT-II thymocytes are overwhelmingly fated for deletion rather than Treg diversion. Our transcriptomic analyses indicate that neither *Il2ra*/CD25 nor *Foxp3* are substantially upregulated in OT-II cells, and therefore these strongly signaled SP cells likely do not comprise a population of committed pre-Treg - in contrast to prior studies^50^. Rather, we postulate that HELIOS and CD73 expression mark strongly signaled DKO thymocytes that have escaped deletion. A similar HELIOS+ population was identified in the *Bcl2l11*/BIM-/- InsHEL model even after Treg are gated out^42^. Strikingly, we observe a similar proportion of CD73+ HELIOS+ cells among peripheral naive DKO CD4 T cells at the early time-points examined in this study. These cells exhibit not only phenotypic but also functional features of anergy. We postulate that this anergic ‘naïve’ peripheral T cell phenotype in DKO cells is induced by thymic rather than peripheral self-antigen encounter and persists for a time after thymic egress.

We discovered that the Nr4a family is an essential molecular link between TCR signaling and a broad transcriptional program induced in response to TRA. Interestingly, a thymocyte transcriptional defect reminiscent of Nr4a-deficiency has been described in autoimmune-prone NOD mice. NOD thymocytes exhibit impaired *Bcl2l11* induction and escape from deletion triggered by InsHEL model antigen^40,66^. Of the 82 InsHEL-induced genes that overlap with RIPmOVA-induced genes in our data set, over half (56) exhibit a defect in the NOD background. Since this defect in NOD – and DKO – thymocytes is broad but not global, it cannot reflect a proximal defect in TCR signal transduction. Among NOD-dependent genes, we observed a remarkable enrichment in Nr4a-dependent genes (23/56), including *Eno3, Tnfrsf9, Lad1*, and of course *Bcl2l11* itself. We propose that polygenic defects affecting the Nr4a-dependent thymic transcriptome may confer risk for autoimmunity.

Strikingly, we provide evidence that the same transcriptional anergy-like program induced in DKO OTII thymocytes that escape clonal deletion is also induced among self-reactive SP4 thymocytes in the natural repertoire (marked by high expression of Nur77/Nr4a1-eGFP reporter). A small number of genes in this shared program correspond to primary response genes induced by TCR stimulation in peripheral T cells, but the majority of transcripts – including many negative regulators of T cell signaling - require chronic antigen stimulation for their expression in the periphery. We propose that this transcriptional program may contribute to an anergy-like state in the thymus. This “anergy” signature includes genes upregulated in exhausted CD8 T cells and tolerant CD4 T cells (signal 1 without signal 2), as well as NFAT-induced genes. Notably, the Nr4a family contributes to the anergy/exhaustion transcriptome and epigenome of peripheral T cells^21,70,85^, and here we show that they may contribute to a related transcriptional program of non-deletional tolerance in the thymus as well.

Functional unresponsiveness as an alternative fate to deletion in the thymus has been previously proposed; classic papers showed this for class I-restricted TCRs^86^ or class II-restricted TCRs^87^ that escape deletion by superantigen (Mls-1a), and also for TEC expression of an alloantigen driven by keratin IV promoter^88^. More recently a tetramer approach was used to demonstrate a variety of fates for self-reactive T cells (deletion, diversion, and ‘ignorance’) that depended on location and amount of self-antigen presentation in the thymus^89^. Elimination of negative selection has also unmasked alternate fates for self-reactive lymphocytes^90^. *Bcl2l11*/BIM-deficient T cells, which escape deletion by TECs yet do not produce autoimmune disease^63,67^, express anergic phenotypic markers CD73/FR4 in the periphery^64^, and exhibit impaired TCR signaling^91^. However, it has not been clear in most prior studies if clonal anergy of cells evading deletion was imposed in the thymus or only in the periphery where it has long been appreciated to play a vital role. Most recently, Baldwin and colleagues showed that non-deletional control of OTI *Bcl2l11*/BIM-/- thymocytes from RIPmOVA hosts is associated with PD-1 upregulation in the thymus^92^. We propose that *Pdcd1*/PD1 induction in response to self-antigen is part of a larger transcriptional program we identify in RIPmOVA OT-II thymocytes that is partly mediated by the Nr4a family. Our DKO chimera model uniquely disables both Treg diversion and deletion to unmask this tolerance program in the thymus and reveals the contribution of the Nr4a1/3 to its establishment.

Naturally occurring naïve (CD62Lhi) peripheral T cells marked by high Nur77-eGFP expression exhibit impaired TCR signaling and IL-2 production, and an increased propensity to differentiate into Treg^74,75^. Strikingly, we provide evidence to show that this population is enriched for recent thymic emigrants and also harbors an epigenetic imprint that corresponds to the Ag-induced and Nr4a-dependent transcriptional program we identified in self-reactive SP thymocytes both in the OTII model and in the normal repertoire. Expression of inhibitory co-receptors such as *Pdcd1*/PD-1, *Ctla4*, *Lag3*, and *Cd200* in this thymically-imprinted RTE population might render these cells particularly vulnerable to checkpoint blockade. Consistent with this idea, it was recently shown that thymoma and thymic remnant size constituted major risk factors for development of checkpoint myocarditis and myositis^93^. The anergy-like transcriptional program we describe in self-reactive thymocytes may represent a poised state that operates to preserve tolerance at the boundary of Treg diversion and deletion in the thymus and can persist among RTEs after thymic egress– enabling clones that encounter peripheral self-antigen to undergo diversion, deletion, and anergy^94^. Anergic CD73hiFR4hi T cells in the CD44hiCD62Llo memory compartment are also poised to differentiate into Treg, suggesting a transcriptional and epigenetic link between anergy and Treg persists throughout T cell ontogeny^78^.

By transmitting a broad TCR-induced transcriptional program in response to TRA recognition in the medulla, the Nr4a family not only mediates Treg diversion as previously shown, but also drives BIM-dependent deletion, and contributes to a non-deletional anergy-like tolerance program in the thymus that can persist in the normal repertoire of peripheral T cells.

## Methods

### Mice

All mice were housed in a specific pathogen-free facility at UCSF or Emory University according to institutional and National Institutes of Health guidelines. C57BL/6 (CD45.2) and BoyJ (CD45.1) mice (both considered WT here) were initially purchased from The Jackson Laboratory (Strain #:000664**)** or Charles River Labs (Strain Code 564), respectively. Nur77-eGFP BAC Tg mice were previously described^29^. RAG-GFP mice were previously described and characterized as marker of RTEs^77,95^. OT-II TCR transgenic mice^96^ and RIP.mOVA transgenic mice^57^ were previously described. *Nr4a3*-deficient allele was generated in our laboratory on the C57BL/6 genetic background as previously described^79^. *Nr4a3*-/-*Nr4a1*-/- (DKO) mice were previously described^21^ and were bred to OT-II mice to create the OT-II *Nr4a1*-/-*Nr4a3*-/- strain. BIM-deficient B6.129S1-*Bcl2l11*^*tm1.1Ast*^/J line (Jackson Strain #:004525)^10^ were crossed to Nur77-GFP mice. Foxp3-RFP^97^ mice crossed to Nur77-GFP were previously described^75^. All strains were fully backcrossed to C57BL/6 genetic background for at least 6 generations. RIP.mOVA CD45.1/2 and WT CD45.1/2 mice were F1 progeny from RIP.mOVA x BoyJ crosses. OTII was crossed with BoyJ to generate and maintain OTII CD45.1 line. Mice of both sexes were used for experiments between the ages of 3 and 10 weeks except for BM chimeras as described below. Experimental and control chimeras were co-housed following irradiation. All experiments were approved by UCSF and Emory Institutional Animal Care & Use Committees (IACUC). Standard housing conditions used time controlled lighting on standard 12:12 light:dark cycle; humidity between 30-70%; temperature 68-79 degrees F. Euthanasia was carried out using approved protocols: carbon dioxide inhalation followed by cervical dislocation.

### Antibodies and reagents

Abs for surface markers: Abs to CD4 (RM4-5 or GK1.5), CD5 (53-7.3), CD8 (53-6.7), CD24 (M1/69), CD25 (PC61.5), CD62L (MEL-14), CD69 (H1.2F3), CD44 (IM7), CD45.1 (A20), CD45.2 (104), CD73 (TY/11.8), FR4(12A5), Ly-6C(AL-21), Vα2 (B20.1), Vβ5(MR9-4), and TCRβ (H57-597) conjugated to fluorophores were used (BioLegend, eBiosciences, BD, or Tonbo). Abs for intra-cellular staining: HELIOS Ab conjugated to PE (clone 22F6, cat. 563801, BD Biosciences), BIM (clone C34C5; cat. 2933S, Cell Signaling) Rabbit mAb, FOXP3 Ab conjugated to APC or FITC (clone FJK-16s, Invitrogen). Anti-pERK (Phospho-p44/42 MAPK (T202/Y204) (clone 197G2, Cell Signaling) Rabbit Ab. Donkey Anti-Rabbit IgG (H + L) conjugated to APC (Jackson ImmunoResearch).

Stimulatory Abs: Anti-CD3ε (clone 2c11; BioLegend cat: 102102). Anti-CD28 (clone 37.51, BioLegend cat: 102102). Goat anti-Armenian Hamster antibody (Jackson ImmunoResearch).

Culture Media: RPMI-1640 + L-glutamine (Corning-Gibco), Penicillin Streptomycin L-glutamine (Life Technologies), HEPES buffer [10 mM] (Life Technologies), B-Mercaptoethanol [55 mM] (Gibco), Sodium Pyruvate [1 mM] (Life Technologies), Non-essential Amino acids (Life Technologies), 10% heat inactivated FBS (Omega Scientific).

### Flow cytometry

Cells were analyzed on a Fortessa and sorted on Aria (BD Biosciences). Data analysis was performed using FlowJo (v10) software (BD Biosciences).

### FOXP3/HELIOS staining

FOXP3 and HELIOS staining was performed utilizing a FOXP3/transcription factor buffer set (eBioscience) in conjunction with APC or FITC anti-FOXP3, as per manufacturer’s instructions.

### BIM staining

Intracellular staining for BIM was performed with secondary Donkey anti-rabbit APC secondary antibody using BD cytofix/cytoperm kit (BD biosciences 554722) per manufacturer’s instructions. For in vitro stimulation of thymocytes, 96 well plates were precoated overnight with 10 μg/ml anti-CD3ε (clone 2c11) and 2μg/ml anti-CD28 (clone 37.51) in PBS. After washing, 1.5×10^6 thymocytes/ 200uL C10 from polyclonal chimeras (WT:WT or DKO:WT) were plated into pre-coated or empty wells for 6 hr incubation. At harvest, cells were stained with congenic markers CD45.1 and CD45.2, CD4, CD8, CD69 and BIM as above to detect thymic subsets.

### Live/dead staining

LIVE/DEAD Fixable Near-IR Dead Cell Stain kit (Invitrogen). Reagent was reconstituted in DMSO as per manufacturer’s instructions, diluted 1:1000 in PBS, and cells were stained at a concentration of 1 × 106 cells /100 μl on ice for 15 minutes.

### Bone marrow chimeras

Chimeras were generated by irradiating hosts with either a Cesium source (2 doses of 530 cGy, 4 hours apart) or X-ray source (2 doses of 450 cGY, 3-4 hours apart) followed by rescue with by adoptive transfer of 5 × 10^6^ total donor BM cells within 24 hours. For each chimeras type, BM from two or three congenically marked donor strains was mixed at specified ratios as depicted in schematics (Figs. 1c, 2a, Supp Fig. 3i, Supp Fig 10a). For polyclonal chimeras generated with X-ray source (Fig. 1c design), both CD45.2 DKO and WT polyclonal donor marrow was depleted of mature T cells by magnetic column-based negative selection (Miltenyi Biotec MACS) using an anti-mouse CD5 biotin-conjugated antibody (Clone 53-7.3, Miltenyi Biotec, 130-101-960) and Streptavidin MicroBeads (Miltenyi BioTec, 130-048-102) per manufacturer instructions. Chimeras were assessed between 5-11 weeks post-reconstitution as noted in figures except for Fig. 8g, h phosflow assays which were conducted with polyclonal chimeras at 14 weeks.

### Phospho-flow

Splenocytes were rested at 37 °C in serum-free RPMI for 30 minutes. Cells were then stimulated with 10 μg/ml of anti-CD3 (clone 2c11) for 30 seconds followed by 50 μg/ml of anti-Armenian hamster crosslinking antibody for 2 minutes, or PMA for 2 minutes. Stimulated cells were fixed with 2% paraformaldehyde and permeabilized with methanol at −20 °C overnight. Cells were then stained with surface markers and pErk at 20 °C.

### Adoptive transfer of thymocytes

10^7^ thymocytes (or 5 × 10^6^ splenocytes) harvested from Nur77-GFP donors (CD45.2 + ) were adoptively transferred via bilateral retroorbital injection into allotype-marked CD45.1+ BoyJ hosts on d0. At sequential time points, d2, d7, d10, host spleens were harvested, subjected to benchtop MACS negative selection to enrich for CD4+ cells (mouse CD4 kit, Miltenyi Biotec, per manufacturer’s instructions), and surface stained with CD25, CD44, CD62L, CD4, CD45.1, CD45.2, and Ly6C to detect donor naïve CD4 T cell subsets.

### Histology

Organs were fixed in 10% formalin for 24 hours, dehydrated progressively, and stored in ethanol at 4 C until processing for H&E by Histowiz.

### Data visualization, analysis, and statistics

Flow cytometry data was analyzed using FlowJo software FlowJo v10.0 Software (BD Life Sciences). Graphs and statistical analyses were undertaken using Prism v6 and matplotlib v3.8.4. All statistical tests were two-sided. All graphs depict SEM except Supp Fig. 1b as noted in figure legends.

#### RNA sequencing

- OTII chimeras: DKO OT-II:OT-II:WT - > WT and DKO OT-II:OT-II:WT - > RIP.mOVA bone marrow chimeras were created as described above (Fig. 2a schematic). DKO OT-II (CD4 + CD8- CD69 + Vα2 + CD45.1- CD45.2 + ) and control OT-II (CD4 + CD8- CD69 + Vα2 + CD45.1 + CD45.2 + ) semimature SP4 thymocytes were isolated on BD FACSAria II and BD FACSAria Fusion cell sorters directly into RLT + 1% beta-mercaptoethanol (BME) buffer (Qiagen).
- Nur77/Nr4a1-GFP reporter thymocytes: Thymocytes from Nur77/Nr4a1-GFP reporter mice were stained to identify semimature SP4 (CD4 + CD25-CD69hiCD24hi) and 10% of lo, med, hi GFP distribution (see Fig. 5a, Supp Fig. 8a for gates) was sorted as above into RLT + 1% BME buffer in biologic triplicate.

Libraries for both (a) and (b) samples were generated by the Emory Integrated Genomics Core (EIGC) as follows: RNA was isolated using the Quick-RNA MicroPrep kit (Zymo,11-328 M). 2000 cell equivalent of RNA was used as input to SMART-seq v4 Ultra Low Input cDNA Synthesis kit (Takara, 634888) and 200 pg of cDNA was used to generate sequencing libraries with the NexteraXT kit (Illumina, FC-121-10300). Libraries were quantified by qPCR and bioanalyzer traces, pooled at equimolar ratios, and sequenced on the NovaSeq6000 with a PE100 configuration using a NovaSeq 6000 SP Reagent Kit. For data set (a), raw fastq files were mapped to the mm10 genome using STAR^98^ with the GENCODE vM17 reference transcriptome. PCR duplicate reads were marked with Picard MarkDuplicates and removed from downstream analyses. Reads mapping to exons for all unique ENTREZ genes were summarized using GenomicRanges^99^ in R v3.5.2 and normalized to reads per kilobase per million (RPKM). For data set (b), raw fastq files were adapter- and quality-trimmed with Trim Galore v0.6.10 and then mapped to the GRCm38 (mm10) genome using STAR v2.7.11b^98^ with the GENCODE vM25 gene annotation. PCR duplicate removal and Gene-level counts generation were handled by STAR with the options --bamRemoveDuplicatesType UniqueIdentical and --quantMode GeneCounts, respectively. Counts were normalized to transcripts per kilobase per million (TPM) Differentially expressed genes between sample groups within each of the two data sets were determined using DESeq2^100^, and genes that displayed an absolute log2 fold change ≥1= and Benjamini–Hochberg false discovery rate (FDR)–corrected *p* value ≤ 0.05 were considered significant. PCA plots were made using the plotPCA R function from gene-level counts normalized with variance stabilizing transformation^100^.

Heatmaps were generated using the Morpheus online tool (https://software.broadinstitute.org/morpheus/) with default clustering of rows (Pearson minus one) unless otherwise noted in figure legend. Volcano and FC plots were generated using R Statistical Software, Prism, or matplotlib.

### Gene set enrichment analyses

Gene set enrichment analyses were performed with GSEA v4.3.3^97,98^ using significantly upregulated gene set generated in this study (absolute log2 fold change ≥1, FDR ≤ 0.05) from OTII cells in RIP.mOVA host vs. OTII cells in WT host (a, above) or from GFPhi vs. GFPlo SP4 thymocytes (b, above). These gene sets were then compared against data set from anergic vs. naive peripheral T cells (GSE178782) or GFPhi/lo SP4 thymocytes.

### Thymocyte CITE-seq data

Steier et al. recently published a single cell mouse thymocyte gene and surface protein expression atlas based on a CITE-seq experiment that included WT polyclonal, MHCII-/-, MHCI-/-, OTII TCR transgenic, and AND TCR transgenic thymocytes (GSE186078)^41^. Here, we present data accessed and analyzed from that experiment via the publicly available VISION graphical user interface (http://s133.cs.berkeley.edu:9002/Results.html) on 5/7/2024. Default settings were used for differential gene expression analyses between noted clusters (as annotated by the authors and shown in Supplemental Fig. 1e and Supplementary Data 2c, d).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Raw Fastq and processed data files (either RPKM or TPM) for the original RNA-seq analyses have been deposited in the NCBI Gene Expression Omnibus and are publicly available under accession codes GSE235101 and GSE279344, and are also provided in Supplementary Data-Tables 1a, 3a. All previously published/public data sets analyzed in this manuscript are referenced with PMID and data repository locations where available in Supplementary Data-Tables 1-4. All data are included in the Supplementary Information or available from the authors, as are any unique reagents used in this Article. The raw numbers for charts and graphs are available in the Source Data file whenever possible. Source data are provided with this paper.

# Supplementary material for: Nr4a1 and Nr4a3 redundantly control clonal deletion and contribute to an anergy-like transcriptome in auto-reactive thymocytes to impose tolerance in mice
**Source:** Nat Commun. 2025 Jan 17;16:784. doi: 10.1038/s41467-025-55839-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Inventory of Supplementary Information**

Title: Transcriptional control of central T cell tolerance by NR4A family nuclear receptors

First author: Hailyn V. Nielsen

**Supplementary Figure 1.** *Nr4a1*, 2, 3 expression pattern (related to Main Fig 1)

**Supplementary Figure 2.** Polyclonal DKO chimeras (related to Main Fig 1)

**Supplementary Figure 3.** *Nr4a1* and *Nr4a3* mediate negative selection in OTII/RIPmOVA model (related to Main Fig 2)

**Supplementary Figure 4.** *Nr4a1* and *Nr4a3* are required for *Bcl2l11*/BIM upregulation by mTEC Ag (related to Main Fig 3)

**Supplementary Figure 5.** Transcriptional program induced in thymocytes by self-Ag (related to Main Fig 4)

**Supplementary Figure 6.** Nr4a-dependent transcriptional program induced in thymocytes by self-Ag (related to Main Fig 4)

**Supplementary Figure 7.** Transcriptional program induced by Nr4a family in thymus and periphery (related to Main Fig 4)

**Supplementary Figure 8.** RTE exhibit imprint corresponding to thymic Ag encounter (related to Main Fig 5, 6)

**Supplementary Figure 9.** DKO thymocytes acquire an anergic program that persists in the periphery (related to Main Fig 7, 8)

**Supplementary Figure 10.** *Nr4a1* and *Nr4a3* are required for negative selection by tissue-specific Ag

**Supplementary Figure 11.** Model

**Supp Figure 1.** *Nr4a1, 2, 3* expression pattern (related to Fig 1)

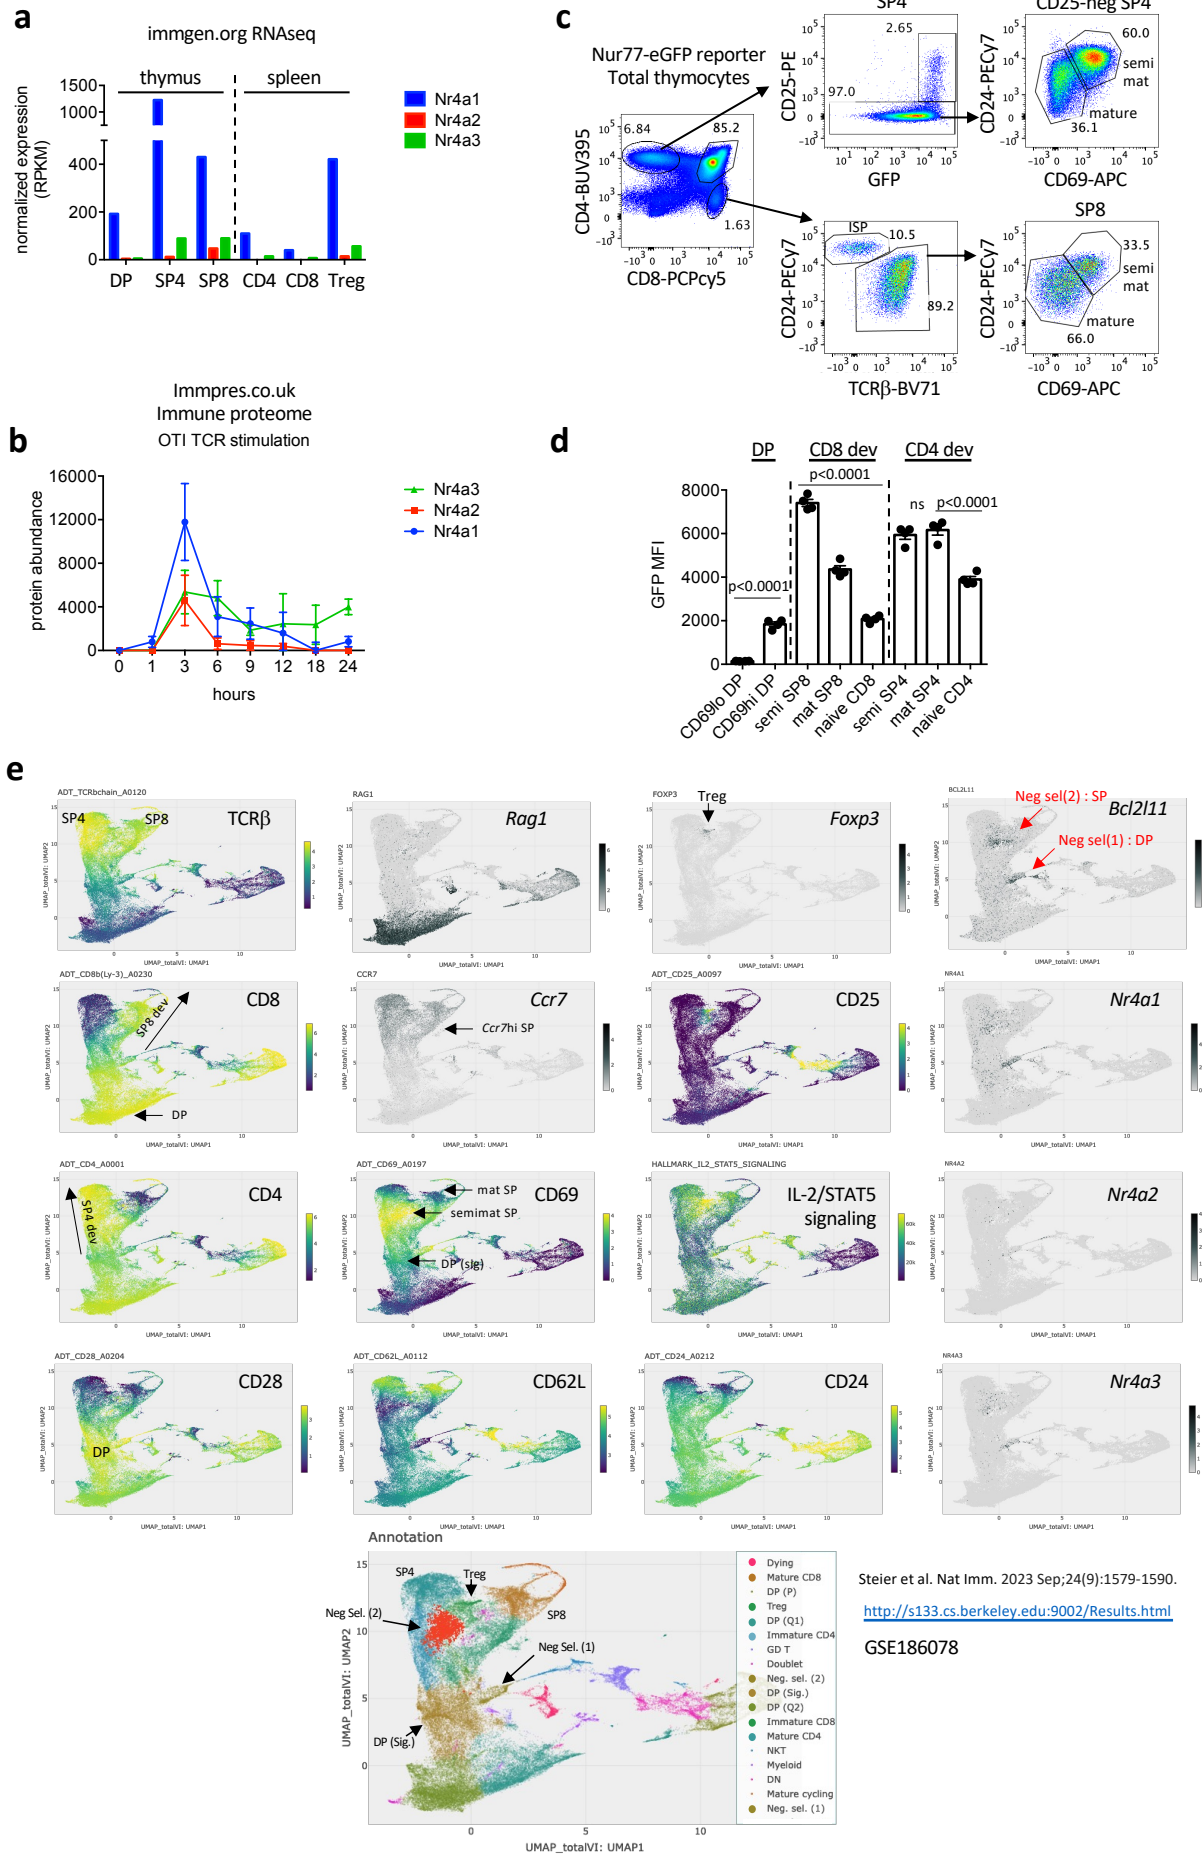

Steier et al. Nat Imm. 2023 Sep;24(9):1579-1590.

<http://s133.cs.berkeley.edu:9002/Results.html>

GSE186078

### **Supp Figure 1. Related to Main Figure 1**

- a.** RPKM from public RNAseq data sets are plotted (immgen.org) depicting Nr4a1, 2, 3 transcript abundance among T cell lineage subsets in thymus and periphery.
- b.** mean +/- SD values from immune proteome database (Impres.co.uk) are plotted depicting mass spec abundance of Nr4a1/2/3 protein products in TCR stimulated CD8 T cells across a time course.
- c.** Gating scheme depicts identification of DP and SP subsets among Nur77-eGFP reporter thymocytes.
- d.** Quantification of GFP MFI among Nur77-eGFP reporter thymic subsets as gated in c, in 4 biological replicates +/- SEM
- e.** Selected protein and transcript UMAP data from publicly available VISION thymus CITEseq interface (<http://s133.cs.berkeley.edu:9002/Results.html>; Steier et al. Nat Imm. 2023 Sep;24(9):1579-1590.)

#### **Statistical tests:**

- d.** one way ANOVA with Holm-Sidak correction for multiple pre-selected comparisons. No matching or pairing.

Data in c, d representative of 4 biological replicates

Source data are provided as a Source Data file.

**Supp Figure 2. Polyclonal DKO chimeras (related to Fig 1)**

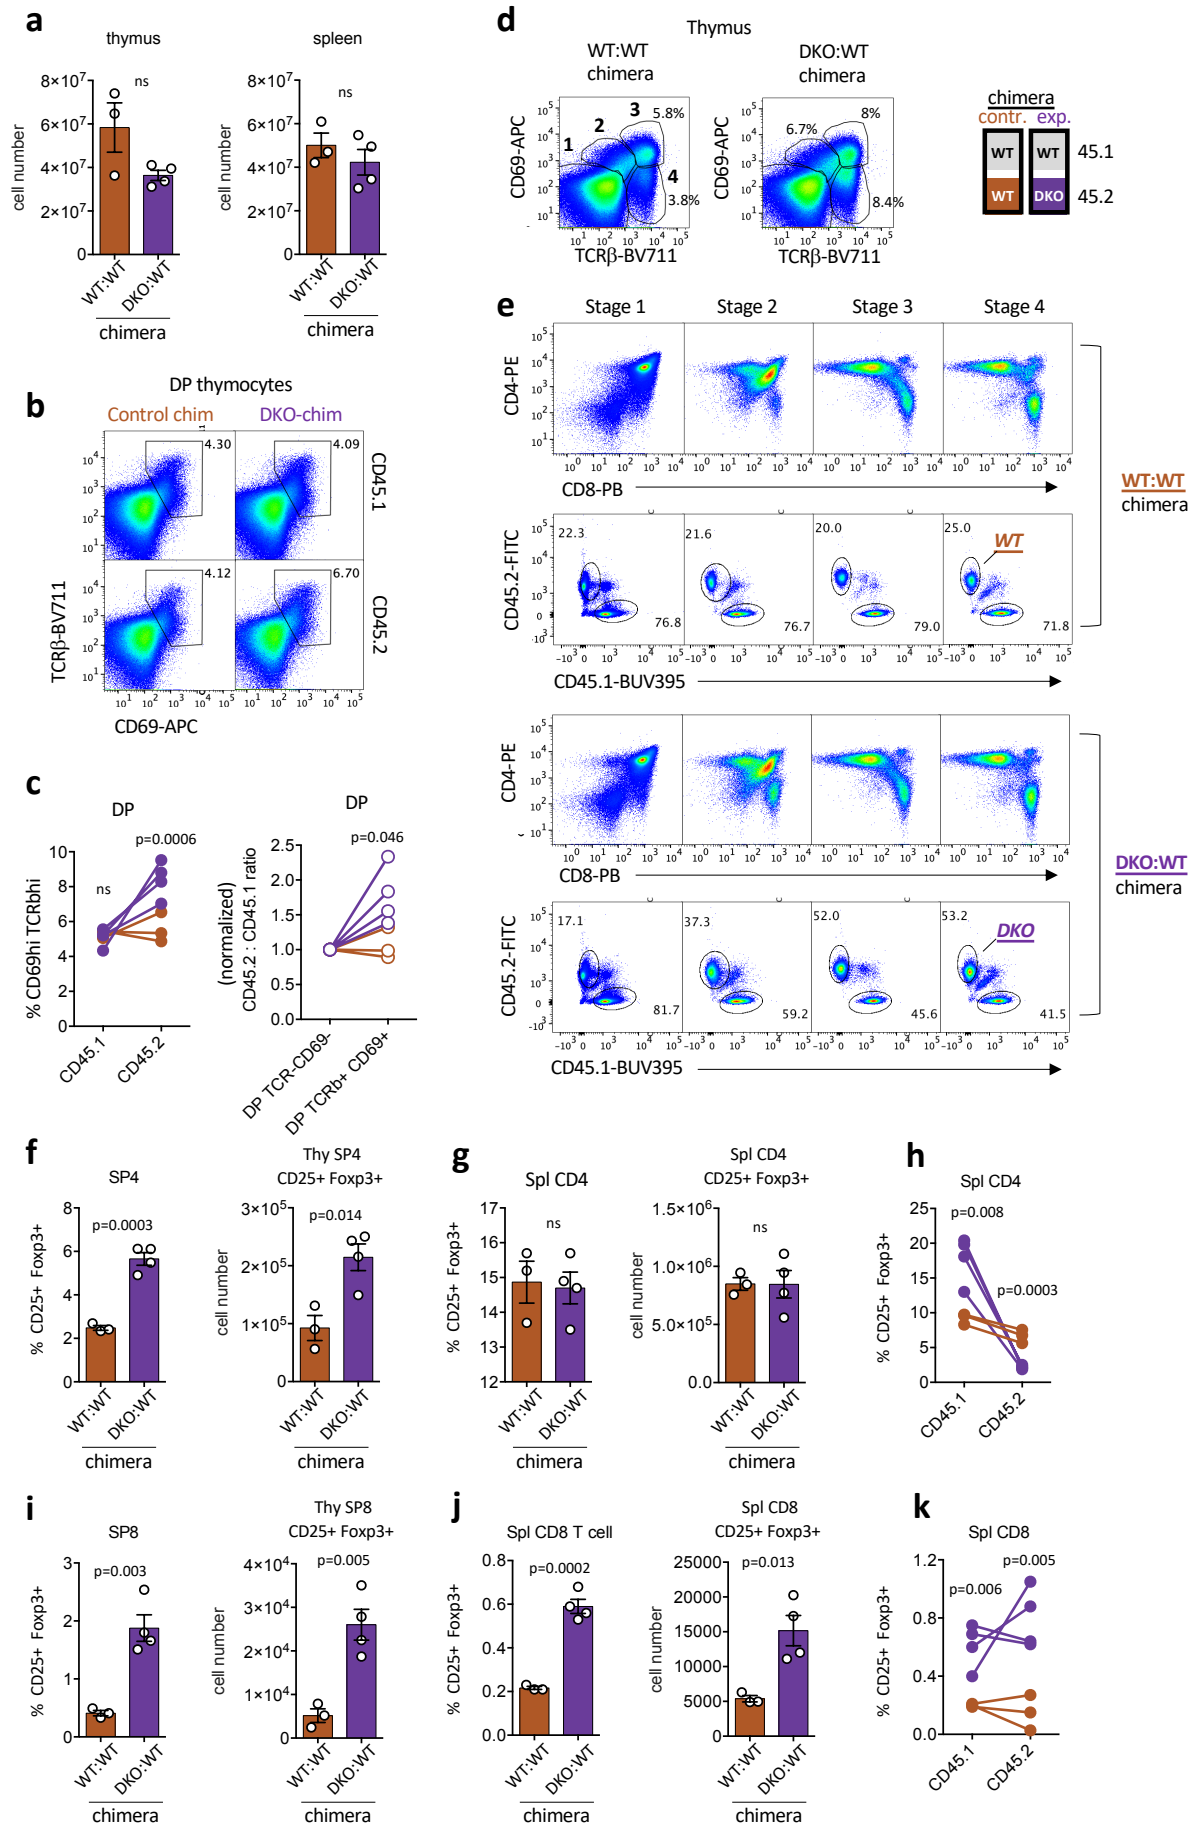

## **Supp Figure 2. Related to Main Figure 1**

**a.** Graphs depict absolute cell number in thymus or spleen of polyclonal chimeras (see schematic Fig 1c) in biological replicates +/- SEM

**b, c.** Representative plots depict DP thymocytes of each donor genotype in polyclonal control and experimental chimeras (schematic in Fig 1c) stained to identify pre- and post-selection gates defined by CD69 and TCR $\beta$  expression. Graphs show quantification of gates (left) or ratio of donor genotypes (normalized to pre-selection DP) among these gates for biological replicates.

**d, e.** Representative plots (e) depict co-receptor agnostic gating to identify sequential stages of thymocyte development 1-4. In (e) thymic stages 1-4 as gated in (d) are shown for WT:WT (top) and DKO:WT (bottom) polyclonal chimeras (see schematic 1c). Both coreceptor expression (top) and CD45.1/CD45.2 donor genotypes (bottom) are depicted for each stage.

**f, g.** Graphs depict total % and absolute number of Foxp3<sup>+</sup> CD4<sup>+</sup> Treg (irrespective of donor genotype) from thymus and spleen of experimental or control polyclonal chimeras (schematic in Fig 1c) in biological replicates +/- SEM.

**h.** Graph depicts % Foxp3<sup>+</sup> CD4<sup>+</sup> Treg of each donor genotype in polyclonal chimeras. Lines depict donors from the same chimera.

**i, j.** Graphs depict total % and absolute number of Foxp3<sup>+</sup> CD8<sup>+</sup> cells (irrespective of donor genotype) from thymus and spleen of experimental or control polyclonal chimeras (schematic in Fig 1c) in biological replicates +/- SEM.

**k.** Graph depicts % Foxp3<sup>+</sup> CD8<sup>+</sup> cells of each donor genotype in polyclonal chimeras. Lines depict donors from the same chimera.

### Statistical tests :

a, c, f-k, unpaired two-tailed parametric t-test, assume equal SD

Graphs in this fig a, c, f-k depict N=3 control chimeras and N=4 polyclonal chimeras (biological replicates) and are representative of 3 independent sets of chimeras.

Source data are provided as a Source Data file.

**Supp Figure 3. *Nr4a1* and *Nr4a3* mediate negative selection in OTII/RIPmOVA model (related to Fig 2)**

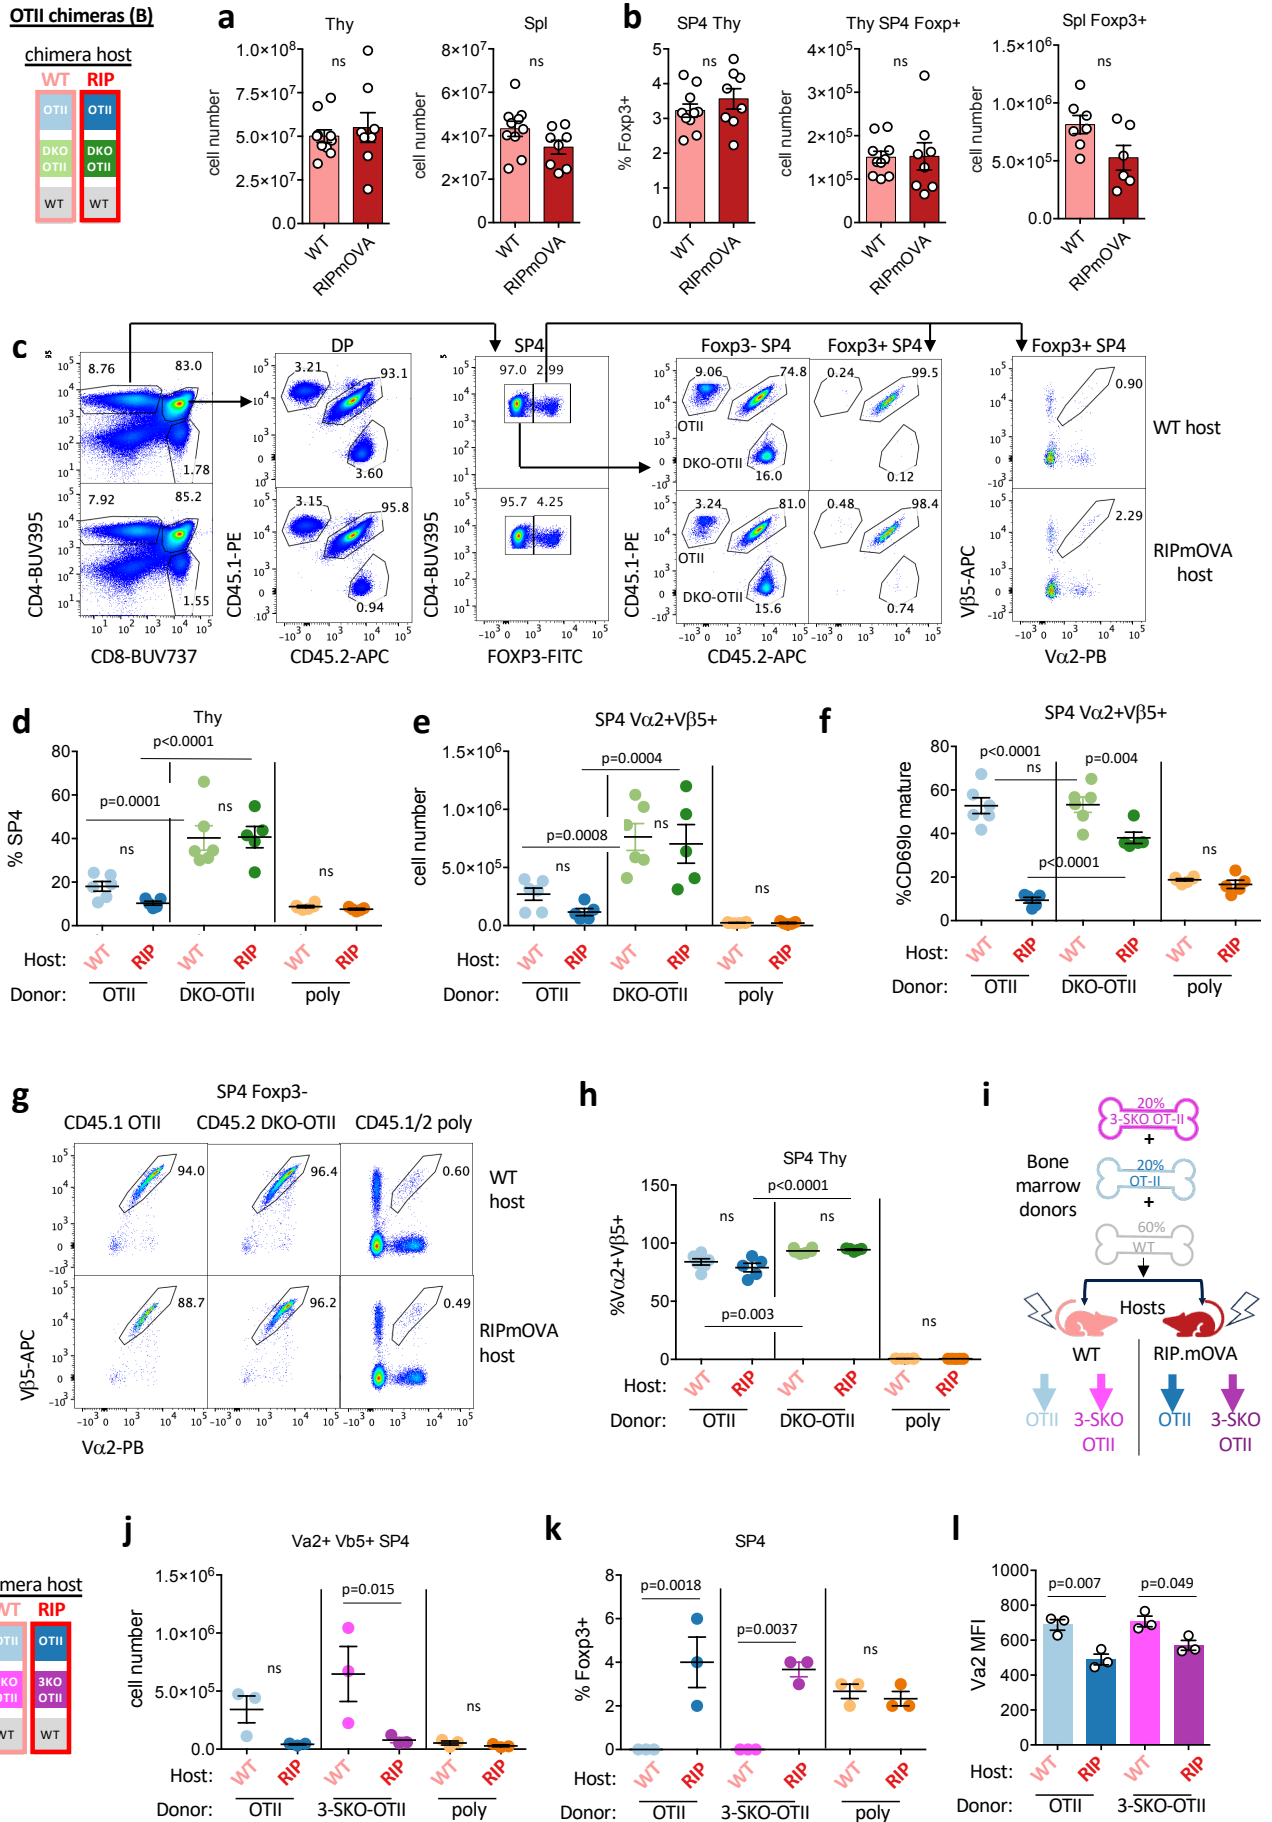

### Supp Figure 3. Related to Main Figure 2

**a.** Graphs depict absolute cell number in thymus or spleen of RIPmOVA and WT host chimeras (see schematic Fig 2a) in biological replicates +/- SEM

**b.** Graphs depict relative and absolute number of Foxp3+ Treg in thymus and periphery of RIPmOVA and WT host chimeras (see schematic Fig 3a) in biological replicates +/- SEM

**c.** Representative gating scheme depicts donor genotypes among Foxp3- and Foxp3+ SP4 thymocytes as well as surface TCR chain expression among Foxp3+ SP4.

**d, e.** Graph depicts % (d) and absolute number (e) of V $\alpha$ 2+V $\beta$ 5+ SP4 populations from donor genotypes from WT host and RIPmOVA host chimeras (see Fig 3a schematic)

**f.** Graph depicts % of CD69<sup>lo</sup> cells +/- SEM (based on bimodal CD69 distribution in top panel of 2h).

**g, h.** Representative plots depict Foxp3- SP4 thymocytes of each donor genotype from WT host and RIPmOVA host chimeras (see Fig 3a schematic) stained and gated to detect V $\alpha$ 2+V $\beta$ 5+ cells. Graph (h) depicts quantification of gating in (g) for biological replicates +/- SEM.

**i.** Schematic depicts radiation chimera design analogous to design of Main Fig 2a in order to assess *Nr4a3*<sup>-/-</sup> single knockout (SKO) cells in OTII/RIPmOVA model. Analysis of these chimeras is presented in panels j, k, l below as well as Supp Fig 4c, d.

**j, k.** Graph depicts absolute number of V $\alpha$ 2+V $\beta$ 5+ SP4 populations (j) or % Foxp3+ cells among SP4 (k) from donor genotypes from WT host and RIPmOVA host chimeras (see chimera schematic i above). Gating as per chimeras depicted in Main Fig 2a.

**l.** Graph depicts surface expression MFI of TCR V $\alpha$ 2 among V $\alpha$ 2+V $\beta$ 5+ SP4 thymocytes of each OTII donor genotype in chimeras depicted in panel i.

#### Statistical tests :

a, b, Unpaired 2-tailed parametric t test, assume equal SD.

d,f, k,l, one way ANOVA with Tukey's multiple hypothesis test.

e, h, j, one way ANOVA with pre-specified comparisons corrected for by Sidak test

a, b plot data from N=10 WT and N=8 RIPmOVA chimeras (biological replicates) as schematized in Fig 2a except for spl foxp3 graph : N=7 WT and N=6 RIPmOVA chimeras.

d-f, h plot data from N=6 WT and N=5 RIPmOVA chimeras (biological replicates) as

schematized in Fig 2a. j-l plot data from N=3 WT and N=3 RIPmOVA chimeras (biological replicates) as schematized in i. Source data are provided as a Source Data file.

**Supp Figure 4.** *Nr4a1* and *Nr4a3* are required for *Bcl2l1*/BIM upregulation by mTEC Ag (related to Fig 3)

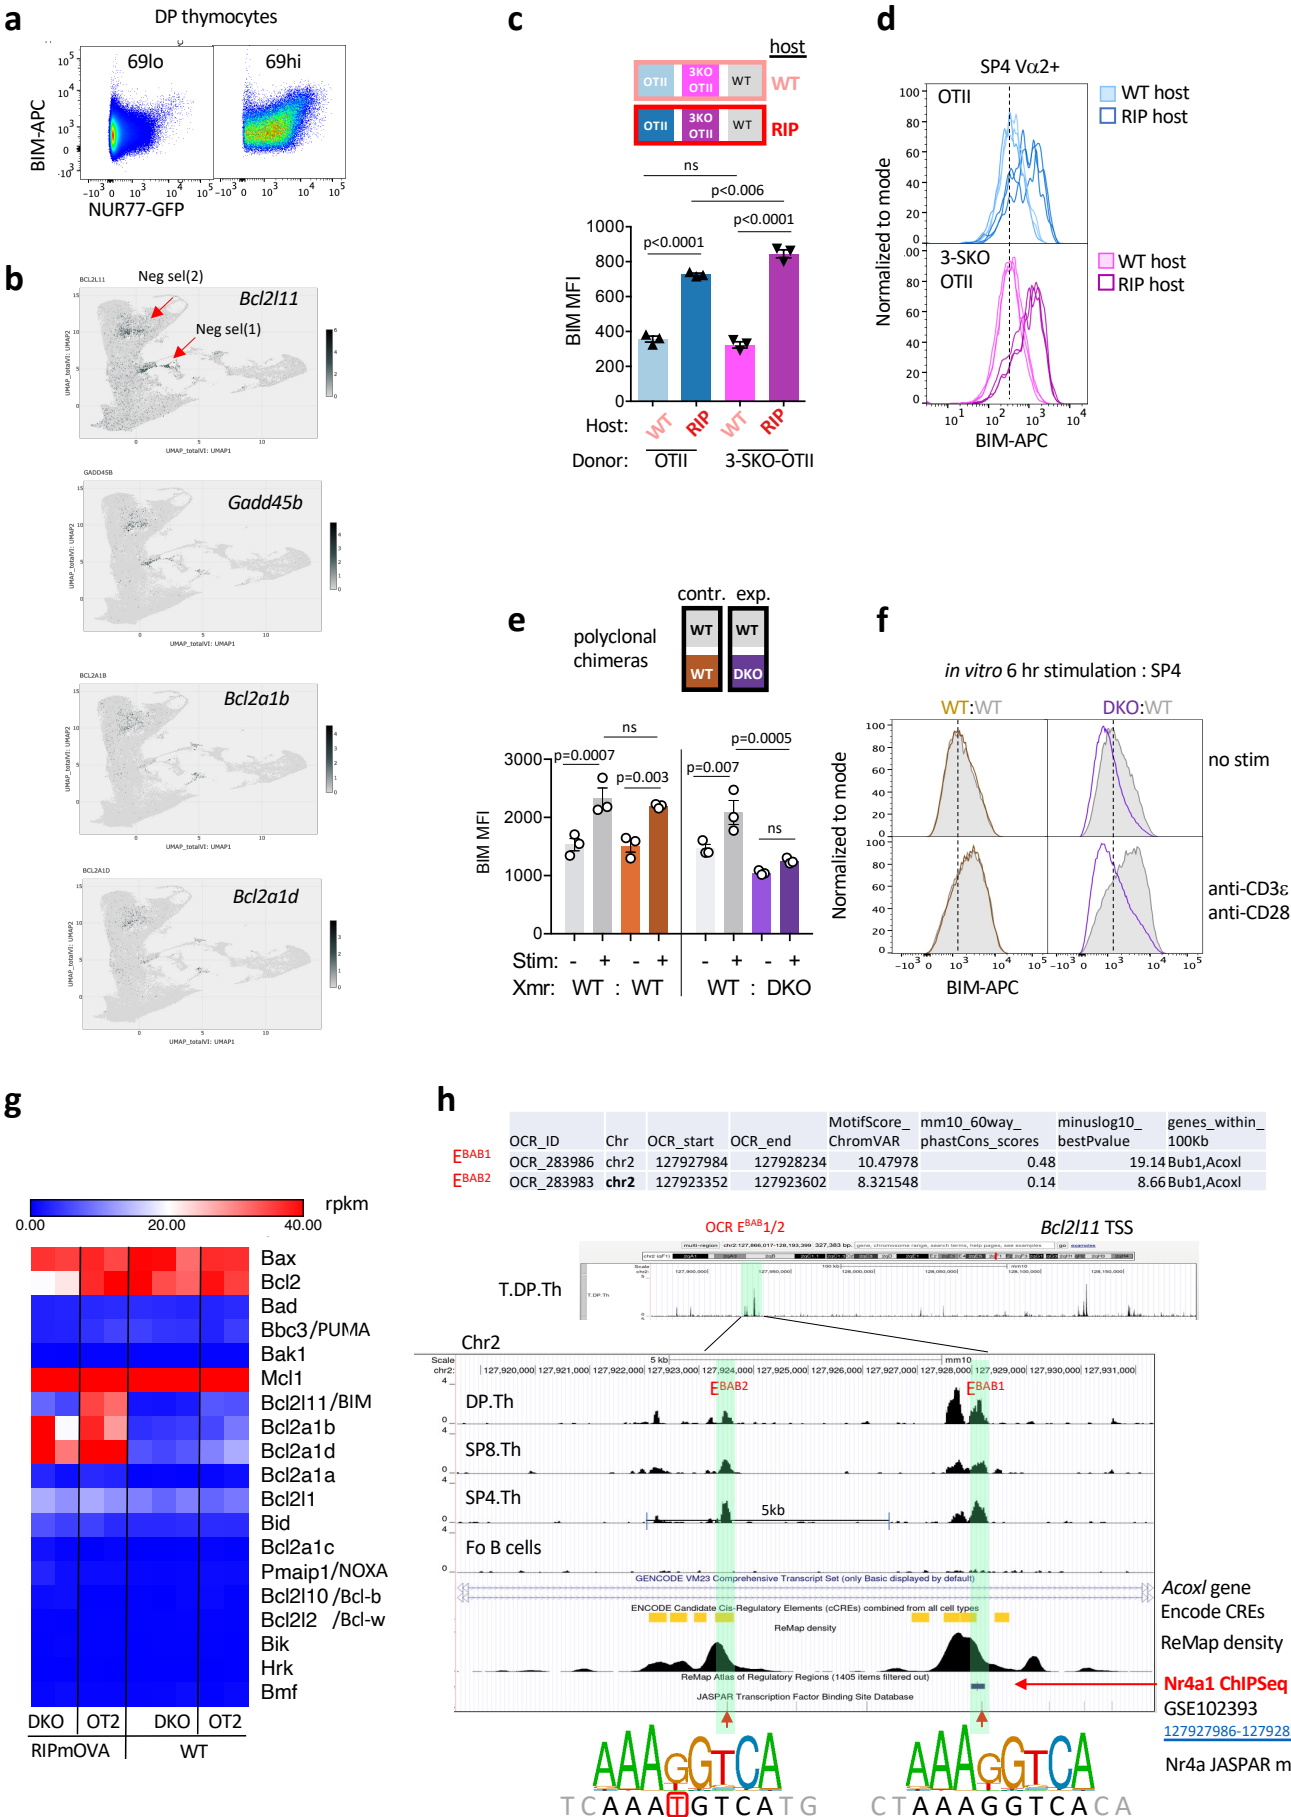

### **Supp Figure 4. Related to Main Figure 3**

**a.** DP thymocytes as described in Fig 3b are gated to identify pre-selection CD69<sup>lo</sup> and post-selection CD69<sup>hi</sup> subsets. Representative plots depict BIM and Nur77-GFP expression.

**b.** Selected transcript UMAP data from publicly available VISION thymus CITEseq interface (<http://s133.cs.berkeley.edu:9002/Results.html>; Steier et al. Nat Imm. 2023 Sep;24(9):1579-1590.)

**c, d.** Quantification and histograms depict ex vivo BIM staining of SP4 thymocytes from Nr4a3<sup>-/-</sup> SKO OTII chimera (see schematic Supp 3i and analysis Supp 3j-l). Experiment performed as in Main Fig 3h, i. 3 biological replicates are shown as overlaid histograms and plotted.

**e, f.** Quantification and representative histograms depict in vitro stimulation of thymocytes from DKO polyclonal chimeras (schematized in Main Fig 1c). Thymocytes from chimeras were stimulated with 10µg/ml 2c11 + 2µg/ml anti-CD28 for 6hr. Cells were then stained to detect thymic subsets with CD4 and CD8, congenic markers, and ic staining for BIM. 3 biological replicates are plotted in e.

**g.** Heatmap depicts absolute rpkm values for pro- and anti-apoptotic Bcl2 family members from RNAseq data set schematized in Fig 2a and described in Fig 4a (Supplementary Data 1a)

**h.** Genomic coordinates of E<sup>BAB1</sup> and E<sup>BAB2</sup> OCRs; UCSC browser tracks depict ATACseq peaks from public immgen.org as shown in Fig 3l but zoomed in.

#### Statistical tests:

c, one way ANOVA with Tukey's multiple hypothesis test.

e, two-way ANOVA with Tukey's multiple hypothesis test.

Source data are provided as a Source Data file.

Supp Figure 5. Transcriptional program induced in thymocytes by self-Ag (related to Fig 4)

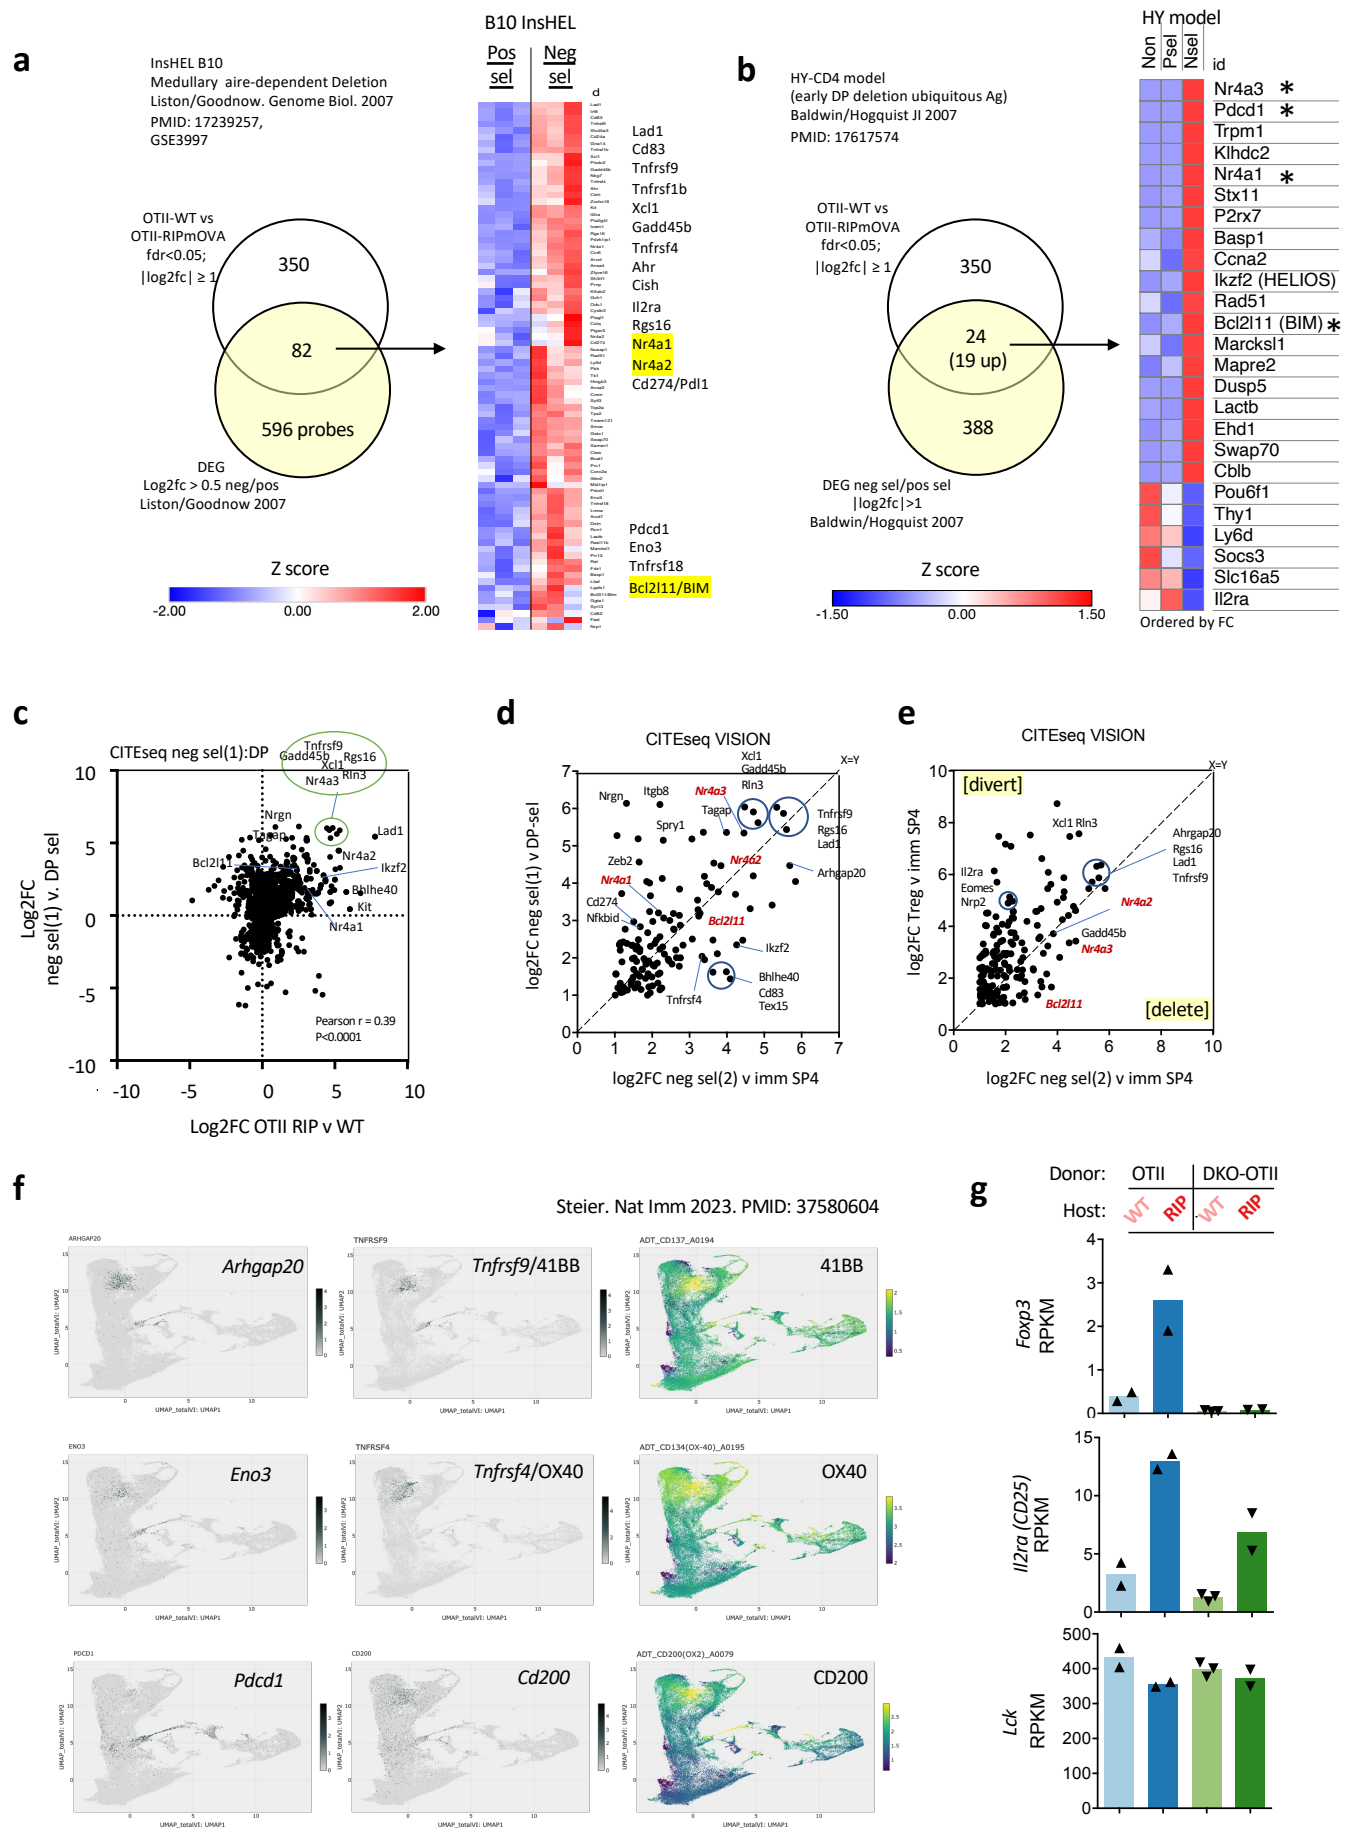

### **Supp Figure 5. Related to Main Figure 4**

- a.** Venn diagram depicts overlap between OTII-RIPmOVA DEG (N=350 as in Fig 5a) and InsHEL model (PMID: 17239257, GSE3997). Heatmap depicts overlapping gene expression in InsHEL model. see also Supplementary Data 2a.
- b.** Venn diagram depicts overlap between OTII-RIPmOVA DEG as above and HY-CD4 model (PMID: 17617574). Heatmap depicts overlapping gene expression in HY-CD4 model. see also Supplementary Data 2b
- c.** FC FC plot as in Fig 5b except CITEseq comparator depict Log2FC Neg sel (1) cluster / signaled DP. Pearson correlation coefficient is quantified. See also Supplementary Data 2c.
- d, e.** FC FC plots as in c above except (d) comparing Neg Sel clusters 1, 2 to non-deleting closest comparitors (signaled DP and imm SP4 respectively), or (e) comparing Treg or Neg Sel 2 clusters each to imm SP4 from CITEseq VISION dataset. Plots include only DEG log2FC>1 AND fdr < 0.05. See also Supplementary Data 2d.
- f.** Selected protein and transcript UMAP data from publicly available VISION thymus CITEseq interface (<http://s133.cs.berkeley.edu:9002/Results.html>; Steier et al. Nat Imm. 2023 Sep;24(9):1579-1590.)
- g.** Graphs depict RPKM for *Foxp3*, *Il2ra*, and *Lck* in CD69hi Va2+ SP4 thymocytes of either WT-OTII or DKO-OTII donor genotypes from chimeras depicted in Main Fig 2a. RNAseq was performed on biological replicates (Supplementary Data 1a depicts p value and fdr for all pairwise comparisons across sample types, GSE235101).

**Supp Figure 6.** Nr4a-dependent transcriptional program induced in thymocytes by self-Ag (related to Fig 4)

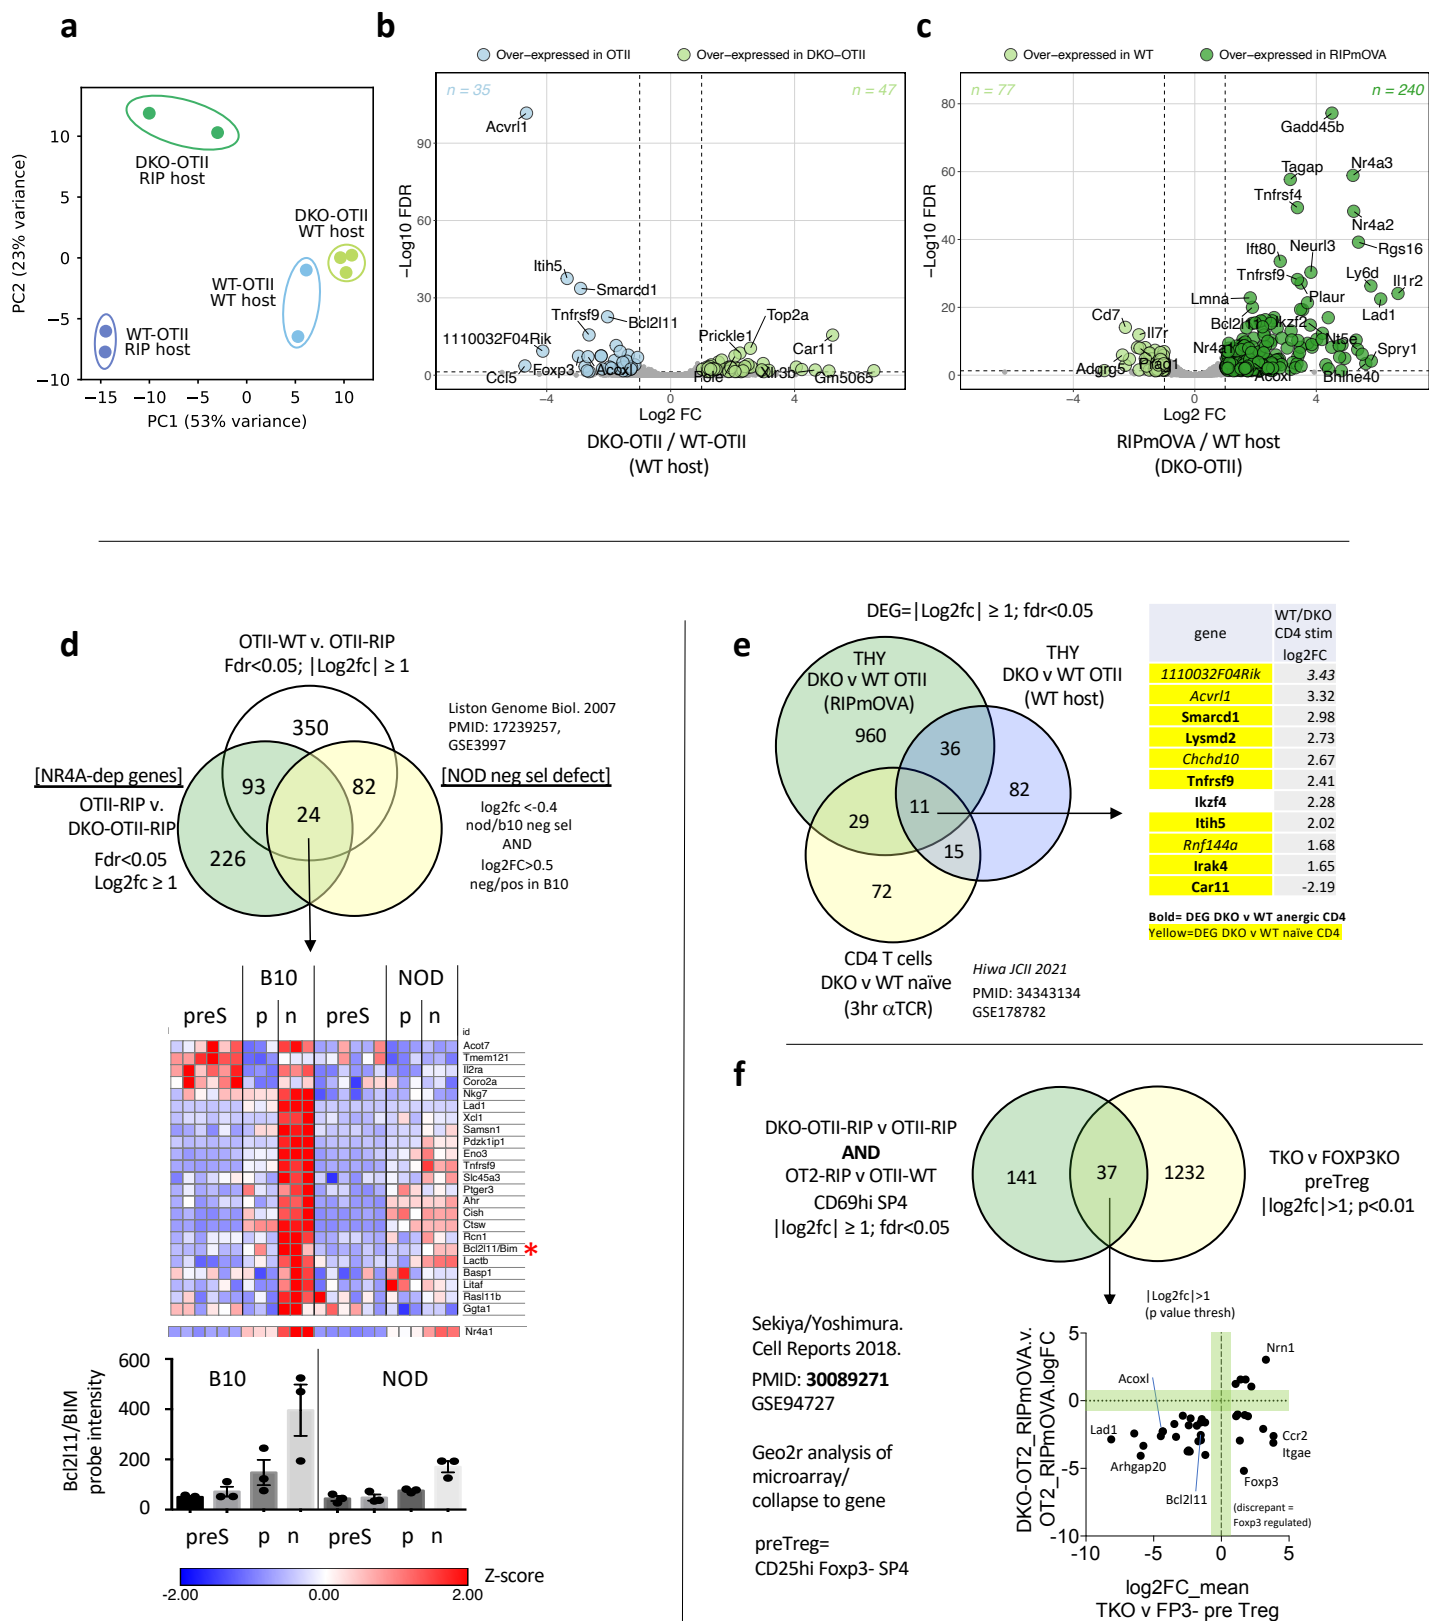

### **Supp Figure 6. Related to Main Figure 4**

- a.** PCA plot depicts data from RNAseq experiment described in Main Fig 4a, GSE235101)
- b.** As in (a) except volcano plot depicts DEG (colored points) in WT-OTII vs. DKO-OTII thymocytes sorted from WT hosts.
- c.** As in (a) except volcano plot depicts DEG (colored points) DKO-OTII thymocytes sorted from either WT or RIPmOVA hosts.
- d.** Venn diagrams depict overlap between Nr4a-dependent genes and those induced by RIPmOVA in our RNAseq data set (white/green circle overlap) along with NOD-dependent genes induced in InsHEL model (yellow circle; PMID: 17239257, GSE3997). Filtering criteria as noted in figure. See also Supplementary Data 2a
- e.** Venn diagrams depict Nr4a-dependent genes in thymocytes from RIPmOVA and WT host chimeras (white, blue circles) compared to Nr4a-dependent genes from peripheral naïve (CD62Lhi CD25- CD73- FR4-) CD4 T cells (DKO v WT) stimulated through TCR for 3 hr (yellow circle, PMID: 34343134; GSE178782). Filtering criteria as noted in figure :  $=|\text{Log2fc}| \geq 1$ ;  $\text{fdr} < 0.05$ . see also Supplementary Data 2g which additionally identifies shared Nr4a-dependent genes among naïve CD4 ex vivo and among anergic CD4 (CD44hi CD62Llo CD25- CD73hi FR4hi) of same data set. Overlap among all data sets annotated with bold, yellow highlighting.
- f.** Venn diagram depicts Nr4a-regulated genes induced in RIPmOVA hosts in our data set (white circle) with Nr4a-dependent genes in pre-Treg (CD25hi Foxp3- thymocytes) defined by comparing Nr4a1/2/3 TKO with Foxp3KO (PMID: 30089271; GSE94727 microarray data set analyzed via Geo2r and collapsed to gene). Filtering criteria as noted in figure. FC FC plot depicts overlap genes to identify concordantly Nr4a-dependent genes in bottom left quadrant. See also Supplementary Data 2f

**Supp Figure 7.** Transcriptional program induced by Nr4a family in thymus and periphery (related to Fig 4)

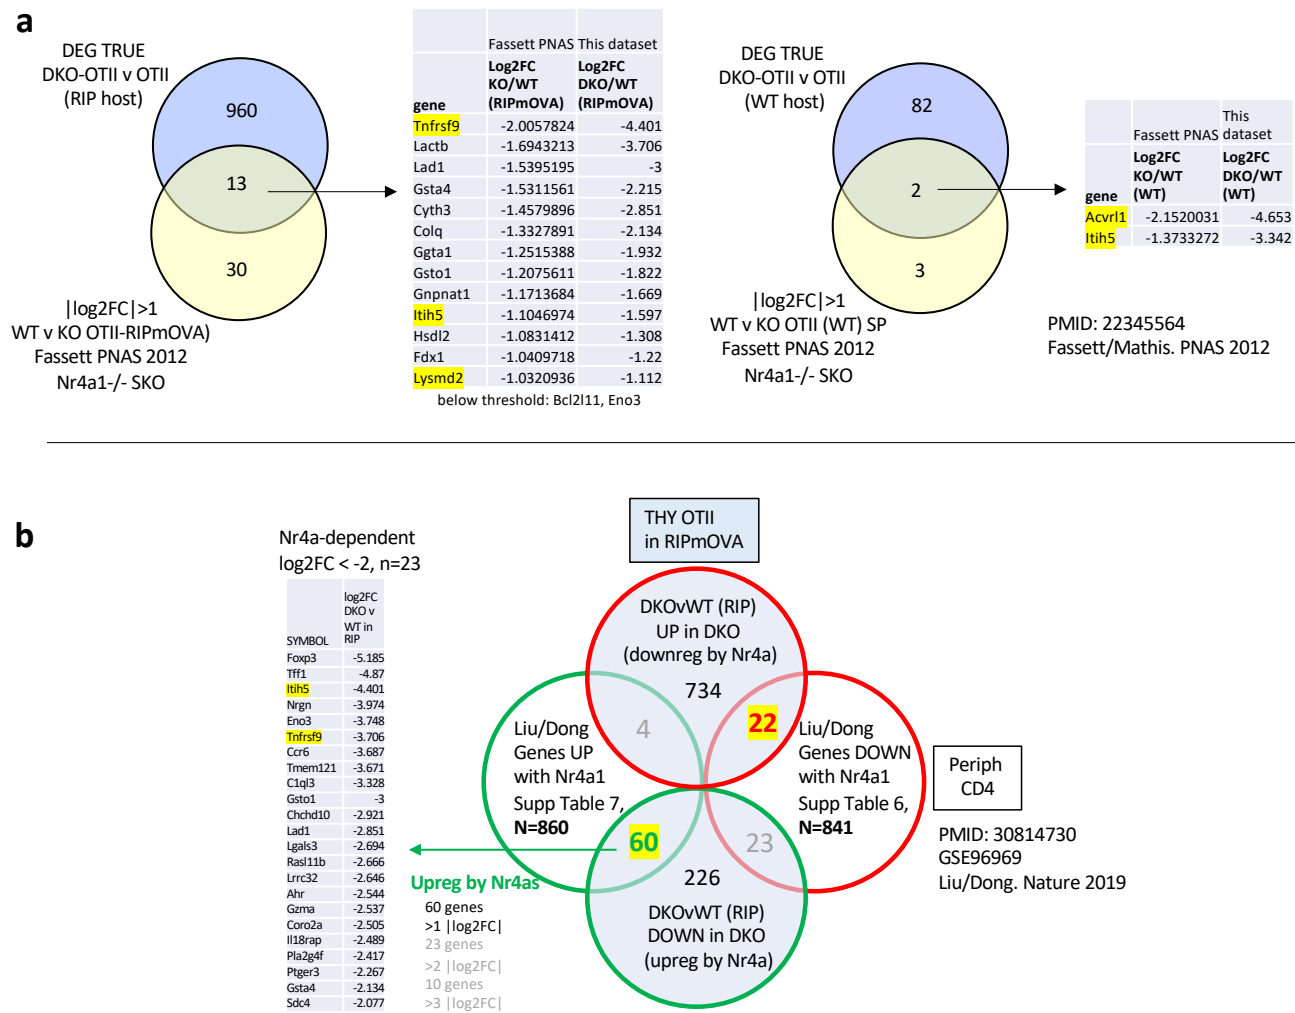

**a.** Venn diagrams compare DKO-dependent genes in either RIPmOVA (left) or WT (right) host chimeras with analogous samples from Nr4a1-/- OTII expressing RIPmOVA or not. Filtering criteria as noted in figure. Log2FC of overlap genes from both data sets as noted.

**b.** Venn diagrams compare DEG downregulated (top red/blue circle) or upregulated (bottom green/blue circle) between DKO-OTII and WT-OTII thymocytes from RIPmOVA host chimeras against Nr4a-dependent genes identified in peripheral T cells using Nr4a misexpression (white circles with red/green outlines; PMID: 30814730; GSE96969; filtering as applied by authors to generate Supplementary Data-Tables 6, 7 in reference). Yellow highlighting identifies concordantly Nr4a-regulated genes across data sets and table shows most highly Nr4a-upregulated shared genes. see also Supplementary Data 2h

**Supp Figure 8.** RTE exhibit imprint corresponding to thymic Ag encounter (related to Fig 5, 6)

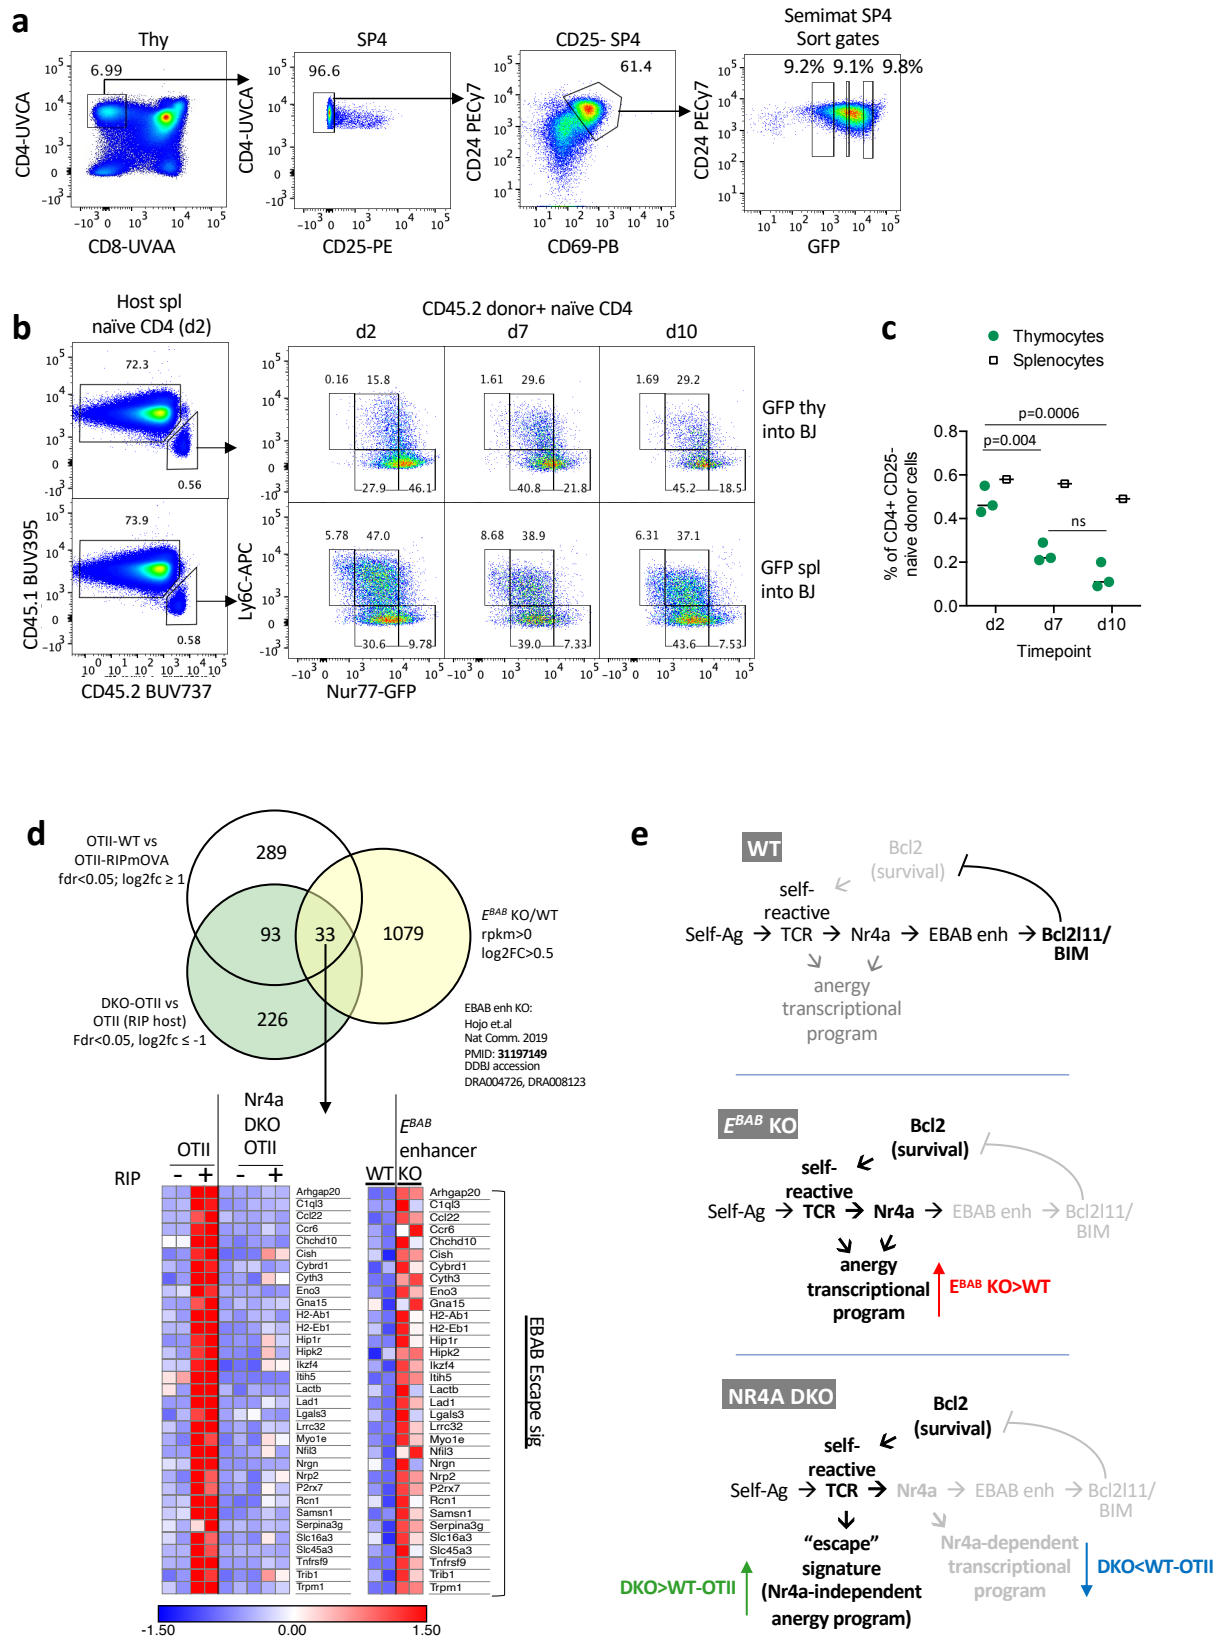

**Supp Fig 8. Related to Main Fig 5 and 6.**

- a.** Gating scheme for sort to identify semimature SP4 thymocytes (CD24<sup>hi</sup> CD69<sup>hi</sup> CD25<sup>-</sup>) with lo, med, hi GFP expression. 

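The panel describes how the sorted samples were defined. SP4 thymocytes carry CD4, CD69hi marks thymocytes after selection in the paper's gating, and CD25, by which the paper gates SP4 Treg, was excluded. The GFP gates then each took 10% of the GFP distribution, so GFPlo, GFPmed and GFPhi are parts of one distribution of reporter signal.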

Sorted cells subjected to RNAseq with data presented in Main Fig 5.
- b.** Gating scheme for adoptive transfer depicted in Main Fig 6e. CD45.2<sup>+</sup> stain on recipient spleen identifies donor thymocytes (top) or splenocytes (bottom) retrieved from recipient CD45.1 host pre-gated to identify CD4<sup>+</sup> CD62L<sup>hi</sup> CD44<sup>-</sup> CD25<sup>-</sup> naïve cells. Righthand plots depict representative staining and gating for Nur77-eGFP and Ly6C to identify Pop A-D among CD45.2 donor cells in lefthand plots. Results are quantified in Main Fig 6f.
- c.** Graph depicts frequency of donor cells identified as in (b) at serial time points. N=3 biological replicates per time point for transferred thymocytes and N=1 reference per time point for transferred splenocytes.
- d.** Venn diagram depicts RIPmOVA-induced genes that are Nr4a dependent (white/green circle overlap) among genes overinduced in EBAB enhancer KO thymocytes (yellow circle). Heatmaps depict expression of those genes in our thymic RNAseq data set aligned against expression in WT or EBAB KO RNAseq data set (PMID: 31197149; see also Supplementary Data 4g)
- e.** models schematize regulation of Ag-dependent transcriptional modules in thymocytes that give an over-induced “escape” signature among either EBAB KO or Nr4a1/3 DKO cells that escape BIM-induced deletion. The escape signature is uncoupled from Nr4a-dependent program in DKO cells.

**Statistical tests:**

- c, one way ANOVA with Tukey’s multiple hypothesis test comparing thymocytes.
- Source data are provided as a Source Data file.

**Supp Figure 9. DKO thymocytes acquire an anergic program that persists in the periphery (related to Fig 7, 8)**

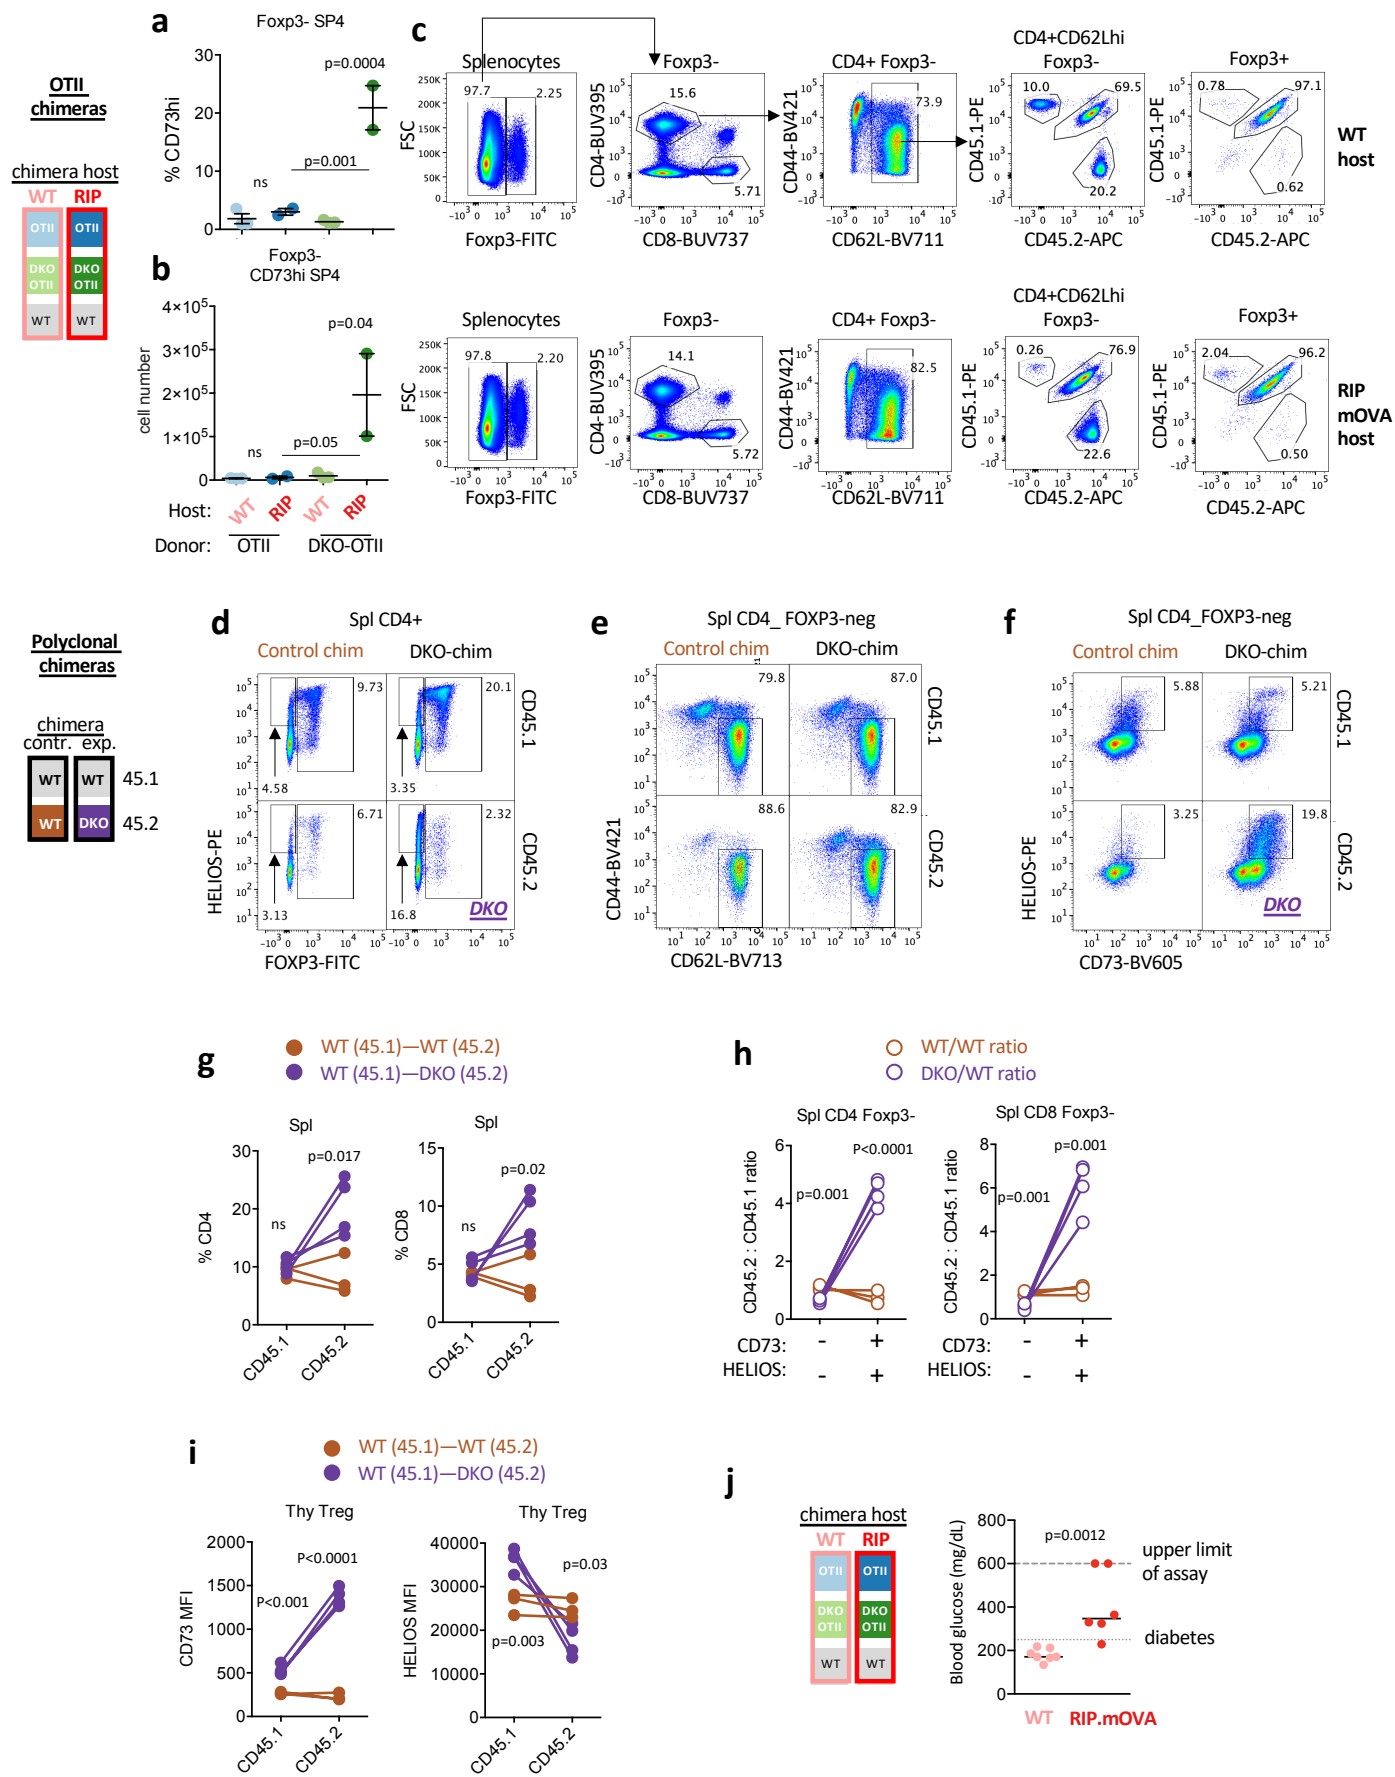

### **Supp Figure 9. Related to Main Figures 7, 8**

**a, b.** Graphs depict quantification of CD73<sup>+</sup> cells among SP4 Foxp3<sup>-</sup> OTII thymocytes of each genotype from RIPmOVA and WT host chimeras as gated in Fig 8h. Graphs depict N=3 WT host and N=2 RIPmOVA host chimeras +/- SEM.

**c.** Gating scheme depicts donor genotype contribution to Foxp3<sup>+</sup> CD4 splenocytes and naïve Foxp3<sup>-</sup> CD4 splenocytes from RIPmOVA and WT host chimeras (see Fig 2a schematic).

**d-f.** Representative plots depict splenocytes from polyclonal chimeras (see Fig 1c schematic) stained to identify among each donor genotype intra-cellular FOXP3 and HELIOS within CD4<sup>+</sup> gate (d), naïve CD62L<sup>hi</sup> CD44<sup>lo</sup> FOXP3<sup>-</sup> CD4 T cells (e), and HELIOS<sup>+</sup>CD73<sup>+</sup> gate among FOXP3<sup>-</sup> CD4 T cells (f).

**g.** Graphs depict % CD4 and % CD8 splenic T cells within each donor genotype from polyclonal chimeras (see Fig 1c schematic) as gated in Main Fig 9e. Lines connect donor cells from same chimera.

**h.** Graphs depict ratio of donor genotypes in polyclonal chimeras (Fig 1c schematic) from among CD73<sup>-</sup>HELIOS<sup>-</sup> and CD73<sup>+</sup>HELIOS<sup>+</sup> FOXP3<sup>-</sup> splenic T cell populations (as gated in Supp Fig 9f above).

**i.** Graphs depict MFI of CD73 (left) and HELIOS (right) in thymic FOXP3<sup>+</sup> SP4 Treg from each donor genotype in polyclonal chimeras (Fig 1c schematic). Lines connect donor cells from same chimera.

**j.** Blood glucose (mg/dL) from WT or RIPmOVA chimeras (see Main Fig 2a schematic) at 5.5-6.5 weeks following irradiation and bone marrow transfer. N=7 WT and N=6 RIPmOVA hosts (biological replicates).

#### Statistical tests:

a, b, one way ANOVA with Tukey's multiple hypothesis test.

g-j unpaired two-tailed parametric t-test, assume equal SD

Data in c represents N=2 DKO-OTII-RIPmOVA host chimeras and N=3 OTII-RIPmOVA host chimeras and reflect 3 independent sets of chimeras.

Data in d-f represent N=4 DKO:WT and N=3 control chimeras.

Source data are provided as a Source Data file.

**Supp Figure 10. *Nr4a1* and *Nr4a3* are required for negative selection by tissue-specific Ag**

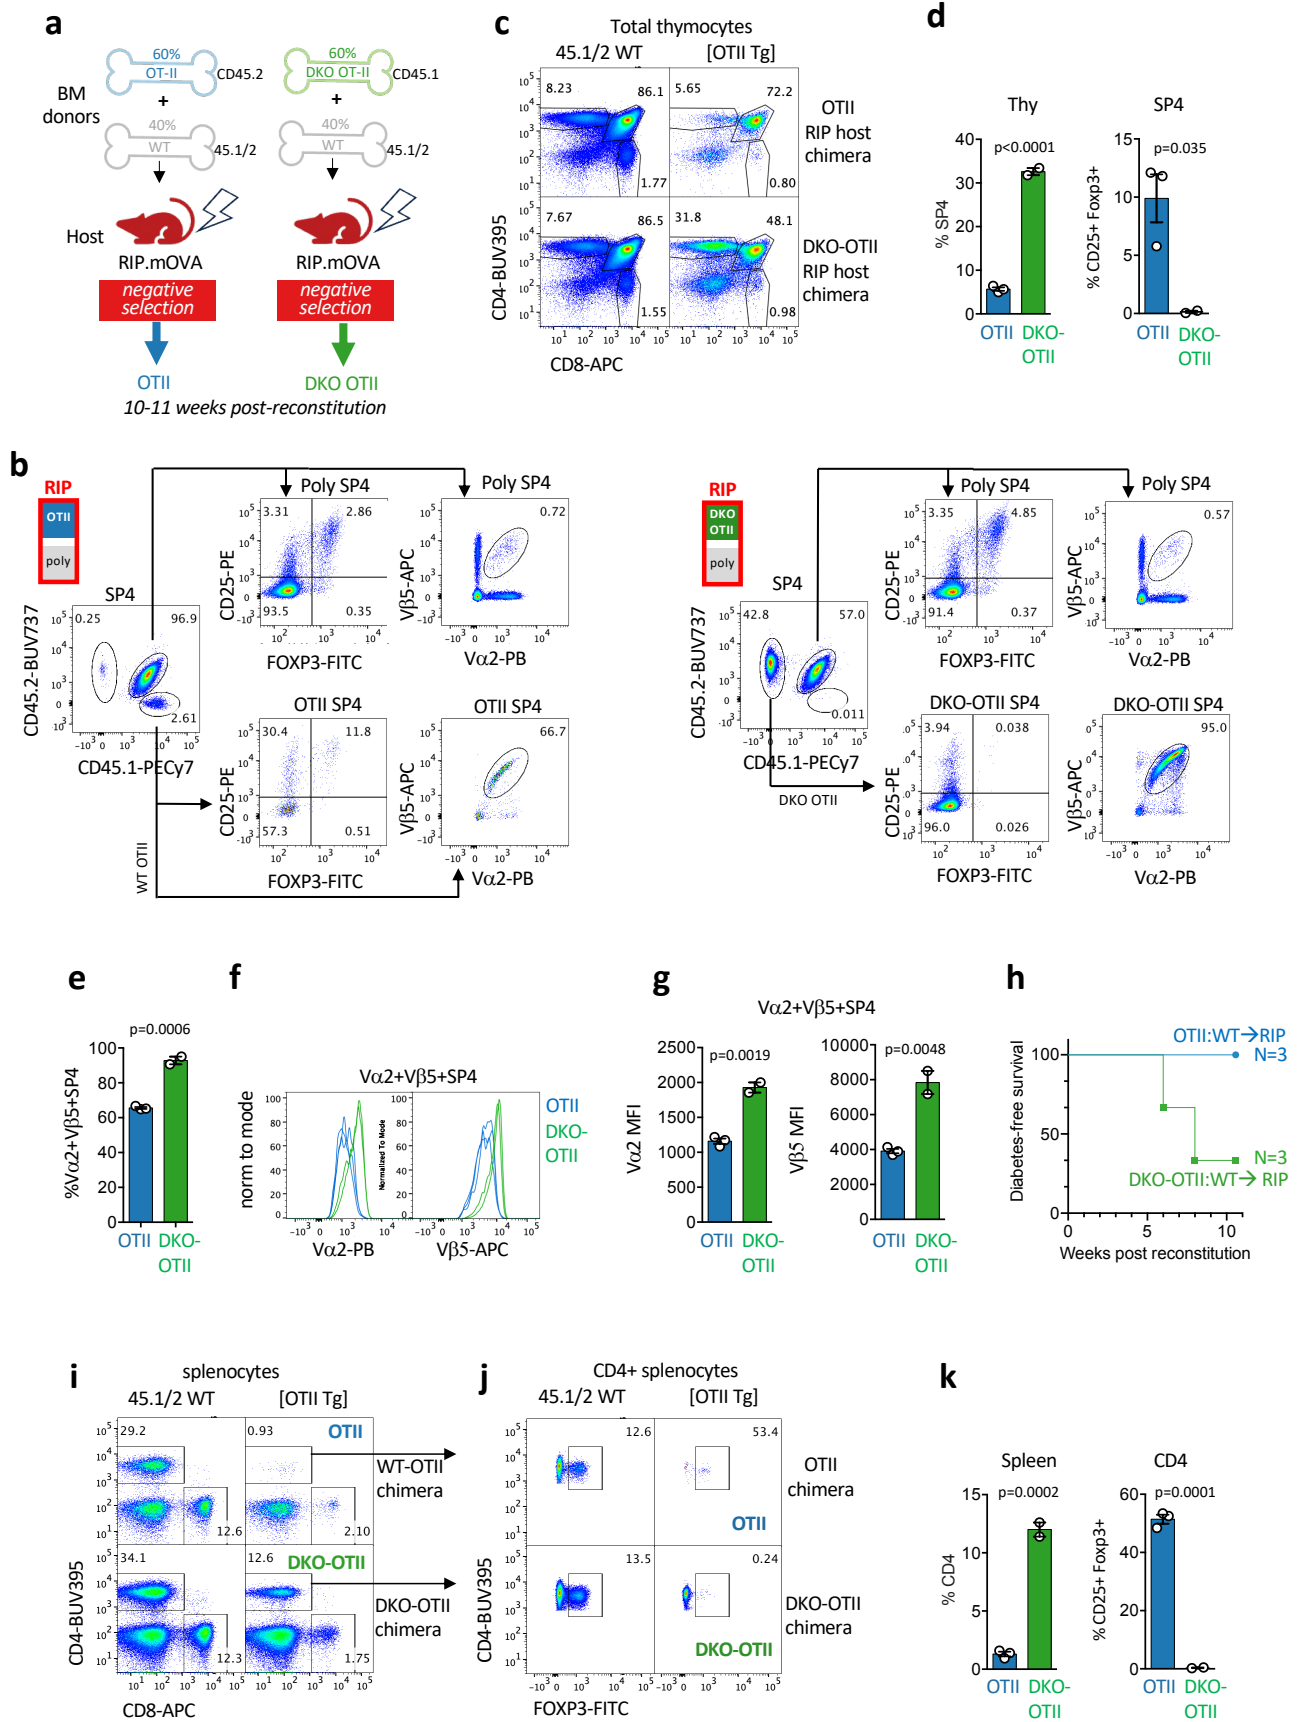

**Supplementary Figure 10. Related to Main Figs 8k, l.**

**a.** Schematic depicts radiation chimera design.

**b-d.** thymocytes from chimeras depicted in (a), harvested 10-11 weeks after BM transfer, and stained to detect congenic markers CD45.1/2, CD4/8 co-receptors, CD25, V $\beta$ 5/V $\alpha$ 2 TCR chains, and intra-cellular Foxp3 expression.

**b.** Gating scheme depicts donor genotypes (WT-OTII or DKO-OTII as well as admixed polyclonal donor) within SP4 compartment, and arrows direct to CD25/Foxp3 staining for each genotype to define Treg, pre-Treg, Tconv gates. V $\alpha$ 2 and V $\beta$ 5 staining identify OTII TCR.

**c.** Representative plots depict thymic subsets of each donor genotype

**d.** Quantification of subsets among each donor genotype as gated in b, c. values from N=2 DKO-OTII/RIPmOVA and N=3 WT-OTII/RIPmOVA chimeras +/-SEM.

**e-g.** Thymocytes from these RIPmOVA chimeras (a) were stained to detect v $\beta$ 5 and v $\alpha$ 2 TCR surface expression among subsets. Representative plots depict v $\beta$ 5+ v $\alpha$ 2+ OTII TCR gate among SP4 thymocytes of either WT-OTII or DKO-OTII donor genotype (e). Representative histograms depict surface expression of these TCR chains from SP4 thymocytes of either donor genotype and quantification of MFI +/- SEM (f, g).

**h.** Survival curve depicts time to onset of diabetic blood glucose of chimeras depicted in (a) for N=3 OTII:poly chimeras in RIPmOVA hosts and N=3 OTII:poly chimeras in RIPmOVA hosts.

**i-k.** splenocytes from chimeras depicted in (a), harvested and stained as in b-c. Representative plots depict peripheral splenic T cell subsets of each donor genotype (i), Treg gating among SP4/CD4 T cells of each donor genotype (j), and quantification of these values from N=2 DKO-OTII/RIPmOVA and N=3 WT-OTII/RIPmOVA chimeras +/- SEM (k).

Statistical tests:

d, e, g, k, unpaired two-tailed non-parametric t-tests

d, e, g, k graphs depict N=2 DKO-OTII/RIPmOVA and N=3 WT-OTII/RIPmOVA chimeras and are representative of at least 3 biological replicates of each.

Source data are provided as a Source Data file.

Supp Figure 11. Model

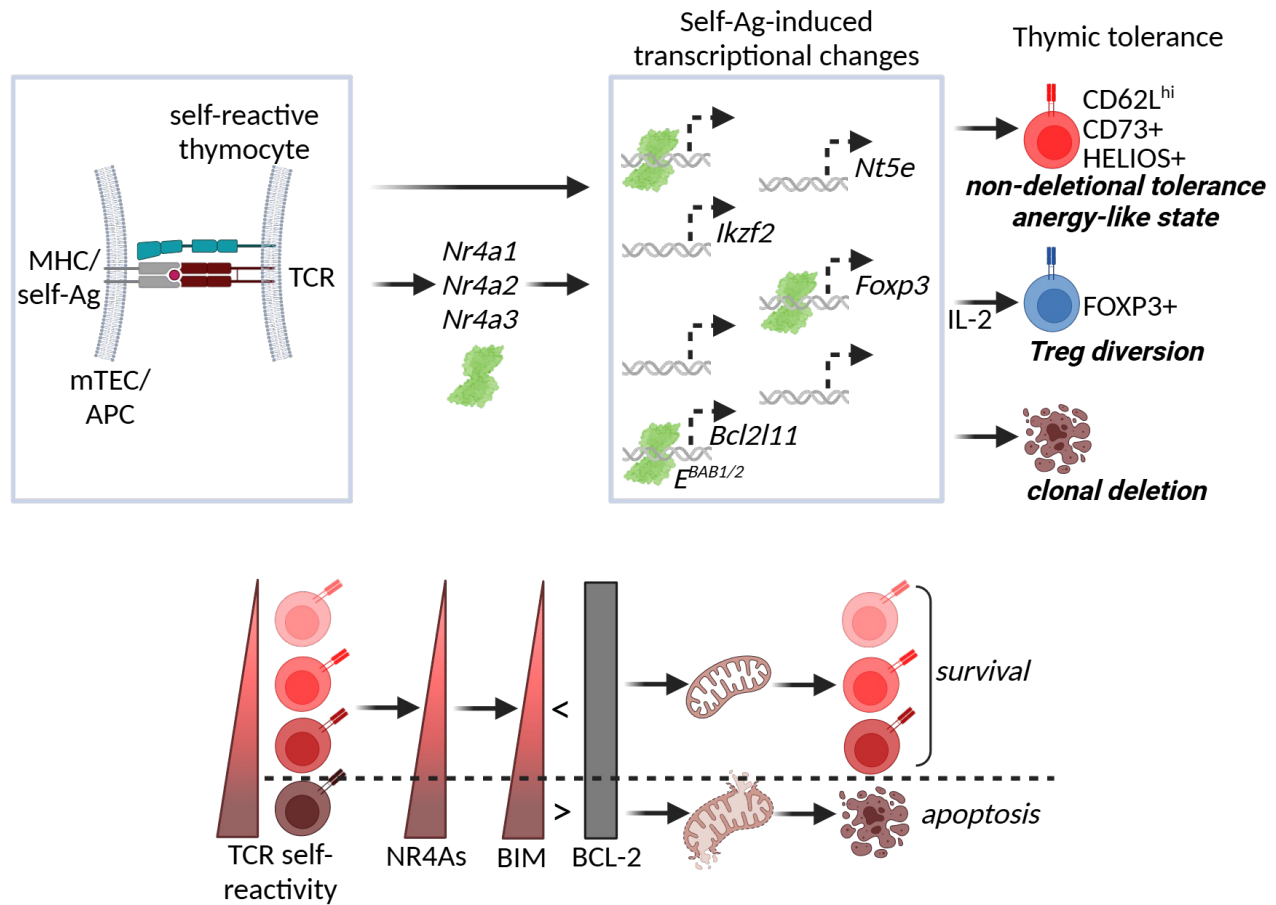

Nr4a genes are TCR-induced in SP thymocytes in the medulla during thymic selection where they induce both *Bcl2l11*/BIM expression via E<sup>BAB</sup> enhancer engagement and a broader transcriptional program that promotes both Treg diversion and an anergy like program. We hypothesize that when BIM expression stoichiometrically overwhelms anti-apoptotic Bcl2 family members, highly signaled thymocytes with highest Nr4a expression trigger apoptosis. Created in BioRender. Nielsen, H. (2025) <https://BioRender.com/v911322>

# Supplementary material for: Nr4a1 and Nr4a3 redundantly control clonal deletion and contribute to an anergy-like transcriptome in auto-reactive thymocytes to impose tolerance in mice
**Source:** Nat Commun. 2025 Jan 17;16:784. doi: 10.1038/s41467-025-55839-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Title: Transcriptional control of central T cell tolerance by NR4A family nuclear receptors

First author: Hailyn V. Nielsen

File name: Supplementary Data 1

Description: Tables 1a, b

File name: Supplementary Data 2

Description: Tables 2a-h

File name: Supplementary Data 3

Description: Tables 3a, b

File name: Supplementary Data 4

Description: Tables 4a-g

| <b><u>Table</u></b> | <b><u>Title</u></b>                                                                                                           |  |  |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------|--|--|
| <b>1a</b>           | DEG among CD69hi Va2Vb5 SP4: DKO OTII and WT OTII in WT or RIPmOVA hosts                                                      |  |  |
| <b>1b</b>           | OCRs with Nr4a consensus sites within 200kb of TSS of Bcl2l11 (Immgen ATACseq)                                                |  |  |
| <b>2a</b>           | Comparison of OTII/RIPmOVA with InsHEL/3A9 model on B10 and NOD genetic backgrounds                                           |  |  |
| <b>2b</b>           | Comparison of OTII/RIPmOVA with HY-CD4 model of ubiquitous Ag-mediated thymic deletion                                        |  |  |
| <b>2c</b>           | Comparison of OTII/RIPmOVA with CITEseq negative selection clusters                                                           |  |  |
| <b>2d</b>           | Comparison between CITEseq Treg and Neg selection clusters                                                                    |  |  |
| <b>2e</b>           | Comparison of DKO-OTII and WT-OTII/RIPmOVA data set with Nr4a1 SKO RIPmOVA data set                                           |  |  |
| <b>2f</b>           | Comparison of DKO-OTII and WT-OTII/RIPmOVA with TKO pre-Treg thymocytes                                                       |  |  |
| <b>2g</b>           | Comparison of DKO-OTII and WT-OTII/RIPmOVA to DKO peripheral T cells                                                          |  |  |
| <b>2h</b>           | Comparison of DKO-OTII and WT-OTII/RIPmOVA with Nr4a-dependent genes in CD4 T cells (overexpression)                          |  |  |
| <b>3a</b>           | DEG between semimature SP4 thymocytes sorted according to GFP level from Nur77/Nr4a1-eGFP reporters                           |  |  |
| <b>3b</b>           | Overlap of GFPhi SP4 transcriptomes from Nur77-eGFP reporter and OTII/RIPmOVA model                                           |  |  |
| <b>4a</b>           | Comparison of OTII/RIPmOVA gene set to peripheral naïve, stimulated, anergic CD4 T cells                                      |  |  |
| <b>4b</b>           | Comparison of OTII/RIPmOVA gene set to CD4 T cell tolerance (Ttol)                                                            |  |  |
| <b>4c</b>           | Comparison of OTII/RIPmOVA gene set with CA-NFAT-RIT misexpression in CD4, CD8 T cells                                        |  |  |
| <b>4d</b>           | Comparison of OTII/RIPmOVA gene set with exhaustion-associated genes                                                          |  |  |
| <b>4e</b>           | Overlap of Nur77-GFPhi SP4 transcriptome with DAR in naive CD4+ subsets sorted according to Nur77-GFP/Ly6C gates (pop D v A)  |  |  |
| <b>4f</b>           | Overlap of OTII/RIPmOVA SP4 transcriptome with DAR in naive CD4+ subsets sorted according to Nur77-GFP/Ly6C gates (pop D v A) |  |  |
| <b>4g</b>           | Overlap of OTII/RIPmOVA gene set and Nr4a dependence of EBAB escape signature                                                 |  |  |

# Supplementary material for: Nr4a1 and Nr4a3 redundantly control clonal deletion and contribute to an anergy-like transcriptome in auto-reactive thymocytes to impose tolerance in mice
**Source:** Nat Commun. 2025 Jan 17;16:784. doi: 10.1038/s41467-025-55839-5
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry data were collected on a Fortessa and sorted on Aria (BD Biosciences).

## Data analysis

Flow cytometry data was analyzed using FlowJo (v10) software (BD Biosciences). Statistical analysis and graphs were generated using Prism v6 and/or v10 (GraphPad Software, Inc).

For RNAseq data set (a), raw fastq files were mapped to the mm10 genome using STAR98 with the GENCODE vM17 reference transcriptome. PCR duplicate reads were marked with Picard MarkDuplicates and removed from downstream analyses. Reads mapping to exons for all unique ENTREZ genes were summarized using GenomicRanges99 in R v3.5.2 and normalized to reads per kilobase per million (RPKM). For data set (b), raw fastq files were adapter- and quality-trimmed with Trim Galore v0.6.10 and then mapped to the GRCm38 (mm10) genome using STAR v2.7.11b98 with the GENCODE vM25 gene annotation. PCR duplicate removal and Gene-level counts generation were handled by STAR with the options --bamRemoveDuplicatesType Uniquelidentical and --quantMode GeneCounts, respectively. Counts were normalized to transcripts per kilobase per million (TPM). Differentially expressed genes between sample groups within each of the two data sets were determined using DESeq2100, and genes that displayed an absolute log<sub>2</sub> fold change ≥1= and Benjamini–Hochberg false discovery rate (FDR)–corrected p value ≤0.05 were considered significant. PCA plots were made using the plotPCA R function from gene-level counts normalized with variance stabilizing transformation100.

Heatmaps were generated using the Morpheus online tool (<https://software.broadinstitute.org/morpheus/>) with default clustering of rows (Pearson minus one) unless otherwise noted in figure legend. Volcano and FC plots were generated using R Statistical Software, Prism, or matplotlib.

Gene set enrichment analyses were performed with GSEA v4.3.3 (refs 97,98).

Public CITEseq data were analyzed using VISION graphical user interface (<http://s133.cs.berkeley.edu:9002/Results.html>), (GSE186078) (ref 38).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw Fastq and processed data files (either RPKM or TPM) for the original RNA-seq analyses have been deposited in the NCBI Gene Expression Omnibus and are publicly available under accession code (a) GSE235101 and (b) GSE279344, and are also provided in Tables 1a, 3a. All previously published/public data sets analyzed in this manuscript are referenced with PMID and data repository locations where available in Tables 1-4. All other data that support the findings of this study are available from the corresponding author upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on previous studies of similar nature.                                                                                                                                                                                            |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                              |
| Replication     | At least two independent experiments and typically three or more - as noted in figure legends - were performed and all experiments were reliably reproduced. The reproducibility was based on magnitude and consistency of measurable differences between samples. |
| Randomization   | n/a. cells from all animals stimulated in parallel with comparator reagents in every experiment. no randomization of mice was necessary.                                                                                                                           |
| Blinding        | Experiments were not performed in a blinded fashion. Blinding was not relevant to our study, since we are studying and comparing the property of known cell types and genotypes across comparator stimuli using objective data measurements (flow staining e.g.).  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Antibodies:</p> <p>Abs for intra-cellular staining: HELIOS Ab conjugated to PE (clone 22F6, cat. 563801, BD Biosciences), BIM (clone C34C5; cat. 2933S, Cell Signaling) Rabbit mAb, FOXP3 Ab conjugated to APC or FITC (clone FJK-16s, Invitrogen). Anti-pERK (Phospho-p44/42 MAPK (T202/Y204) (clone 197G2, Cell Signaling) Rabbit Ab. Donkey Anti-Rabbit IgG (H+L) conjugated to APC (Jackson ImmunoResearch).</p> <p>Stimulatory Abs: Anti-CD3 (clone 2c11) (BioLegend). Anti-CD28 (BioLegend cat: 102102 – clone 37.51). Goat anti-Armenian Hamster antibody secondary cross-link (Jackson ImmunoResearch).</p> <p>Abs for surface markers: Streptavidin (SA) and Abs to CD4 (RM4-5 or GK1.5), CD5 (53-7.3), CD8 (53-6.7), CD24 (M1/69), CD25 (PC61.5), CD62L (MEL-14), CD69 (H1.2F3), CD44 (IM7), CD45.1 (A20), CD45.2 (104), CD73 (TY/11.8), FR4(12A5), Ly-6C(AL-21), Va2 (B20.1), Vb5(MR9-4), and TCRb (H57-597) conjugated to biotin or fluorophores (Biolegend, eBiosciences, BD, or Tonbo)</p> <p>Primary Abs used at 1:200 except Foxp3 and pErk each used at 1:100, and secondary for BIM, pErk staining Donkey anti-rabbit APC was used at 1:100.</p> |
| Validation      | Commercial available antibodies were used which were validated by the manufacturers on their official website. Antibodies and clones used are common and described in the literature.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>All mice were housed in a specific pathogen-free facility at UCSF or Emory University according to institutional and National Institutes of Health guidelines. C57BL/6 (CD45.2) and BoyJ (CD45.1) mice (both considered WT here) were initially purchased from The Jackson Laboratory (Strain #:000664) or Charles River Labs (Strain Code 564), respectively. Nur77-eGFP BAC Tg mice were previously described [ref 26]. RAG-GFP mice were previously described and characterized as marker of RTEs [refs 75,95]. OT-II TCR transgenic mice [96] and RIP.mOVA transgenic mice [54] were previously described. Nr4a3-deficient allele was generated in our laboratory on the C57BL/6 genetic background as previously described [ref 77]. Nr4a3-/-Nr4a1-/- (DKO) mice were previously described [21] and</p> |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

were bred to OT-II mice to create the OT-II Nr4a1/-Nr4a3/- strain. BIM-deficient B6.129S1-Bcl2l1tm1.1Ast/J line (Jackson Strain #:004525)[ref 10] were crossed to Nur77-GFP mice. Foxp3-RFP [ref 97] mice crossed to Nur77-GFP were previously described [ref 73]. All strains were fully backcrossed to C57BL/6 genetic background for at least 6 generations. RIP.mOVA CD45.1/2 and WT CD45.1/2 mice were F1 progeny from RIP.mOVA x BoyJ crosses. OTII was crossed with BoyJ to generate and maintain OTII CD45.1 line. Mice of both sexes were used for experiments between the ages of 3 and 10 weeks except for BM chimeras as described below. Experimental and control chimeras were co-housed following irradiation. All experiments were approved by Institutional Animal Care & Use Committee (IACUC). Standard housing conditions used time controlled lighting on standard 12:12 light:dark cycle; humidity between 30-70%; temperature 68-79 degrees F. Euthanasia was carried out using approved protocols : carbon dioxide inhalation followed by cervical dislocation.

Wild animals

n/a

Reporting on sex

mice of both sexes were used for all assays and no differences in thymic phenotypes were observed. Therefore, all data represents pooled results using mice of both sexes.

Field-collected samples

n/a

Ethics oversight

All mice were housed in a specific pathogen-free facility at UCSF according to University and National Institutes of Health guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mouse cells were taken from thymus, spleens or lymph nodes of euthanized animals constructed via radiation chimeras as described in methods. Organs were meshed on cell strainers. ACK lysis was performed to remove RBCs for spleen samples. Culture condition depended on experimental detail outlined in the methods section and in figure legends although majority of analyses were directly ex vivo.

Instrument

Flow cytometry data was collected on Dual LSRFortessa.

Software

Flow cytometry data was analyzed using FlowJo (v10) software (Treestar Inc.). Statistical analysis and graphs were generated using Prism v6 (GraphPad Software, Inc).

Cell population abundance

noted throughout in gating schemes supplied in main and supp figs.

Gating strategy

gating scheme exemplars are presented throughout in main and supp figs.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

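The RNA-seq data cover 9 samples of SP4 thymocytes sorted by GFP from Nur77/Nr4a1-GFP reporter mice, 3 each of GFPlo, GFPmed and GFPhi. Samples were mapped to groups and replicate numbers by their labels and by Supplementary Data 3a, and 0 sample columns of the table were left unused. The pairing used for the replicate block comes from the replicate numbers in the labels and in Supplementary Data 3a.

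The authors trimmed the reads, aligned them with STAR to GRCm38 with GENCODE genes, removed identical duplicates, counted reads per gene and converted them to the deposited TPM. The authors also deposited the mean normalized signal of each group, that is, read counts divided by DESeq2 size factors and averaged. The log2 fold changes and the adjusted p-value of each pair of groups in the table come from the authors' DESeq2 runs. The authors' score columns flag their calls as higher, lower or not called. These last 3 kinds of value were used only for the comparison with the calls made here and to solve for reads.

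The TPM of a gene is its reads times a factor per gene and a factor per sample, and the group means give 3 equations per gene, so the reads of each sample could be solved. In each sample 100% of the values checked came out whole, 41578 genes were solved and 400 were not. The size factors found this way ran from 0.457 to 0.932. Total reads per sample ran from 7465552 to 14943774, with a median of 9426281. Reads were amplified by PCR without molecular identifiers, so counting error is only part of the error. The implied gene lengths were compared with GENCODE annotation of the same build, an earlier release than the one the authors name. They equalled the mean transcript span for 98.3% of 41439 genes and the exonic length for 29.7%, or 3.94% of protein-coding genes. The depth limits what low genes can show. Between 23486 and 29902 genes had a TPM of at least 1 in a sample, a number that did not follow depth. The most were in GFPlo replicate 1, with 7545460 reads, and the fewest in GFPhi replicate 2, with 10973797 reads. These samples also had the highest and the lowest RPM on the olfactory and vomeronasal receptor genes, 4634 and 2153. Genes at a TPM of 1 may therefore reflect background as well as expression.

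The main test was limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with one model over all 9 samples and eBayes with a trend. Genes with a TPM of at least 1 in at least 3 samples were tested. Because the table holds TPM, no count model was the main test; limma-voom on the solved reads was an added alternative. Single genes were tested with exact permutation tests. Enrichment scores used fgsea 1.28.0 with weight 1 and 10000 random gene sets, and limma's camera. Overlaps used Fisher's exact test against the other genes tested. The fit was tested on simulated reads with the samples' depths, in which 200 of 29640 genes were changed: 194 were recovered in their direction, 16 unchanged genes passed the thresholds, and 4 genes passed when none was changed. The changed genes were drawn only from genes with many reads, and all changed by the same size. A shared spread, taken from genes with many reads, served all genes. The simulation therefore does not show how the fit performs for genes with few reads, smaller changes or unequal spread.

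The genes named are those that the paper names or labels in its figures for these samples, and the 5 largest rises and 5 largest falls between GFPlo and GFPhi among DEG with no overlap. Marker lists for other cells were written down before they were tested. The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a TPM of at least 5, median-of-ratios scaling, quantile normalization, only the 2 groups compared, eBayes without the trend, the replicate block, each sample left out in turn, no limit on the fold change, a signal-to-noise ranking, a list with a log2FC of at least 2, a wider definition of Nr4a dependence, and all genes in the principal components. Chosen after seeing the data were limma-voom on the solved reads with library totals or with the authors' size factors, TPM recomputed on exonic length, a filter at the level of the olfactory and vomeronasal receptor genes, and principal components of variance-stabilised reads. Genes of the OT-II, anergy and accessibility experiments were taken from the paper's supplementary tables, and their samples were not analysed here.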

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

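Of the tests in this part, only the share held by the genes with most reads was fixed before its result was seen; the others were chosen after. A signal appeared in genes the paper does not discuss. The 1403 olfactory and vomeronasal receptor genes, not expected in thymocytes, had a median of 3056 RPM over the 9 samples, and 62.9% of them had a read in every sample. If all exons received reads at that rate, between 5.03% and 10.8% of the reads of a sample would be such background.

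Technical explanations were weighed in turn. The 10 receptor genes with most reads held 8.79% of the reads on these genes, which goes against reads of a few genes being misassigned to relatives. Reads per gene rose with the exonic length (Spearman's rho 0.378 across genes, which are not independent replicates), so background spread over the genome, such as DNA or unspliced RNA carried through amplification, may be a source. RPM on these genes did not follow the total reads over the 9 samples (Pearson's r 0.0527, exact permutation p = 0.899; Spearman's rho -0.0333, exact permutation p = 0.948), but without the 2 samples farthest from the median depth r was -0.739 over 7 samples, so depth cannot be ruled out. The level did not separate GFPhi from GFPlo (exact permutation p = 0.7, two-sided), a test that cannot go below 0.1, so a difference between the groups cannot be told apart from none. No sequencing batch is given, although replicate 1 was highest in all 3 groups. With genes limited to the 16752 above the level of the receptor genes, a filter chosen after seeing the data, 331 genes were higher and 109 lower in GFPhi than in GFPlo.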

How the results depend on the processing

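The direction of each named gene was kept under every alternative that gave a value, as no named gene reversed. Over the alternatives that fit the model anew, left-out samples included, the named genes gave 1146 values on the same side of the thresholds, 88 that no longer passed (12 genes) and 23 that newly passed (7 genes). With no limit on the fold change, 60 of 61 stayed on the same side and Egr3 newly passed. The enrichment score of RIPmOVA-induced genes stayed between 0.872 and 0.9 and kept the smallest p of the random sets in each fit. The 4 genes Nr4a1, Nr4a2, Nr4a3 and Bcl2l11 kept an exact permutation p of at most 0.05 for their trend wherever it could be computed; with only 2 groups it could not, and filters and variance priors cannot move it. Nr4a2, however, no longer passed the limma thresholds with no filter, median-of-ratios scaling, quantile normalization, only the 2 groups compared, the replicate block, or any one sample left out other than GFPhi replicate 1.

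With the replicate block, 346 genes were higher and 124 lower in GFPhi than in GFPlo, 126 and 34 between GFPhi and GFPmed, and 5 and 0 between GFPmed and GFPlo. Deviations from the group means of same-numbered samples correlated by 0.061 on average. The mean of -0.0305 for differently numbered ones largely follows from it, because deviations cancel within each group.

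Without the limit on the fold change, genes higher and lower in GFPhi than GFPlo rose to 730 and 464, and those between GFPhi and GFPmed to 276 and 187. Median-of-ratios scaling gave 69 genes lower in GFPhi than GFPlo, 5 higher and 0 lower in GFPmed than GFPlo, and 86 higher and 16 lower in GFPhi than GFPmed. With only the 2 groups compared, 81 genes were lower in GFPhi than GFPlo, 7 were higher and 3 lower in GFPmed than GFPlo, and GFPmed lay in between for 93.99%. eBayes without the trend gave 8 genes higher and 0 lower in GFPmed than GFPlo, and a pseudocount of 0.1 gave 4 lower. The comparison of GFPmed with GFPlo therefore rests on few calls under any setting. Where 0 genes were lower, 538 (median-of-ratios scaling), 603 (without the trend) and 800 (replicate block) were lower at an unadjusted p under 0.05. Among 30693 genes tested, such counts are near or below those that chance alone would give. The share of higher genes among those that differed between GFPhi and GFPlo was 75.7%, and ran from 61.1% without the limit on the fold change to 82.3% with median-of-ratios scaling.

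The correlation with the OT-II experiment was 0.3653 with no filter, 0.5496 with a TPM of at least 5 and 0.4942 with a pseudocount of 0.1. The list with a log2FC of at least 2 shared 56 genes. The first principal component held 17.92% of the variance with median-of-ratios scaling, 17.12% with quantile normalization and 24.25% with all genes tested; only the 2 groups compared, eBayes without the trend and the replicate block cannot change it and gave no value.

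Among the alternatives chosen after seeing the data, limma-voom on the solved reads with library totals gave 260 genes higher and 77 lower in GFPhi than GFPmed, a correlation of 0.4949 and 39.16% on the first component. With the authors' size factors it gave 294 higher, 93.97% in between, 150 of the genes in Supplementary Data 4e and a correlation of 0.4956, with 30.69% on the first component. TPM on exonic length gave 2 genes lower in GFPmed than GFPlo, 76 lower in GFPhi than GFPmed and a correlation of 0.4066. The filter at the level of the receptor genes gave a correlation of 0.5463, and variance-stabilised reads 61.32% on the first component. The cause of these changes was not tested.

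Across the 9 fits that each left out one sample, from 252 to 360 genes were higher and from 80 to 170 lower in GFPhi than GFPlo, from 2 to 16 higher and 0 to 3 lower in GFPmed than GFPlo, and from 79 to 160 higher and 25 to 59 lower in GFPhi than GFPmed. GFPmed lay in between for 88.6% to 93.61%, the correlation ran from 0.4344 to 0.457 and the first component from 20.33% to 24.02%.

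The noncoding genes Gm27849, Gm26026, Gm24678 and Gm22305, with at most 5 reads in any sample, no longer passed with limma-voom on the solved reads or with any GFPhi sample left out. Over all 9 fits that each left out one sample, Gm27849 and Gm26026 failed in 6, Gm24678 in 5 and Gm22305 in 8. Gm27849 and Gm22305 also failed with the replicate block (adjusted p = 0.106 and 0.0724 from limma).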

Differences from the paper's values

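The authors' supplement calls 610 genes higher in GFPhi than GFPlo against 387 here; of the alternatives set before the data were examined, only the one with no limit on the fold change, with 730, came within 1.5 times. limma-voom on the solved reads, chosen after seeing the values, gave 489 with library totals and 571 with the authors' size factors, and TPM on exonic length, also chosen after seeing the values, gave 440, all within that range. The paper's 303 genes higher in GFPhi than GFPmed stood against 166, and again only no limit on the fold change, with 276, came within that range among those alternatives. limma-voom, with 260 and 294, and TPM on exonic length, with 205, both chosen after seeing the values, came within it as well. The paper's 47 genes higher in GFPmed than GFPlo stood against 17, and none of the alternatives set before the data were examined closed the gap; limma-voom gave 18 and 25 and did not close it. The paper's 2 genes lower in GFPmed than GFPlo stood against 1; only the 2 groups compared gave 3, and leaving out a GFPhi sample gave 2 or 3. TPM on exonic length, chosen after seeing the values, gave 2.

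The paper's Supplementary Data 4e lists 164 genes higher in GFPhi, of which 98 passed here, and none of the alternatives set before the data were examined closed the gap; limma-voom on the solved reads, chosen after seeing the values, gave 133 and 150, and TPM on exonic length, chosen likewise, gave 116, all of which are within 1.5 times. The first principal component holds about 84% of the variance in Fig. 5b, read by eye, against 19.9% here. None of the alternatives set before the data were examined closed the gap, and variance-stabilised reads, chosen after seeing the values, gave 61.3%, within 1.5 times of that reading.

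For Bcl2l11, the bars of Fig. 5c, read by eye, stand at about 210 TPM in GFPlo, about 370 in GFPmed and about 840 in GFPhi, against 15.5, 57.3 and 135 TPM in the deposited table. The bars of Nr4a1 in the same figure stand at the same heights, and the deposited values of Nr4a1 were 217, 374 and 840 TPM. Leaving out single samples, median-of-ratios scaling and quantile normalization gave 14.8 to 16.2 TPM for Bcl2l11 in GFPlo, 55.6 to 60.3 in GFPmed and 124 to 141 in GFPhi, and none closed the gap. TPM on exonic length, chosen after seeing the values, gave 20.9, 77.3 and 181.5 and did not close it either.

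The authors' log2 fold changes between GFPhi and GFPlo were larger than those on the log2(TPM + 1) scale for several genes. Among the named genes the gap was widest for Arhgap20os (6.08 against 2.49), Cd83 (4.14 against 2.15) and Spry1 (4.17 against 2.42). The paper's value of 7.49 for Lad1 stood against 6.55, 6.56 for Tnfrsf9 against 5.96, 5.88 for Arhgap20 against 4.77 and 2.37 for Nr4a3 against 1.97. Of the alternatives set before the data were examined, only the pseudocount of 0.1 came near the paper's values for these 4 genes, with 7.33, 6.45, 5.65 and 2.22. The paper's 5.19 for Bcl3 stood against 4.74, and the pseudocount of 0.1 (5.07) and leaving out GFPlo replicate 1 (4.96) narrowed the gap. The paper's 6.00 for 1110032F04Rik stood against 5.21, and leaving out GFPlo replicate 1 (5.57) narrowed the gap in part. The paper's 1.40 for Nr4a2, 3.22 for Bcl2l11 and 1.32 for Foxp3 stood against 1.10, 3.04 and 1.10. A pseudocount of 0.1 (1.27, 3.11 and 1.20), median-of-ratios scaling (1.17, 3.12 and 1.18) and leaving out GFPhi replicate 1 or 2 narrowed these gaps in part. So did quantile normalization for Nr4a2 (1.18) and Foxp3 (1.15), and leaving out GFPlo replicate 2 for Nr4a2 (1.26). Leaving out GFPlo replicate 3 for Foxp3 (1.13) and Bcl2l11 (3.07), or GFPlo replicate 1 for Bcl2l11 (3.08), moved the values little. limma-voom on the solved reads, chosen after seeing the values, also narrowed the gap for each of these genes except 1110032F04Rik, with either library size. For 1110032F04Rik it went past the paper's value, with 6.63 for library totals and 6.71 for the authors' size factors. With the authors' size factors it gave 7.49 for Lad1, 6.61 for Tnfrsf9, 5.88 for Arhgap20, 2.35 for Nr4a3, 5.20 for Bcl3, 1.35 for Nr4a2, 3.22 for Bcl2l11 and 1.31 for Foxp3. TPM on exonic length, chosen after seeing the values, left most of the gap for Nr4a2 (1.13) and Foxp3 (1.14).

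The paper labels Bhlhe40, Fasl, Ahr, Lrrc32, Egr3, Nrp1, Cxcr4, Ubash3b and Acoxl in its figures. Here Bhlhe40, Fasl, Ahr, Lrrc32, Egr3, Nrp1, Cxcr4 and Ubash3b were tested and did not pass the thresholds between GFPhi and GFPlo, and Acoxl, with 0.347 TPM in GFPhi, was under the filter. Bhlhe40 passed with a TPM of at least 5, Fasl with eBayes without the trend or without GFPmed replicate 2, Lrrc32 with median-of-ratios scaling, quantile normalization or without GFPlo replicate 1, and Egr3 and Nrp1 without GFPhi replicate 1. Egr3 also passed with no limit on the fold change. Among the alternatives chosen after seeing the values, limma-voom on the solved reads called Bhlhe40, Fasl, Ahr, Lrrc32, Nrp1 and Ubash3b, the filter at the level of the receptor genes called Ahr and Lrrc32, and TPM on exonic length called Nrp1 and Acoxl. None of the alternatives run called Cxcr4 in this comparison, and with no filter Acoxl was tested and did not pass. The paper's Supplementary Data 3b lists 162 genes shared with the OT-II experiment, against 109 here; limma-voom, chosen after seeing the values, gave 135 and 141.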

Other observations

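Of the tests in this part, those on the regroupings of samples, the marker lists of other cells and the share of falls at background level were fixed before their results were seen; the others were chosen after the result they bear on, or part of it, had been seen.

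Other splits of the samples. For GFPhi against GFPlo, 366 genes passed with these 6 samples alone. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many, and the highest of the others gave 0; the 6 splits that part fewer pairs gave at most 18. For GFPmed against GFPlo, 10 genes passed and 1 of 4 splits gave as many, with 7 in the next. For GFPhi against GFPmed, 155 passed and 1 of 4 splits gave as many. For GFPhi against GFPlo, 1 of the 4 splits also gave as large an enrichment score of RIPmOVA-induced genes (0.888 against at most 0.622), as many RIPmOVA-induced genes (89), as many genes of Supplementary Data 4e (73), as many Nr4a-dependent shared genes (35) and as large a correlation with the OT-II experiment (0.456 against at most 0.432). With 4 splits the share cannot fall below 0.05, so none of these is told apart from chance by this count. Each other split exchanges 1 sample of each group and keeps part of the difference between GFPhi and GFPlo, so the correlation cannot be judged by it. Over all 9 samples, 814 genes differed among the 3 groups, and 1 of the 36 regroupings that part same-numbered samples gave as many; the highest of the others gave 394, and the highest of 30 other regroupings gave 466.

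The unit of the table. The length the TPM were divided by equalled the mean genomic span of the transcripts for 97.0% of protein-coding genes, so the values differ from TPM on exonic length. TPM recomputed on exonic length, chosen after seeing the data, gave 440 genes higher and 150 lower in GFPhi than GFPlo, including 359 of the 387 and 110 of the 124 called with the deposited TPM. Comparisons of TPM between genes with long and short introns are affected.

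RNA of other cells. Genes that mark other cells were examined as a candidate source of differences between GFPhi and GFPlo. The 7 tested genes of the myeloid or dendritic cell list went both ways, with log2 fold changes from -0.878 to 0.623, so their median decides nothing. The median log2 fold change was 0.041 for this list. It was -0.39 for the CD8 lineage list, of which Cd8a alone passed the thresholds (log2FC -1.12, adjusted p = 0.0158), so the median does not exclude more CD8 lineage RNA in GFPlo. It was -0.53 for the B cell list, which leaves a small share of B cells in GFPlo possible, in view of the fall of Ighv1-77, and 0.16 for the NKT or gamma-delta T cell list, of which only 4 genes could be tested and Sox13 was lower in GFPhi (log2FC -1.88, adjusted p = 0.0135). None of these sources can be told apart from other explanations.

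Treg genes. Foxp3 rose by a log2 fold change of 1.10 in GFPhi. The other 9 genes of a Treg list, all above Foxp3, rose by a median of 2.698, which is 1.60 more. A larger share of Treg cells alone would be expected to raise Foxp3 as much, so it is unlikely to account for the rise of the others. Whether it accounts for that of Foxp3 was not tested.

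Maturation. Ccr9 and Il7r fell and S1pr1 rose in GFPhi, with log2 fold changes of -2.35, -1.81 and 4.70. Because Ccr9 belongs to a list of immature and S1pr1 and Il7r to a list of mature SP4 genes, the remaining genes of both lists were compared. All 6 remaining mature genes rose (median 1.54), Klf2 by 2.60, and 4 of them passed the thresholds. The 6 remaining immature genes had negative log2 fold changes (median -0.50), a difference of 2.04 between the medians, but only Dntt and Cd8a passed the thresholds. Those of Rag1, Arpp21 and Cd24a were -0.20, -0.18 and -0.12, beside a median of -0.09 over all genes. The first version of this test used the full lists and asked for medians of at least 0.5 in each direction, which both met, with 1.545 and -0.79. After that result was seen, Ccr9, Il7r and S1pr1 were left out because they define the pattern, and the median of the immature list, -0.4995, then fell just short. The test therefore turns on that change of the lists, and a larger share of mature cells in GFPhi may contribute; the fall of Il7r, a gene of the mature list, goes against it. In the paper's OT-II table, S1pr1 and Il7r changed little in RIPmOVA hosts (log2FC 0.22, fdr 0.787, and -0.15, fdr 0.925), and Ms4a4b, a mature-list gene that was higher in GFPhi, is among the genes lower in RIPmOVA hosts, which gives no support to antigen as the source of these 3 changes.

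Nr4a-dependent genes. Among the shared RIPmOVA-induced genes, the 44 Nr4a-dependent ones had completed a median of 0.163 of their change in GFPmed and the 65 others 0.272. Permuting the labels over these genes gave p = 0.00588 (two-sided, 100000 permutations; genes are not independent replicates). With a pseudocount of 0.1 the difference was 0.0988 against 0.109, so the pseudocount is unlikely to explain it. A hypothesis is that Nr4a-dependent genes respond mostly at the highest reporter levels; batches of samples and the correlation between genes were not excluded.

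Accessibility. In Supplementary Data 4e, 96.3% of the 164 genes higher in GFPhi but 80.8% of the 26 lower genes lie near regions that are more accessible in Pop D (Fisher's exact test, two-sided, p = 0.00854), so lower genes too lie mostly near such regions.

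Falls at background level. Of the 124 genes lower in GFPhi, 26.6% were under the level set by the olfactory and vomeronasal receptor genes, against 20.7% of the 387 higher genes. The share lies between the limits set for either answer, so background cannot be excluded for a part of the falls; 23 of the lower genes had at most 10 reads in every sample.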
